# SRSF10 is essential for progenitor spermatogonia expansion by regulating alternative splicing

**DOI:** 10.7554/eLife.78211

**Published:** 2022-11-10

**Authors:** Wenbo Liu, Xukun Lu, Zheng-Hui Zhao, Ruibao SU, Qian-Nan Li Li, Yue Xue, Zheng Gao, Si-Min Sun Sun, Wen-Long Lei, Lei Li, Geng An, Hanyan Liu, Zhiming Han, Ying-Chun Ouyang, Yi Hou, Zhen-Bo Wang, Qing-Yuan Sun, Jianqiao Liu

**Keywords:** spermatogenesis, progenitor spermatogonia, alternative splicing, SRSF10, Mouse

## Abstract

Alternative splicing expands the transcriptome and proteome complexity and plays essential roles in tissue development and human diseases. However, how alternative splicing regulates spermatogenesis remains largely unknown. Here, using a germ cell-specific knockout mouse model, we demonstrated that the splicing factor *Srsf10* is essential for spermatogenesis and male fertility. In the absence of SRSF10, spermatogonial stem cells can be formed, but the expansion of Promyelocytic Leukemia Zinc Finger (PLZF)-positive undifferentiated progenitors was impaired, followed by the failure of spermatogonia differentiation (marked by KIT expression) and meiosis initiation. This was further evidenced by the decreased expression of progenitor cell markers in bulk RNA-seq, and much less progenitor and differentiating spermatogonia in single-cell RNA-seq data. Notably, SRSF10 directly binds thousands of genes in isolated THY^+^ spermatogonia, and *Srsf10* depletion disturbed the alternative splicing of genes that are preferentially associated with germ cell development, cell cycle, and chromosome segregation, including *Nasp*, *Bclaf1*, *Rif1*, *Dazl*, *Kit*, *Ret,* and *Sycp1*. These data suggest that SRSF10 is critical for the expansion of undifferentiated progenitors by regulating alternative splicing, expanding our understanding of the mechanism underlying spermatogenesis.

## Introduction

Spermatogenesis is a complex and highly coordinated process during which spermatogonial stem cells (SSCs) give rise to haploid spermatozoa sustainably throughout life. The balance of self-renewal and differentiation of SSCs is fundamental for the maintenance of spermatogenesis throughout life. Over-self-renewal of SSCs will lead to stem cell accumulation and impair spermatogenesis, and even induce tumor. Conversely, overdifferentiation will lead to SSC exhaustion, and thus progressive loss of germ cells and Sertoli cell-only syndrome (de Rooij, 2001). Around embryonic day 15 (E15) in mice, male germ cells do not enter meiosis but are arrested at the G0/G1 phase and are referred to as prospermatogonia. The prospermatogonia resume mitotic proliferation after birth and migrate from the center to the peripheral basement membrane, entering the appropriate environment (stem cell niche) to develop into SSCs. SSCs can self-renew to sustain the stem cell pool or differentiate to generate progenitor cells destined for differentiation (Oatley and Brinster, 2006; de Rooij, 2017). The stem cells and progenitor spermatogonia are collectively called undifferentiated spermatogonia which include A-single (As, single cells), A-paired (Apr, 2 cells interconnected by cytoplasmic bridges), and A-aligned (Aal, 4, 8, or 16 cells interconnected by cytoplasmic bridges) spermatogonia. Then, Aal spermatogonia transform into type A1 spermatogonia and further differentiate into A2, A3, A4, intermediate (In), and B spermatogonia. All these cell types are identified as differentiating spermatogonia (Song and Wilkinson, 2014). Then, type B spermatogonia will divide into pre-leptotene spermatocytes which are the last stage of the mitotic phase and have the competence to enter meiosis. After two rounds of meiotic divisions, haploid spermatids are formed (Subash and Kumar, 2021). A large number of genes and multiple regulatory layers of gene expression, including transcriptional and post-transcriptional regulation are reported to be involved in such a complex process to ensure successful spermatogenesis. However, much remains to be understood regarding the homeostasis of SSCs in this intricate process.

Alternative splicing (AS) is a very important and universal post-transcriptional regulatory mechanism to expand the diversity of transcripts and proteins from a limited number of genes (Maniatis and Tasic, 2002). Importantly, AS occurs more frequently in higher mammals (90–95% of human genes) and complex organs (brain, heart, and testes; Wang et al., 2008; Merkin et al., 2012), suggesting that AS contributes to the complexity of the organism. Large-scale analysis based on expressed sequence tags (ESTs) and deep sequencing reveals that AS is at an unusually high level in testes, where the transcription of the genome is substantially more widespread than in other organs (Yeo et al., 2004; Soumillon et al., 2013; Ramsköld et al., 2009), indicating the regulatory functions of AS in the development of testes. Recently, single-cell RNA sequencing (scRNA-seq) reveals that the gene ontology (GO) terms of mRNA splicing and mRNA processing are enriched in the spermatogonia (Green et al., 2018). Moreover, many RNA splicing proteins are more highly expressed in type A spermatogonia and in pachytene spermatocyte cell clusters (Schmid et al., 2013; Gan et al., 2013). AS isoform regulation impacts greatly on the germ cell transcriptome as cells transit from the mitotic to meiotic stages of spermatogenesis (Hannigan et al., 2017), suggesting that AS may be very effective for the mitotic division of spermatogonia. Recently, the RNA helicase DDX5 is shown to play essential post-transcriptional roles in the maintenance and function of spermatogonia via regulating the splicing of functional genes in spermatogonia (Legrand et al., 2019). *Mettl3*-mediated m6A regulates the AS of genes functioning in spermatogenesis and is critical for spermatogonial differentiation and meiosis initiation (Xu et al., 2017). Our previous study has also revealed that *Bcas2* regulates AS in spermatogonia and is involved in meiosis initiation (Liu et al., 2017). Despite these encouraging findings, our knowledge of the principle and mechanistic regulation of spermatogenesis by AS, such as why mRNA splicing and processing are robust in spermatogonia, how the alternatively spliced mRNAs are controlled developmentally, and what the roles of different RNA-binding proteins (RBPs) are in this complicated process is still very limited.

SRSF10 is an atypical SR protein, and it contains an RNA recognition motif in the N-terminus and arginine/serine amino acid sequences (RS domain) in the C-terminus (Shin and Manley, 2002). Numerous in vitro and in vivo experiments demonstrate that the phosphorylation status of SRSF10 is importance for its activity (Shin and Manley, 2002; Shin et al., 2005; Shin et al., 2004; Feng et al., 2008), and SRSF10 is critical for many physiological processes by regulating the correct functional AS (Feng et al., 2009; Li et al., 2014; Zhou et al., 2014b; Wei et al., 2015). SRSF10 is highly expressed in neural and testes tissues, and its expression is significantly increased during mouse testes development. It is mostly phosphorylated and cytosolic expressed in germ cells and promotes the exon 5-included splicing of CREB transcript (Xiao et al., 2007) However, in the cryptorchid testes, the dephosphorylated SRSF10 was significantly increased, and the exon 5-included CREB transcripts were increased (Xiao et al., 2007). Moreover, phosphorylated SRSF10 is increased during sperm maturation (Xiao et al., 2011). These data imply the potential importance of SRSF10 functioning as a regulator of AS in testes development and spermatogenesis, which warrants further elucidation.

In this study, we generated germ cell conditional *Srsf10* knockout mice and found that *Srsf10* was essential for spermatogenesis and male fertility. Depletion of *Srsf10* in germ cells impeded the expansion of PLZF-positive (PLZF^+^) progenitors, followed by the failure of efficient differentiation of spermatogonia (marked by KIT expression) and meiosis initiation. Single-cell RNA-seq data confirmed that progenitors and differentiating spermatogonia were seriously lost in the *Srsf10* knockout testes at P8. The cell cycle, proliferation, and survival were impaired in the residual *Srsf10*-depleted PLZF^+^ undifferentiated progenitors. Further analysis showed that SRSF10 directly bound thousands of genes and was involved in the AS of genes functioning in the cell cycle and germ cell development in spermatogonia. Our data reveal that SRSF10 regulates AS in spermatogonia and male fertility.

## Results

### *Srsf10* is essential for male fertility and spermatogenesis

To explore the function of *Srsf10* in male fertility and spermatogenesis, we mated *Srsf10*^Floxed/Floxed^ (*Srsf10*^F/F^) mice, in which the exon 3 (104 bps) was flanked by two loxP sites, with *Vasa-Cre* transgenic mice in which the *Cre* recombinase driven by a *Vasa* promoter is specifically expressed in germ cells as early as E15 (Gallardo et al., 2007; Figure 1A, Figure 1—figure supplement 1A and B). *Srsf10*^F/+^;Vasa-Cre males and *Srsf10*^F/F^ females were used for breeding, and the progeny was used for further experimental analysis (Figure 1—figure supplement 1A and B). Four genotypes of mice, including *Srsf10*^F/+^, *Srsf10*^F/−^, *Srsf10*^F/+^;Vasa-Cre, and *Srsf10*^F/−^;Vasa-Cre, were obtained and verified by PCR (Figure 1—figure supplement 1B and C). SRSF10 expression was barely detected in Mouse Vasa Homologue (MVH)-positive germ cells of *Srsf10*^F/−^;Vasa-Cre (hereafter referred to as *Srsf10*-cKO) mice at postnatal day 8 (P8) (Figure 1B), confirming *Srsf10* was specifically depleted in germ cells at P8.

**Figure 1.**
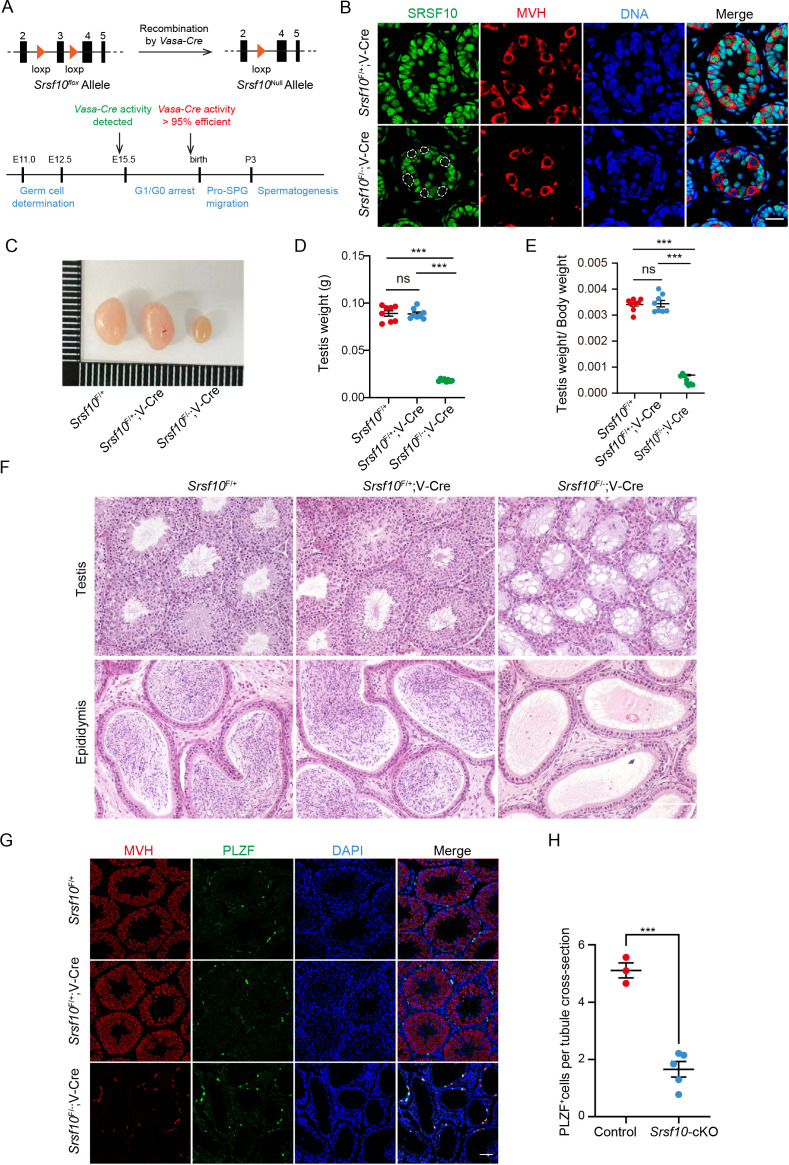
*Srsf10* is required for spermatogenesis and male fertility. (**A**) Schematic showing the deletion of *Srsf10* exon 3 and generation of *Srsf10*^F/−^;Vasa-Cre by *Vasa-Cre*-mediated recombination in male germ cells as early as embryonic day 15 (E15). (**B**) Immunofluorescence (IF) staining for SRSF10 in the *Srsf10*^F/+^;Vasa-Cre and *Srsf10*^F/−^;Vasa-Cre testes of postnatal day 8 (P8) mice. White circles denote the SRSF10 null germ cells. MVH (a germ cell marker) was co-stained to indicate the location of germ cells. The DNA was stained with Hoechst 33342. Scale bar, 20 μm. (**C**) Morphological analysis of the testes of 2-month-old *Srsf10*^F/+^, *Srsf10*^F/+^;Vasa-Cre, and *Srsf10*^F/−^;Vasa-Cre mice. (**D**) Testis weight of 2-month-old *Srsf10*^F/+^, *Srsf10*^F/+^;Vasa-Cre, and *Srsf10*^F/−^;Vasa-Cre mice. Two-tailed Student’s t-test was used for statistics. n=4, ***p<0.001, ns, no significance. Error bars represent s.e.m. (**E**) The ratio of testes to body weight in 2-month-old *Srsf10*^F/+^, *Srsf10*^F/+^;Vasa-Cre, and *Srsf10*^F/−^;Vasa-Cre mice. Two-tailed Student’s t-test was used for statistics. n=4, ***p<0.001, ns, no significance. Error bars represent s.e.m. (**F**) Hematoxylin and eosin (H&E) staining of testes and cauda epididymis in 2-month-old *Srsf10*^F/+^, *Srsf10*^F/+^;Vasa-Cre, and *Srsf10*^F/−^;Vasa-Cre mice. Scale bar, 50 μm. (**G**) Co-staining for MVH (all germ cell marker) and PLZF (all undifferentiated spermatogonia marker) in adult testes in 2-month-old *Srsf10*^F/+^, *Srsf10*^F/+^;Vasa-Cre, and *Srsf10*^F/−^;Vasa-Cre mice. DNA was stained with Hoechst 33342. Scale bar, 50 μm. (**H**) Statistics of PLZF-positive cells per tubule cross-section of testes in 2-month-old *Srsf10*^F/+^;Vasa-Cre (hereafter, ‘control’) and *Srsf10*^F/−^;Vasa-Cre (hereafter, ‘*Srsf10*-cKO’) mice. 174 tubule cross-sections were counted in control from 3 different mice. 407 tubule cross-sections were counted in *Srsf10*-cKO from 5 different mice. Two-tailed Student’s t-test was used for statistics. ***p<0.001. Error bars represent s.e.m. Figure 1—source data 1.The testis weight and the number of PLZF+ cells of adult male mice.

**Figure 1—figure supplement 1.**
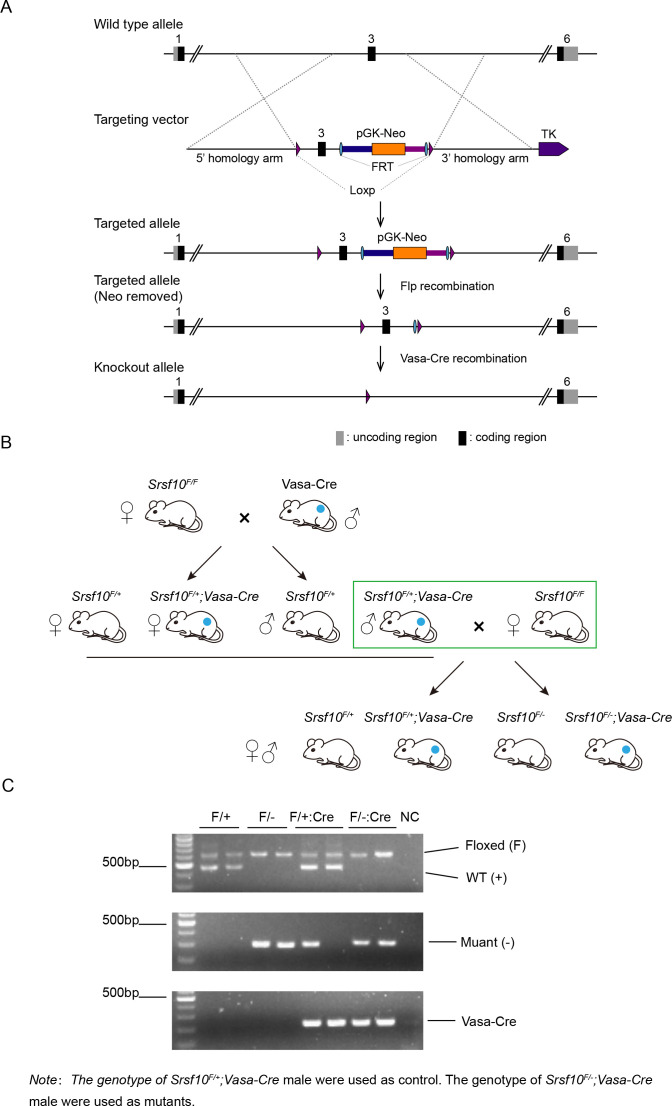
Generation, breeding, and genotyping of control and *Srsf10*-cKO mice. (**A**) Schematic showing the targeting strategy for generating a floxed *Srsf10* allele through homologous recombination. Exon 3 will be deleted after Vasa-Cre-mediated recombination. (**B**) Breeding strategy for generating control (*Srsf10*^F/+^;Vasa-Cre) and *Srsf10*-cKO (*Srsf10*^F/−^;Vasa-Cre) mice. The genotypes and gender of mice used for breeding to generate the control and *Srsf10*-cKO mice are boxed in green. The blue dots denote the mice carry the Vasa-Cre gene. (**C**) Genotyping of *Srsf10*^F/+^ (F/+), *Srsf10*^F/−^ (F/−), *Srsf10*^F/+^;Vasa-Cre (F/+;Cre), and *Srsf10*^F/−^;Vasa-Cre (F/−;Cre) mice using genomic PCRs. Water is used as the template for negative control (NC). *Srsf10*^F/+^;Vasa-Cre males were used as control, and *Srsf10*^F/−^;Vasa-Cre males were used as mutants (*Srsf10*-cKO). Figure 1—figure supplement 1—source data 1.Raw genotyping gel of control and *Srsf10*-cKO mice using genomic PCRs.

**Figure 1—figure supplement 2.**
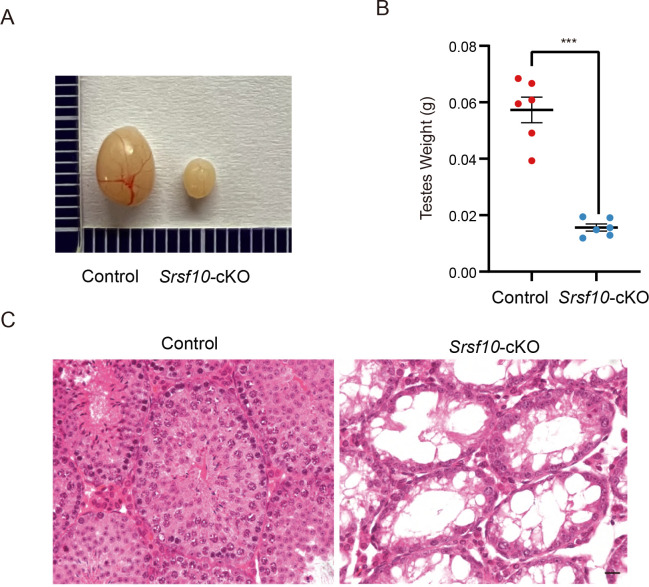
*Srsf10* is required for the first wave of spermatogenesis. (**A**) Morphological analysis of the control and *Srsf10*-cKO testes at postnatal day 35 (P35). (**B**) Testes weight of P35 control and *Srsf10*-cKO mice (***p<0.001, n=3). Two-tailed Student’s t-test was used for statistics. Error bars represent s.e.m. (**C**) Hematoxylin and eosin staining of P35 testes in control and *Srsf10*-cKO mice. Scale bar, 10 μm. Figure 1—figure supplement 2—source data 1.The testis weight of 1-month-old male mice.

The 2-month-old *Srsf10*-cKO males looked grossly normal. Normal copulatory plugs could be observed when adult *Srsf10*-cKO males were mated with ICR wild-type females, but no pups were obtained (Table 1), indicating that *Srsf10*-cKO males were infertile. Compared to that of 2-month-old *Srsf10*^F/+^ or *Srsf10*^F/+^;Vasa-Cre mice, the testes of *Srsf10*-cKO males were much smaller (Figure 1C). The weight of testes and ratio of testes to body weight in *Srsf10*-cKO males were significantly reduced (Figure 1D and E). We then analyzed the histology of 2-month-old *Srsf10*^F/+^, *Srsf10*^F/+^;Vasa-Cre mice, and *Srsf10*-cKO testes using hematoxylin and eosin (H&E) staining. While all populations of spermatogonia, spermatocytes, and spermatids were observed in *Srsf10*^F/+^ or *Srsf10*^F/+^;Vasa-Cre mice seminiferous tubules, no spermatocytes and spermatids could be observed in the center of seminiferous tubules from *Srsf10*-cKO testes (Figure 1F). Moreover, no mature spermatozoa could be found in the cauda epididymis of *Srsf10*-cKO mice (Figure 1F). To further identify the remaining germ cells in *Srsf10*-cKO testes, we co-stained these germ cells with MVH and PLZF (the marker of all undifferentiated spermatogonia; Buaas et al., 2004). Immunofluorescence results showed that the MVH^+^ and PLZF^+^ cells were comparable in 2-month-old *Srsf10*^F/+^ and *Srsf10*^F/+^;Vasa-Cre mice (Figure 1G). As *Srsf10*^F/+^ and *Srsf10*^F/+^;Vasa-Cre mice were healthy and phenotypically normal, *Srsf10*^F/+^;Vasa-Cre mice (hereafter, ‘control’) were used as control in the following experiments unless otherwise noted. Only sporadic MVH^+^PLZF^+^ cells can be detected around the basement of seminiferous tubules from 2-month-old *Srsf10*-cKO testes (Figure 1G). Statistical analysis showed that the number of PLZF^+^ cells was significantly reduced in 2-month-old *Srsf10*-cKO testes compared to the control (Figure 1H), suggesting that only a few PLZF^+^ undifferentiated spermatogonia were left in the adult *Srsf10*-cKO testes. Similarly, testes from 1-month-old *Srsf10*-cKO were also much smaller, and spermatocytes were absent (Figure 1—figure supplement 2). Taken together, these data demonstrate that *Srsf10* is essential for male fertility and spermatogenesis.

**Table 1.** The fertility of *Srsf10*-cKO males. Table 1—source data 1.The fertility of Srsf10-cKO male mice.

Genotype		No. of male mice	No. of plugged female mice	No. of litters	No. of pups per litter
Male	Female				
Control	WT	8	17	14	13.43±3.78
*Srsf10*-cKO	WT	8	16	0	0

*8-week-old wide-type ICR mice.

### *Srsf10* depletion leads to a severe defect in meiosis initiation

As no spermatocytes were observed in the seminiferous tubules of 2-month-old and 1-month-old *Srsf10*-cKO testes, we speculated that the meiosis process may be failed in *Srsf10*-cKO mice. To figure out which stage in spermatogenesis was affected after *Srsf10* deletion, we carefully analyzed the sections from P8, P10, P12, and P15 testes using H&E staining (Ahmed and de Rooij, 2009). At P8, type A spermatogonia (A), intermediate spermatogonia (In), and type B spermatogonia (B) could be observed in both control and *Srsf10*-cKO testes. Afterward, some germ cells entered into meiosis and developed into leptotene spermatocytes in P10 control testes, and abundant zygotene and pachytene spermatocytes could be observed in P12 and P15 control testes (Figure 2A). However, rare meiotic spermatocytes were detected in the seminiferous tubules of P10, P12, and P15 *Srsf10*-cKO testes (Figure 2A), suggesting that meiosis initiation might be impaired in *Srsf10*-deleted mice.

**Figure 2.**
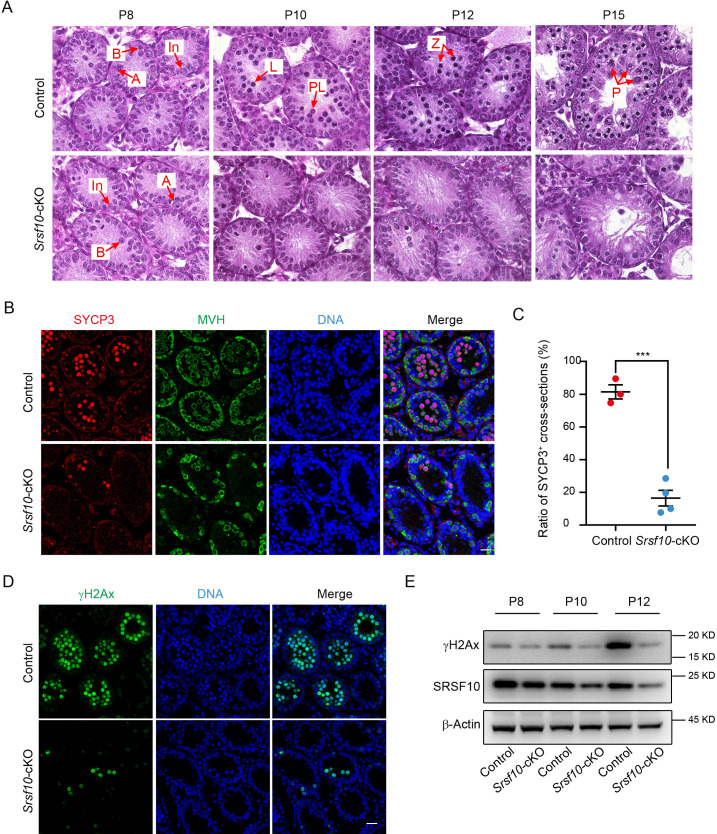
The meiosis initiation is impaired in *Srsf10*-deficient germ cells. (**A**) Hematoxylin and eosin staining of control and *Srsf10*-cKO testes at postnatal day 8 (P8), P10, P12, and P15. Spermatogenic cells were shown in cross-sections of seminiferous tubules from control and *Srsf10*-cKO testes. Spermatogenic cell types were distinguished by H&E staining according to theirchromatin morphologies (Ahmed and de Rooij, 2009). Red arrows indicate the representative stages of the spermatocytes. A, type A spermatogonia; In, intermediate spermatogonia; B, type B spermatogonia; L, leptotene spermatocytes; Z, zygotene spermatocytes; P, pachytene spermatocytes. Scale bar, 10 μm. (**B**) Immunofluorescence co-staining for SYCP3 and MVH in control and *Srsf10*-cKO testes at P12. Scale bar, 20 µm. (**C**) Statistics of the ratio of SYCP3-positive tubule cross-sections in control and *Srsf10*-cKO testes at P12. 845 tubule cross-sections were counted in control from 3 different mice. 1507 tubule cross-sections were counted in *Srsf10*-cKO from 4 different mice. Two-tailed Student’s t-test was used for statistics. ***p<0.001. Error bars represent s.e.m. (**D**) Immunofluorescence staining for γH2AX in control and *Srsf10*-cKO testes at P12. Scale bar, 20 µm. (**E**) Western blot analyses of γH2AX in control and *Srsf10*-cKO testes at P8, P10, and P12. β-actin was used as the loading control. Because SRSF10 was only specifically depleted in the germ cells, the detected residual SRSF10 protein was likely from the somatic cells in the *Srsf10*-cKO testes. Figure 2—source data 1.The ratio of SYCP3^+^ tubule cross-sections in P12 testes. Figure 2—source data 2.RAW western blot for γH2AX, SRSF10, and β-actin.

To further confirm the above results, we co-stained MVH and SYCP3, which was a component of the synaptonemal complex and the marker of meiosis prophase I at P12. Spermatocytes in the vast majority of control seminiferous tubules had entered into meiotic prophase I as expected, and abundant MVH^+^SYCP3^+^ germ cells could be detected in the center. However, only very few seminiferous tubules contained a tiny minority (about 3–5) of MVH^+^SYCP3^+^ germ cells could be observed in *Srsf10*-cKO testes (Figure 2B). Statistically, the ratio of SYCP3^+^ seminiferous tubule cross-sections in *Srsf10*-cKO testes was significantly lower than the control at P12 (16.41%±4.79 vs 81.45%±4.33, mean ± SEM) (Figure 2C). Next, we detected the expression of the marker of homologous recombination γH2AX, which can be another indicator of meiosis, in P12 testes. Immunofluorescence results showed that γH2AX^+^ cells were nearly undetectable in the seminiferous tubules of *Srsf10*-cKO testes (Figure 2D). Western blot showed that γH2AX was markedly elevated in control testes from P10 to P12, consistent with the entering into meiotic prophase I of many spermatocytes around this time. However, the expression of γH2AX changed little in *Srsf10*-cKO testes from P8 to P12 (Figure 2E), indicating failure of meiosis entrance. These results indicate that *Srsf10* deletion causes a severe defect in meiosis initiation during spermatogenesis.

### *Srsf10* depletion impairs the expansion and differentiation of the progenitor spermatogonia population

Before meiosis, SSCs proliferate to self-renew or generate differentiation-committed progenitors. The progenitor spermatogonia respond to the RA signal and divide into KIT^+^ differentiating spermatogonia (Figure 3A). Then type B differentiating spermatogonia further proliferate and differentiate into meiotic spermatocytes. Therefore, the initiation of meiosis requires several rounds of mitotic divisions of progenitors for full expansion and efficient differentiation (Song and Wilkinson, 2014; Niedenberger et al., 2015; Busada et al., 2015). Interestingly, we found that the expression of MVH and PLZF was significantly reduced in *Srsf10*-cKO testes from P8 to P12 (Figure 3B). Co-staining of MVH and PLZF showed that the number of PLZF^+^ undifferentiated spermatogonia was apparently reduced in *Srsf10*-cKO testes at P12 (Figure 3—figure supplement 1A and B). These results indicate that loss of *Srsf10* affects the normal development of spermatogonia, which may further lead to the failure of meiosis initiation.

**Figure 3.**
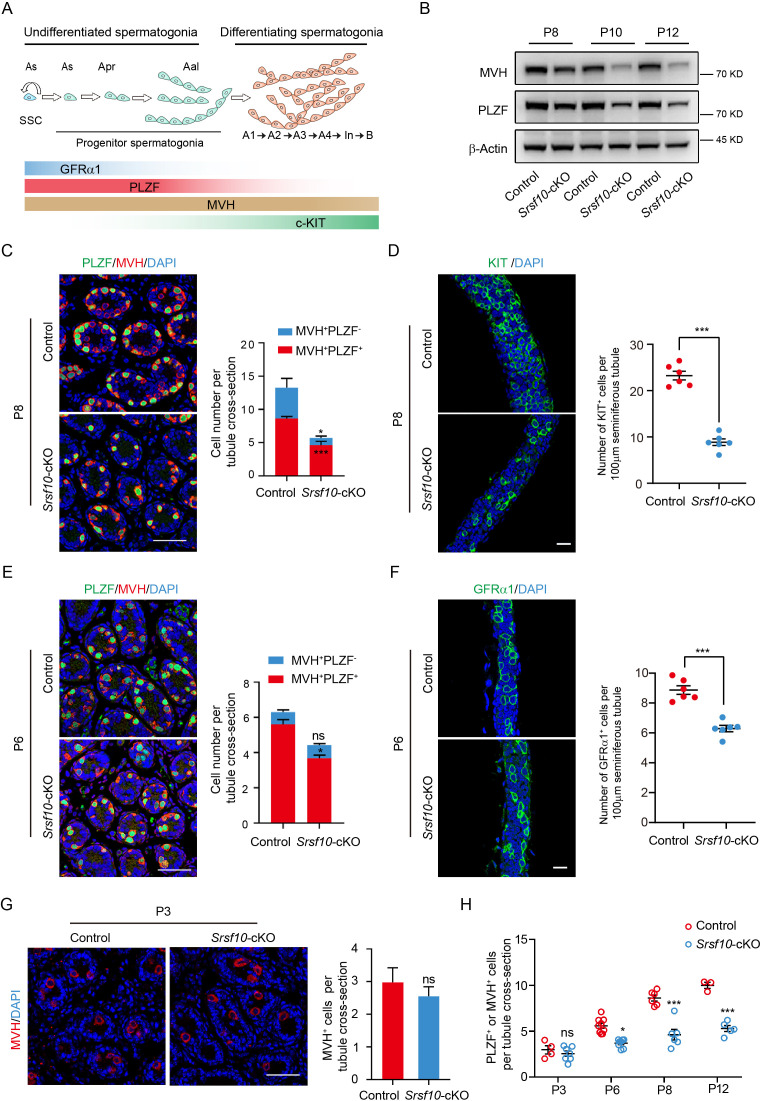
*Srsf10* depletion impairs the expansion and differentiation of progenitor spermatogonia. (**A**) Schematic showing the progression of mitosis phase of spermatogonia from spermatogonial stem cells (SSCs) to differentiating spermatogonia. The expression of representative markers at each stage is also shown. (**B**) Western blot analyses of PLZF and MVH in control and *Srsf10*-cKO testes at postnatal day 8 (P8), P10, and P12. β-actin was used as the loading control. (**C**) Left, immunofluorescence co-staining for PLZF and MVH in control and *Srsf10*-cKO testes at P8. Scale bar, 50 µm. Right, quantification of MVH-positive and PLZF-positive cells (MVH^+^PLZF^+^) per tubule cross-section or MVH-positive but PLZF-negative (MVH^+^PLZF^-^) cells per tubule cross-section in control and *Srsf10*-cKO testes at P8. 1286 tubule cross-sections were counted in control from 6 different mice. 1354 tubule cross-sections were counted in *Srsf10*-cKO from 6 different mice. Two-tailed Student’s t-test was used for statistics. ***p<0.001. *p<0.05. Error bars represent s.e.m. (**D**) Left, whole-mount staining for KIT in control and *Srsf10*-cKO testes at P8. Scale bar, 20 µm. Right, quantification of KIT^+^ cells per 100 μm seminiferous tubule. 51 tubules were counted in control from 6 different mice. 48 tubules were counted in *Srsf10*-cKO from 6 different mice. Two-tailed Student’s t-test was used for statistics. ***p<0.001. Error bars represent s.e.m. (**E**) Left, immunofluorescence co-staining for PLZF and MVH in control and *Srsf10*-cKO testes at P6. Scale bar, 50 µm. Right, quantification of MVH^+^PLZF^−^ cells or MVH^+^PLZF^+^ cells per tubule cross-section in control and *Srsf10*-cKO testes at P6. 1262 tubule cross-sections were counted in control from 3 different mice. 1069 tubule cross-sections were counted in *Srsf10*-cKO from 3 different mice. Two-tailed Student’s t-test was used for statistics. *p<0.05. ns represents no significance. Error bars represent s.e.m. (**F**) Left, whole-mount staining for GFRα1 in control and *Srsf10*-cKO testes at P6. Scale bar, 20 µm. Right, quantification of GFRα1^+^ cells per 100 μm seminiferous tubule. 55 tubules were counted in control from 6 different mice. 76 tubules were counted in *Srsf10*-cKO from 6 different mice. Two-tailed Student’s t-test was used for statistics. ***p<0.001. Error bars represent s.e.m. (**G**) Left, immunofluorescence staining for MVH in control and *Srsf10*-cKO testes at P3. Scale bar, 50 µm. Right, quantification of MVH-positive cells per tubule cross-section in control and *Srsf10*-cKO testes at P3. 711 tubule cross-sections were counted in control from 4 different mice. 1398 tubule cross-sections were counted in *Srsf10*-cKO from 7 different mice. Two-tailed Student’s t-test was used for statistics. ns represents no significance. Error bars represent s.e.m. (**H**) Quantification of PLZF^+^ or MVH^+^ cells per tubule cross-section in control and *Srsf10*-cKO testes at P3, P6, P8, and P12. The PLZF^+^MVH^+^ cells were counted as PLZF^+^ cells at P6、P8 and P12, but only MVH^+^ cells were counted at P3. Two-tailed Student’s t-test was used for statistics. *p<0.05. ***p<0.001. ns represents no significance. Error bars represent s.e.m. Figure 3—source data 1.RAW western blot for MVH, PLZF, and β-actin. Figure 3—source data 2.Quantification of MVH^+^, MVH^+^PLZF^+^, or MVH^+^PZF^−^ cells per tubule cross-section and KIT^+^ or GFRα1^+^ cells per 100 μm seminiferous tubule.

**Figure 3—figure supplement 1.**
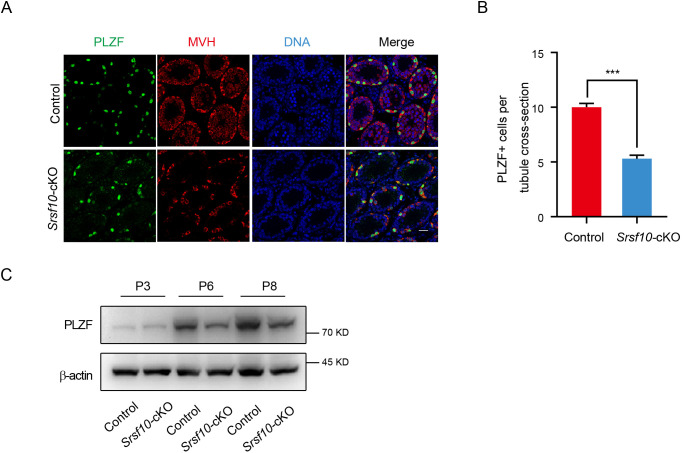
Spermatogonia development is impaired in *Srsf10*-cKO testes. (**A**) Immunofluorescence co-staining for PLZF and MVH in control and *Srsf10*-cKO testes at postnatal day 12 (P12). Scale bar, 20 µm. (**B**) Quantification of PLZF-positive cells per tubule cross-section in control and *Srsf10*-cKO testes at P12. 297 tubule cross-sections were counted in control from 3 different mice. 608 tubule cross-sections were counted in *Srsf10*-cKO from 5 different mice. Two-tailed Student’s t-test was used for statistics. ***p<0.001, Error bars represent s.e.m. (**C**) Western blot analyses of MVH and PLZF in control and *Srsf10*-cKO testes at P3, P6, and P8. β-actin was used as the loading control. Figure 3—figure supplement 1—source data 1.Quantification of PLZF^+^ cells per tubule cross-section in P12 control and *Srsf10*-cKO testes. Figure 3—figure supplement 1—source data 2.RAW western blot for PLZF and β-actin.

Considering the loss of PLZF^+^ cells in P12 *Srsf10*-cKO testes, we speculated that the proliferation and thus the differentiation of progenitors may be affected when *Srsf10* is depleted. Therefore, we analyzed the distribution and the number of both undifferentiated and differentiating spermatogonia in control and *Srsf10*-cKO testes at P8 and P6, when only spermatogonia and Sertoli cells can be observed in the seminiferous tubules. At P8, co-staining for MVH and PLZF showed that numerous differentiating spermatogonia (MVH^+^PLZF^−^) could be detected at the basement of seminiferous tubules in control. However, MVH and PLZF were largely co-localized in *Srsf10*-cKO testes, indicative of few differentiating spermatogonia (MVH^+^PLZF^−^; Figure 3C). Statistical analysis showed that differentiating spermatogonia (MVH^+^PLZF^−^) were nearly absent, and the number of undifferentiated spermatogonia (MVH^+^PLZF^+^) was significantly reduced in *Srsf10*-cKO testes compared to the control (Figure 3C). We further performed whole-mount staining of the testes for the differentiating spermatogonia expressing KIT. The number of KIT^+^ cells was obviously reduced in *Srsf10*-cKO testes compared to the control at P8 (Figure 3D), further confirming the lack of differentiating spermatogonia. At P6, co-staining for MVH and PLZF showed that most of the germ cells were undifferentiated spermatogonia (MVH^+^PLZF^+^) in both control and *Srsf10*-cKO testes (Figure 3E). However, the number of the undifferentiated spermatogonia (MVH^+^PLZF^+^) was also significantly reduced in *Srsf10*-cKO testes compared to the control (Figure 3E). PLZF is a broader marker of all undifferentiated spermatogonia including As, Apr, and Aal spermatogonia (Figure 3A). Thus, we performed whole-mount staining for GFRα1, which is specifically expressed in As and Apr spermatogonia (Sada et al., 2009; Grasso et al., 2012). The GFRα1^+^ cells were also reduced in *Srsf10*-cKO testes compared to the control at P6 (Figure 3F). Altogether, these results suggest that fewer PLZF^+^ undifferentiated progenitors (maybe also including GFRα1^+^ SSCs) are produced in the absence of *Srsf10* as early as P6.

Because *Vasa-Cre* recombinase is expressed as early as E15.5, we examined the number of germ cells in both control and *Srsf10*-cKO testes at P3. There was no difference in germ cell numbers between control and *Srsf10*-cKO testes (Figure 3G). Interestingly, from P3 to P12, the number of PLZF^+^ undifferentiated spermatogonia was gradually increased in both control and *Srsf10*-cKO testes. However, the kinetics in *Srsf10*-cKO testes was much slower, leading to a comparable number of PLZF^+^ cells per tubule cross-section in P12 *Srsf10*-cKO to that in P6 control testes (Figure 3H). Western blot confirmed that the expression of PLZF in P3 testes was lower, and no significant difference was observed between control and *Srsf10*-cKO testes. With the resumption of mitosis, the expression of PLZF was apparently increased from P3 to P8 in control testes but was only slightly increased in *Srsf10*-cKO testes (Figure 3—figure supplement 1C). All these data suggest that *Srsf10* may be essential for the expansion of the progenitor spermatogonia population, disturbance of which may further lead to differentiation defect.

### *Srsf10* depletion disturbs the expression of genes in progenitor spermatogonia

To systematically investigate the molecular effects of *Srsf10* loss in germ cells, we compared the transcriptomes of control and *Srsf10*-cKO testes at P3, P6, and P8. 

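The targeted gene, *Srsf10*, lies on chromosome 4 of mm9 from 135411986 to 135425814 and was read at similar levels in both genotypes at the earlier ages. In whole testes its FPKM was 129 ± 1.27 in control and 140.4 ± 4.89 in *Srsf10*-cKO libraries at P3, 96.8 ± 4.07 and 87.4 ± 6.83 at P6, and 119 ± 6.98 and 88.4 ± 1.63 at P8 (SD, n = 2 libraries each). The decrease at P8 was −0.43 on the log2 scale (standard error 0.0889, adjusted p = 0.00801 from limma), while P3 (0.12, adjusted p = 0.47) and P6 (−0.15, adjusted p = 0.722) did not pass the limma test. With P8 fitted alone, the adjusted p of *Srsf10* was 0.0628 (0.00288 to 0.0628 over its alternatives). The deletion removes exon 3, in germ cells by Cre and in all cells of *Srsf10*-cKO mice on the allele inherited as a knockout, and the FPKM covers the whole gene in all cells of the testis, so these values check the genotype labels little.
The data are 12 RNA-seq libraries, 2 of control and 2 of *Srsf10*-cKO testes at each age, for which the authors aligned the reads to mm9 with TopHat and deposited FPKM per gene from Cufflinks. The confidence intervals in those tables imply 13.5 and 14.1 M fragments in the P3 control libraries and 12.9 and 12.1 M in the P3 *Srsf10*-cKO libraries. P3 control replicate 2 stood apart in its summed FPKM, at 881755 against 555122 in control replicate 1 and 530957 and 514762 in the P3 *Srsf10*-cKO libraries. At P6 they imply 14.6 and 13.9 M in control and 18.1 and 13.9 M in *Srsf10*-cKO libraries, and at P8 12.0 and 13.6 M in control and 15.9 and 16.95 M in *Srsf10*-cKO libraries. A total of 13739 genes with an FPKM of at least 1 in at least 2 libraries were tested with limma on log2(FPKM + 1), in 1 fit of all 12 libraries with 6 residual degrees of freedom. The added 1 makes the log2 changes of genes with low FPKM smaller than their fold changes. Gene groups were taken from 24 lists, of marker genes, pathways and cell types other than germ cells, which were written before the data were examined. The tests were also chosen then, apart from limma-voom and those said to be later choices. Some lists hold the markers that the paper itself shows for these libraries, and their counts and list p-values are not independent evidence of a direction. The paper calls the libraries biological replications and does not state how many mice each came from. The p-values measure the spread between these libraries.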

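At P3, germ cell genes lay near their control levels in *Srsf10*-cKO testes, and genes of peritubular myoid cells, the contractile cells around the tubules, were lower. *Tagln*, a smooth muscle protein gene on chromosome 9 of mm9 from 45737711 to 45744141, was read at 97.6 ± 14.7 FPKM in control and 33.5 ± 3.18 FPKM in *Srsf10*-cKO testes (SD, n = 2 each), a log2 change of −1.51 (standard error 0.121, adjusted p = 0.000464 from limma). Of 8 measured myoid genes, 6 were lower and 0 were higher (7 lower when adjusted over the list alone), a count that was 1 without control replicate 1, 2 without control replicate 2 and 1 without *Srsf10*-cKO replicate 2. Their median log2 change was −0.71 (adjusted p = 1.13e-05 from camera, adjusted p = 0.609 with an estimated correlation). *Arl1*, a small GTPase gene of the Golgi on chromosome 10 from 88194159 to 88205947, fell from 49.0 ± 2.36 to 16.4 ± 0.421 FPKM (log2 change −1.52, adjusted p = 2.99e-05 from limma). Of 43 S phase genes, 5 were lower and 0 higher (7 lower when adjusted over the list alone; 12 lower and 3 higher at an unadjusted p under 0.05), at an adjusted p of 0.0226 from camera and an adjusted p of 0.97 with an estimated correlation. This count was 1 without *Srsf10*-cKO replicate 2 and 0 without any other single P3 library. At an unadjusted p under 0.05, 6 of 16 macrophage and immune genes and 4 of 12 Leydig cell genes were lower and 0 higher, of which 1 (*Lyz2*, whose call ended without control replicate 2 or *Srsf10*-cKO replicate 2) and 0 passed limma over all genes and 1 and 4 over the list alone, and 10 of 10 endothelial genes had a log2 change below 0 without reaching that p. None of these 3 lists passed camera (adjusted p = 0.0922, 0.224 and 0.324).
*Dazl*, an RNA-binding protein gene of all germ cells, was at 28.8 ± 0.988 FPKM in control and 29.0 ± 2.63 FPKM in *Srsf10*-cKO testes (log2 change 0.01, adjusted p = 0.99 from limma). None of 22 piRNA and germ granule genes, 22 genes of meiotic prophase or 13 pan germ cell genes passed limma in either direction, over all genes or over its list alone. At an unadjusted p under 0.05, 4, 1 and 2 of them were lower and 0 higher. Log2 changes were below 0 for 17, 13 and 11 of them. The medians were −0.12, −0.12 and −0.20, and no list passed camera (adjusted p = 0.324, 0.857 and 0.172).
Over all genes, 276 were higher and 511 lower at an adjusted p under 0.05 from limma, and 27 were higher and 47 lower at mean FPKM of at least 5, a 2-fold ratio and an unadjusted p under 0.01 (45 higher without *Srsf10*-cKO replicate 2). The total of 787 rested on each library: it was 118 without control replicate 1, 17 without control replicate 2, 185 without *Srsf10*-cKO replicate 1 and 193 without *Srsf10*-cKO replicate 2. *Tagln* and *Arl1* passed without any 1 of these libraries.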

RNA-seq analyses identified only 10 upregulated and 9 downregulated genes in *Srsf10*-cKO testes compared with the control at P3 ( fragments per kilobase of exon per million reads mapped [FPKM] ≥5, fold change ≥2, and p<0.01; Figure 4A), suggesting that the transcriptome is largely normal at P3 in *Srsf10*-depleted testes. This is consistent with the immunostaining result showing that the number of germ cells is comparable between control and *Srsf10*-cKO testes at P3. However, 138 genes were differentially expressed between the control and *Srsf10*-cKO testes at P6, and nearly all genes (135/138) were downregulated in *Srsf10*-cKO testes (Figure 4A). 

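The genes lower in P6 *Srsf10*-cKO testes included most piRNA, germ granule and pan germ cell genes. *Mael*, a piRNA pathway gene on chromosome 1 of mm9 from 168131516 to 168168875, was at 44.2 ± 10.5 FPKM in control and 11.8 ± 0.682 FPKM in *Srsf10*-cKO testes (SD, n = 2 each), a log2 change of −1.80 (standard error 0.182, adjusted p = 0.00225 from limma). *Tdrd1*, a Tudor domain gene of the same pathway, fell from 8.97 ± 2.08 to 1.94 ± 0.165 FPKM (log2 change −1.75), and *Dazl* from 79.1 ± 22.0 to 26.4 ± 4.66 FPKM (log2 change −1.53, adjusted p = 0.00248 from limma). Of 22 piRNA and germ granule genes, 17 were lower and 0 higher (20 lower and 1 higher when adjusted over the list alone), and of 13 pan germ cell genes 11 were lower and 0 higher (11 lower over the list alone). Both lists passed camera, at adjusted p = 8.56e-33 and 3.57e-21, and with an estimated correlation, at adjusted p = 0.035 and 0.0408. Of 22 genes of meiotic prophase, 10 were lower and 0 higher (15 lower when adjusted over the list alone), at an adjusted p of 4.4e-18 from camera and an adjusted p of 0.106 with an estimated correlation.
Over all 13739 genes, 244 were lower and 0 higher at an adjusted p under 0.05 from limma. At an unadjusted p under 0.05 it was 1333 genes in all, and limma-voom on the fragment numbers implied by the Cufflinks intervals called 217 lower and 4 higher. With the thresholds of mean FPKM, ratio and unadjusted p, 126 genes were lower and 1 higher, *Lars2*, a mitochondrial leucyl-tRNA synthetase gene named after its value was seen (76.3 ± 13.0 and 179 ± 92.8 FPKM, adjusted p = 0.173 from limma). Over the alternatives 0 to 6 genes were higher at these thresholds, 6 without control replicate 1 and 3 without *Srsf10*-cKO replicate 1.
The 244 became 44 without control replicate 2, 27 without *Srsf10*-cKO replicate 1, 77 without *Srsf10*-cKO replicate 2 and 119 with no filter on low values. *Mael*, *Tdrd1* and *Dazl* passed under each of these settings. Without control replicate 2, *Srsf10*-cKO replicate 1 and *Srsf10*-cKO replicate 2, the lower genes were 6, 5 and 8 in the piRNA list, 7, 4 and 9 in the pan germ cell list and 2, 1 and 3 in the meiotic list.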

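In P8 *Srsf10*-cKO testes, most of the listed germ cell genes were lower and some genes of Sertoli cells, macrophages and other somatic cells were higher. *Ddx25*, a helicase gene of germ cells on chromosome 9 of mm9 from 35349433 to 35366055, was at 21.6 ± 2.08 FPKM in control and 5.67 ± 0.242 FPKM in *Srsf10*-cKO testes (SD, n = 2 each), a log2 change of −1.76 (standard error 0.161, adjusted p = 0.000363 from limma). *Amh*, the anti-Müllerian hormone gene of immature Sertoli cells on chromosome 10 from 80267993 to 80270393, was at 96.0 ± 4.28 FPKM in control and 383 ± 17.0 FPKM in *Srsf10*-cKO testes, a log2 change of 1.99 (standard error 0.187, adjusted p = 0.000396 from limma). *Tyrobp*, a signalling adaptor gene of macrophages, rose from 9.15 ± 2.31 to 21.6 ± 1.46 FPKM (log2 change 1.17). Of 22 piRNA and germ granule genes 18 were lower and 0 higher, and the same counts held for 22 genes of meiotic prophase (18 lower in each when adjusted over the list alone). Of 13 Sertoli cell genes 6 were higher and 0 lower (8 higher over the list alone, median log2 change 0.48), and of 16 macrophage and immune genes 8 were higher and 0 lower (10 higher over the list alone, median 0.62). Other somatic lists had 0 lower genes as well. Higher were 3 of 12 Leydig cell, 3 of 8 myoid, 2 of 10 endothelial, 4 of 12 stromal and 2 of 7 erythroid genes. Only the stromal list among these passed camera (adjusted p = 0.0288). The 2 germline lists passed camera of limma at adjusted p = 3.2e-14 each, the Sertoli cell list at 0.000132 and the macrophage list at 0.000239. With an estimated correlation none of them passed (adjusted p = 0.159, and adjusted p = 0.335 for the macrophage list). The lower meiotic genes became 11 without control replicate 2 or without *Srsf10*-cKO replicate 2, and the higher macrophage genes 5 without control replicate 1 and 4 with the length trend removed.
Over all genes, 2109 were higher and 1060 lower at an adjusted p under 0.05 from limma, so that 66.6% of the called genes were higher. With the thresholds of mean FPKM, ratio and unadjusted p, 303 were higher and 119 lower. These became 539 and 80 without control replicate 2, 232 and 189 without control replicate 1, and 201 and 182 with median-ratio scaling. The median log2 change of all genes was 0.09 with the deposited FPKM and −0.01 after median-ratio scaling, under which 45.9% of the called genes were higher. The 3169 called genes became 2100 without control replicate 1, 1651 without *Srsf10*-cKO replicate 1, 1897 without *Srsf10*-cKO replicate 2 and 1062 with P8 fitted alone.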

396 genes were differentially expressed in *Srsf10*-cKO testes at P8, including 243 upregulated and 153 downregulated genes (Figure 4A). 

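*Ddx4*, a germ cell RNA helicase gene (also named *Mvh*) on chromosome 13 of mm9 from 113388541 to 113442518, fell from 36.1 ± 8.80 to 11.9 ± 1.28 FPKM at P6 and from 54.9 ± 2.21 to 25.4 ± 0.933 FPKM at P8 (SD, n = 2 each). The log2 changes were −1.51 (adjusted p = 0.00248) and −1.08 (adjusted p = 0.00212 from limma). With the thresholds of mean FPKM, ratio and unadjusted p, 75 genes were called lower at P6 and not at P8, 68 at P8 and not at P6, and 51 at both ages. Independent lists of these sizes would share 1.09 genes (Fisher's exact test over 13739 genes, odds ratio 135, one-sided p = 9.7e-76), where genes are not independent replicates. A gene called at P6 alone need not differ between the ages. The change itself differed between P8 and P6 for 338 genes (limma interaction, adjusted p under 0.05), 330 of them with a higher value at P8. With median-ratio scaling the count was 113 and with the length trend removed 55. Without P6 *Srsf10*-cKO replicate 1 or 2 this became 2 genes each, and 45 to 52 without P6 control replicate 1, P8 control replicate 1 (48) or either P8 *Srsf10*-cKO library. It became 515 without P6 control replicate 2 and 792 without P8 control replicate 2.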

Surprisingly, only 57 genes were commonly downregulated in the *Srsf10*-cKO testes at both P6 and P8 (Figure 4B). GO analysis of the 57 genes showed that these genes are involved in the meiotic cell cycle, spermatogenesis, cell differentiation, and germ cell development (Figure 4B). We then systematically analyzed the expression pattern of all downregulated genes in control and *Srsf10*-cKO testes from P3 to P8. The vast majority of downregulated genes were gradually increased from P3 to P8 (Figure 4—figure supplement 1A). Interestingly, many genes that were only significantly downregulated at P6 (e.g. *Pou5f1*, *Sohlh1*, *Egr4*, *Nanos3*, *Foxc2*, and *Sox3*) were mainly involved in the expansion and early differentiation of progenitor spermatogonia (Figure 4B). 

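*Sohlh1* and *Sox3*, both transcription factor genes of early spermatogonia, showed the largest decreases of these 6 genes at P6. *Sohlh1* on chromosome 2 of mm9 from 25698517 to 25702768 was at 17.6 ± 2.44 FPKM in control and 3.801 ± 0.401 FPKM in *Srsf10*-cKO testes (SD, n = 2 each), a log2 change of −1.95 (standard error 0.17, adjusted p = 0.00163 from limma). *Sox3* on the X chromosome from 58144541 to 58146605 was at 10.1 ± 5.53 and 0.984 ± 0.850 FPKM (log2 change −2.46, adjusted p = 0.014 from limma). *Nanos3*, an RNA-binding protein gene, fell from 4.72 ± 1.09 to 1.023 ± 0.697 FPKM, and *Pou5f1*, the gene of OCT4, from 11.5 ± 1.22 to 4.71 ± 0.591 FPKM. *Foxc2* fell from 4.75 ± 0.398 to 1.83 ± 0.0222 FPKM and *Egr4* from 14.2 ± 3.06 to 6.51 ± 2.23 FPKM (adjusted p = 0.0483 from limma).
At P8, *Sohlh1* was still lower (log2 change −0.87, adjusted p = 0.00597 from limma) and *Egr4* was higher (log2 change 0.86, adjusted p = 0.021), while *Pou5f1*, *Nanos3*, *Foxc2* and *Sox3* had log2 changes of −0.48, −0.85, −0.41 and −0.31 that did not pass. The changes at P8 and P6 differed for *Sohlh1* (by 1.08, adjusted p = 0.0452 from the limma interaction) and *Egr4* (by 1.89, adjusted p = 0.0206), and the difference did not pass for *Pou5f1* (0.65, adjusted p = 0.276), *Nanos3* (0.426), *Foxc2* (0.146) or *Sox3* (0.0785).
*Sohlh1* passed at P6 without any 1 library. *Sox3* did not pass without control replicate 2 (adjusted p = 0.161) or *Srsf10*-cKO replicate 1 (0.162; 0.0106 to 0.162 over its alternatives in limma). Leaving out any 1 P6 library ended the limma call of *Pou5f1* (adjusted p = 0.126, 0.144, 0.142 and 0.192 without control replicates 1 and 2 and *Srsf10*-cKO replicates 1 and 2; 0.0195 to 0.192 over its alternatives). *Egr4* and *Nanos3* were called in fewer settings, with highest adjusted p of 0.467 and 0.315 in limma, both without *Srsf10*-cKO replicate 1; control replicates 1 and 2 gave 0.257 and 0.144 for *Egr4* and 0.0567 and 0.298 for *Nanos3*. *Foxc2* had adjusted p of 0.0958 without control replicate 2, 0.0843 without *Srsf10*-cKO replicate 1 and 0.0596 without *Srsf10*-cKO replicate 2 in limma (0.00483 to 0.0958 over its alternatives). At P8 the call of *Egr4* was lost without control replicate 1 (adjusted p = 0.114), *Srsf10*-cKO replicate 1 (0.0522) and *Srsf10*-cKO replicate 2 (0.0978), over 0.0146 to 0.114 in limma.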

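In *Srsf10*-cKO testes, *Sohlh1* stood at 21.9 ± 0.903 FPKM at P8 (SD, n = 2), 2.26 above its P6 level on the log2(FPKM + 1) scale (adjusted p = 0.000155 from limma), against an increase of 1.18 in control testes (adjusted p = 0.00188). *Sox3* reached 12.0 ± 2.25 FPKM, an increase of 2.77 (adjusted p = 0.00467 from limma), and *Egr4* reached 16.5 ± 1.81 FPKM, an increase at an adjusted p of 0.00952. In control testes *Sox3* (0.62, adjusted p = 0.288) and *Egr4* (−0.64, adjusted p = 0.062) did not pass limma. *Nanos3*, *Foxc2* and *Pou5f1* were at 2.77 ± 1.08, 2.71 ± 0.554 and 5.17 ± 1.31 FPKM in P8 *Srsf10*-cKO testes, with age differences of 0.91 (adjusted p = 0.0775), 0.38 (0.123) and 0.10 (0.808) that did not pass limma. The age differences come from the same fit and were not refitted without single libraries.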

The expression level of these genes was very low in P6 *Srsf10*-cKO testes and somewhat upregulated afterward in P8 *Srsf10*-cKO testes (Figure 4—figure supplement 1A). 

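The gene of the synaptonemal complex protein *Sycp3*, on chromosome 10 of mm9 from 87922332 to 87935981, was at 38.5 ± 2.13 FPKM in P8 control and 10.2 ± 0.701 FPKM in P8 *Srsf10*-cKO testes (SD, n = 2 each). This is a log2 change of −1.82 (standard error 0.296, adjusted p = 0.00287 from limma). *Sycp2*, of the same complex, fell from 7.97 ± 0.525 to 2.97 ± 0.0349 FPKM, and *Atm*, a DNA damage kinase gene, from 11.4 ± 1.24 to 5.67 ± 0.39 FPKM (log2 changes −1.18 and −0.90, adjusted p = 0.00371 and 0.00249 from limma). *Kit*, the receptor gene of differentiating spermatogonia, fell from 26.7 ± 5.82 to 13.9 ± 0.835 FPKM (log2 change −0.88, adjusted p = 0.0116 from limma). *Rec8*, a meiotic cohesin gene, was at 7.71 ± 3.71 and 2.84 ± 1.53 FPKM (log2 change −1.17, adjusted p = 0.0222 from limma).
From P6 to P8, *Sycp3* rose by 1.75 in control (adjusted p = 0.00339 from limma) and by 1.28 in *Srsf10*-cKO testes (adjusted p = 0.0259), *Sycp2* by 1.08 and 0.84 (adjusted p = 0.00552 and 0.0302), and *Kit* by 1.42 and 1.26 (adjusted p = 0.00162 and 0.006). *Atm* and *Rec8* rose in control (0.52 and 1.09, adjusted p = 0.0239 and 0.0306 from limma) and did not pass in *Srsf10*-cKO testes (−0.15 and 0.58, adjusted p = 0.549 and 0.267). The limma interaction of genotype and age passed for none of the 5 genes (adjusted p = 0.605, 0.722, 0.822, 0.105 and 0.591 for *Sycp3*, *Sycp2*, *Kit*, *Atm* and *Rec8*).
At P6, *Sycp3* (log2 change −1.35, adjusted p = 0.0493 from limma) and *Sycp2* (−0.93, adjusted p = 0.0484) were already lower, and *Kit* (−0.72, 0.136), *Atm* (−0.23, 0.741) and *Rec8* (−0.66, 0.543) did not pass. The P6 calls of *Sycp3* and *Sycp2* ended without control replicate 2 (adjusted p = 0.376 and 0.346), *Srsf10*-cKO replicate 1 (0.433 and 0.42) or *Srsf10*-cKO replicate 2 (0.147 and 0.185), over ranges of 0.00697 to 0.433 and 0.00631 to 0.42 in limma. *Kit* at P6 passed without control replicate 1 (adjusted p = 0.0332, 0.0332 to 0.828 over its alternatives in limma). The P8 calls of *Kit* and *Rec8* ended in limma without control replicate 2 (adjusted p = 0.0613 and 0.127) or *Srsf10*-cKO replicate 2 (0.0572 and 0.14), over 0.00262 to 0.0613 and 0.0106 to 0.14.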

Many genes that were only significantly downregulated at P8 (e.g. *Kit*, *Sycp3*, *Sycp2*, *Atm,* and *Rec8*) were involved in spermatogonia differentiation and meiosis and were barely upregulated in *Srsf10*-cKO testes from P6 to P8 (Figure 4B and Figure 4—figure supplement 1A), echoing nearly no differentiating spermatogonia and meiotic spermatocytes in P8 *Srsf10*-cKO testes. Unsupervised cluster analysis of spermatogonia-specific genes (SPGs; Green et al., 2018) showed that the gene expression pattern of *Srsf10*-cKO testes at P8 was much more similar to that of control testes at P6 (Figure 4C), consistent with the compromised and slower expansion and differentiation of progenitor spermatogonia in the *Srsf10*-cKO testes than control.

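Across 98 measured genes of the stem cell, progenitor, differentiating, piRNA, meiotic and pan germ cell lists, P8 *Srsf10*-cKO libraries lay closer to P6 control than to P8 control libraries. The mean Euclidean distance per gene, on z-scored log2(FPKM + 1), was 0.80 from P8 *Srsf10*-cKO to P6 control libraries (0.645 to 0.899 over the pairs of libraries) and 1.39 to P8 control libraries (1.19 to 1.63). Every distance to P6 control was below every distance to P8 control. The ratio of the means was 0.575, and the 2 P8 *Srsf10*-cKO libraries lay 0.674 apart from each other. The gene list of Green et al. was not used here, and part of the 98 genes come from the paper's own marker panel for these libraries. Distances between 2 libraries per group carry no test.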

**Figure 4.**
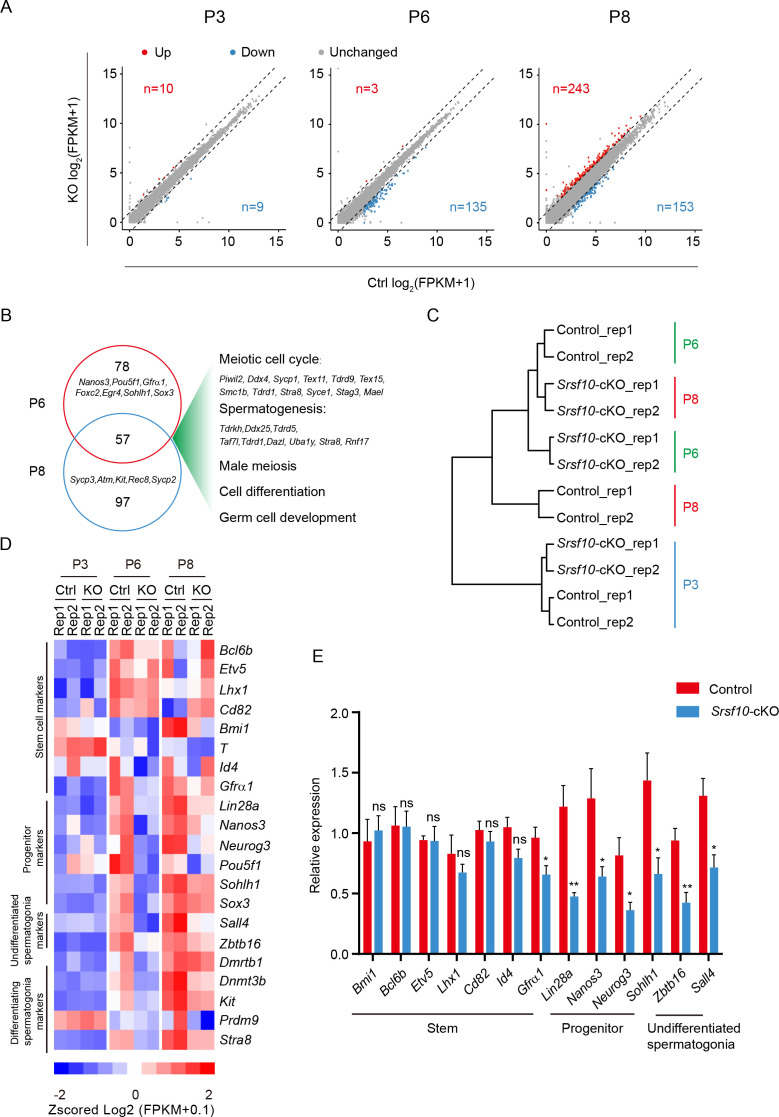
*Srsf10* deficiency alters expression patterns of genes involved in progenitor spermatogonia. (**A**) Scatter plots showing the expression of genes in control and *Srsf10*-cKO testes at postnatal day 3 (P3), P6, and P8. Blue dots represent significantly downregulated genes, while red dots show significantly upregulated genes ( fragments per kilobase of exon per million reads mapped [FPKM] ≥5, fold change ≥2, and p<0.01). Gray dots represent unchanged genes. (**B**) Venn diagram depicting the overlap of downregulated genes between P6 and P8. Gene ontology (GO) terms of the 57 shared downregulated genes in P6 and P8 *Srsf10*-cKO testes, and genes involved in specific GO terms were shown on the right. (**C**) Hierarchical clustering of two replicates of control and *Srsf10*-cKO testes at P3, P6, and P8 based on the expression of spermatogonia-specific genes (Green et al., 2018). Note the closer relationship between P8 *Srsf10*-cKO and P6 control testes. (**D**) Heatmap showing the mRNA abundance of genes functioning in spermatogonial stem cells (SSCs; *Bcl6b*, *Etv5*, *Lhx1*, *Cd82*, *Bmi1*, *T*, *Id4,* and *Gfra1*), progenitors (*Lin28a*, *Nanos3*, *Neurog3*, *Pou5f1*, *Sohlh1,* and *Sox3*), undifferentiated spermatogonia (*Sall4* and *Zbtb16*), and differentiating spermatogonia (*Dmrtb1*, *Dnmt3b*, *Kit*, *Stra8,* and *Prdm9*). (**E**) Quantitative RT-PCR validation of the expression of genes involved in SSC, progenitors, undifferentiated spermatogonia, and differentiating spermatogonia in control and *Srsf10*-cKO testes at P6. β-actin was used as the internal control. Two-tailed Student’s t-test was used for statistics. *p<0.05, **p<0.01, ***p<0.001; ns, no significance. Error bars represent s.e.m. Figure 4—source data 1.List of the differential expression genes in control and *Srsf10*-cKO testes at P3, P6, and P8, respectively. Figure 4—source data 2.Validation of the expression of marker genes in control and *Srsf10*-cKO testes using qRT-PCR at P6.

**Figure 4—figure supplement 1.**
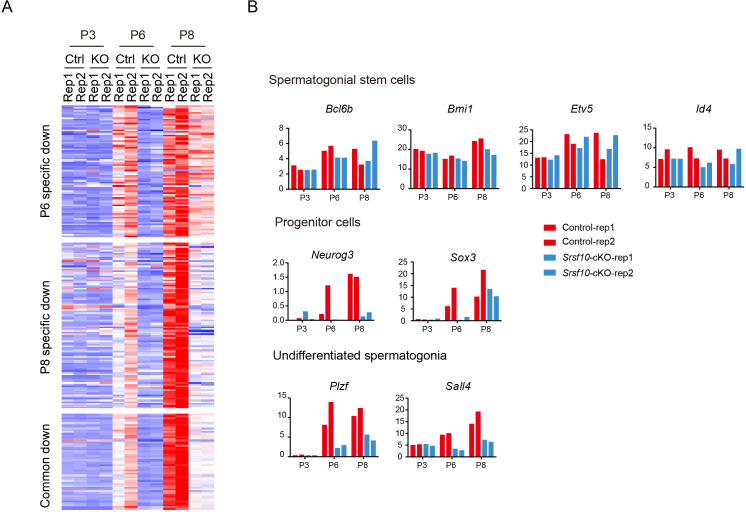
Systematical analysis of the downregulated genes from postnatal day 3 (P3) to P8. (**A**) Heatmap shows the mRNA abundance of all the downregulated genes from P3 to P8. (**B**) RNA-seq results of the expression level of selected marker genes related to spermatogonial stem cells, progenitor cells, and undifferentiated spermatogonia from P3 to P8.

We then analyzed several marker genes for stem cell maintenance, expansion, and differentiation of the spermatogonia population. Most genes involved in SSCs maintenance (*Etv5*, *Bmi1*, *Id4*, *Lhx1*, *Cd82,* and *T*) were hardly affected in the *Srsf10*-cKO testes from P3 to P8. However, genes associated with progenitor spermatogonia (*Lin28a*, *Nanos3*, *Sox3*, *Neurog3*, *Pou5f1,* and *Sohlh1*), undifferentiated spermatogonia (*Zbtb16* (*Plzf*) and *Sall4*), and differentiating spermatogonia (*Dmrtb1*, *Dnmt3b*, *Stra8*, *Kit,* and *Prdm9*) were downregulated in *Srsf10*-cKO testes at P6 and P8 compared to control (Figure 4D and Figure 4—figure supplement 1B). 

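Of 8 stem cell markers of the paper, 0 passed limma at P3 in either direction (0 at an unadjusted p under 0.05), 1 was lower at P6 and 1 was higher and 1 lower at P8. *Etv5*, a transcription factor gene of the GDNF response on chromosome 16 of mm9 from 22381386 to 22439643, was at 13.2 ± 0.123 FPKM in control and 13.2 ± 1.31 FPKM in *Srsf10*-cKO testes at P3 (SD, n = 2 each). At P6 it was at 21.1 ± 2.88 and 19.6 ± 3.41 FPKM, and at P8 at 18.1 ± 7.91 and 19.8 ± 4.12 FPKM (adjusted p = 0.998, 0.981 and 0.648 from limma). *Id4*, a helix-loop-helix inhibitor gene, was at 8.37 ± 1.74 and 7.21 ± 0.000735, 8.71 ± 2.01 and 5.62 ± 0.805, and 8.38 ± 1.59 and 7.80 ± 2.73 FPKM at the 3 ages (adjusted p = 0.702, 0.472 and 0.751 from limma). *Lhx1* and *T* were read at 2.16 FPKM or less in every group and did not pass.
Markers that passed were *Cd82*, a tetraspanin gene, at 10.7 ± 1.057 and 18.0 ± 0.74 FPKM at P8 (log2 change 0.70, adjusted p = 0.00892 from limma), and *Bmi1*, a Polycomb gene, at 24.96 ± 0.92 and 18.6 ± 2.08 FPKM (log2 change −0.41, adjusted p = 0.0215). *Gfra1*, the GDNF receptor gene, was lower at P6, at 9.45 ± 1.38 and 3.77 ± 0.251 FPKM (log2 change −1.13, adjusted p = 0.0206 from limma). As a list, the 8 markers had a median log2 change of −0.23 at P6 (adjusted p = 0.0245 from camera, adjusted p = 0.217 with an estimated correlation) and of 0.03 at P8 (adjusted p = 0.527), and the counts adjusted over the list alone were 1 lower at P6 and 1 higher and 1 lower at P8. All 8 had log2 changes below 0 at P6. Of 11 other stem cell and undifferentiated markers, 3 were lower and 0 higher at P6 (median −0.18, adjusted p = 0.0163 from camera, adjusted p = 0.125 with an estimated correlation). At P8, 2 of them were lower and 1 higher, and at P3 0 passed. Of both lists, 10 genes were at least 3 times as high in control THY1+ cells as in control P6 testes. Their median log2 change at P6 was −0.565. *Etv5* is not among them, so its steady level in whole testes need not reflect stem cells.
Leaving out any 1 P6 library ended the limma call of *Gfra1* (adjusted p = 0.122, 0.109, 0.222 and 0.116 without control replicates 1 and 2 and *Srsf10*-cKO replicates 1 and 2, over 0.0108 to 0.222). The call of *Bmi1* ended without control replicate 2 (adjusted p = 0.0741) or *Srsf10*-cKO replicate 2 (0.126, over 0.00683 to 0.126 in limma).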

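*Stra8*, the retinoic acid target gene of differentiating spermatogonia on chromosome 6 of mm9 from 34870960 to 34889342, was at 19.9 ± 1.38 FPKM in control and 3.50 ± 0.44 FPKM in *Srsf10*-cKO testes at P6 and at 60.2 ± 17.5 and 17.6 ± 0.421 FPKM at P8 (SD, n = 2 each). The log2 changes were −2.22 (adjusted p = 0.000964 from limma) and −1.69 (adjusted p = 0.000479). *Lin28a*, an RNA-binding protein gene of progenitors on chromosome 4 from 133559245 to 133574731, fell from 11.2 ± 4.04 to 2.99 ± 0.0868 FPKM at P6 and from 23.8 ± 4.51 to 6.15 ± 0.171 FPKM at P8 (log2 changes −1.57 and −1.78, adjusted p = 0.00549 and 0.000904 from limma). *Sall4*, a zinc finger gene of undifferentiated spermatogonia, fell from 9.79 ± 0.44 to 3.16 ± 0.472 and from 16.7 ± 3.69 to 6.87 ± 0.578 FPKM, and *Zbtb16*, the gene of PLZF, from 11.1 ± 4.11 to 2.59 ± 0.526 and from 11.4 ± 1.43 to 4.92 ± 1.08 FPKM. *Dnmt3b*, a DNA methyltransferase gene, fell from 9.40 ± 1.95 to 4.43 ± 0.0603 and from 18.1 ± 2.93 to 8.62 ± 0.52 FPKM (adjusted p = 0.013 and 0.0023 from limma).
Of 6 progenitor markers, 5 were lower at P6 and 3 at P8 (6 and 5 when adjusted over the list alone) and 0 higher, and of 5 differentiating markers 2 were lower at P6 and 4 at P8 (4 and 4 over the list alone) and 0 higher. At P6 the 5 became 2 without control replicate 2 and 1 without *Srsf10*-cKO replicate 1, and the 2 became 4 without control replicate 1 and 1 without any other single library. At P8 the 3 became 5 with the length trend removed, and the 4 became 2 without control replicate 2 or *Srsf10*-cKO replicate 2. *Neurog3* was low, at 0.719 ± 0.704 and 0.0141 ± 0.02 FPKM at P6 (adjusted p = 0.34 from limma) and at 1.57 ± 0.077 and 0.206 ± 0.101 FPKM at P8 (adjusted p = 0.013). *Dmrtb1* did not pass at either age (adjusted p = 0.237 and 0.995 from limma), and *Prdm9* did not pass at P6 (0.999) and was at 1.54 ± 1.16 and 0.363 ± 0.269 FPKM at P8 (adjusted p = 0.0492).
The P6 calls of *Lin28a* and *Zbtb16* ended without *Srsf10*-cKO replicate 1 (adjusted p = 0.0659 and 0.0739, over 0.00294 to 0.0659 and 0.00297 to 0.0739 in limma), and that of *Dnmt3b* without control replicate 2 (adjusted p = 0.152), *Srsf10*-cKO replicate 1 (0.145) or 2 (0.0942). *Neurog3* and *Dmrtb1* passed at P6 without control replicate 1 (adjusted p = 0.0423 and 0.0472 from limma, with up to 1.0 over their alternatives). At P8, *Zbtb16* did not pass without *Srsf10*-cKO replicate 2 (adjusted p = 0.0562), *Neurog3* without control replicate 1 (0.056) or *Srsf10*-cKO replicate 1 (0.0708), and *Prdm9* without control replicate 2 (0.3), *Srsf10*-cKO replicate 1 (0.0685) or 2 (0.217), in limma.

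**Figure D1:**
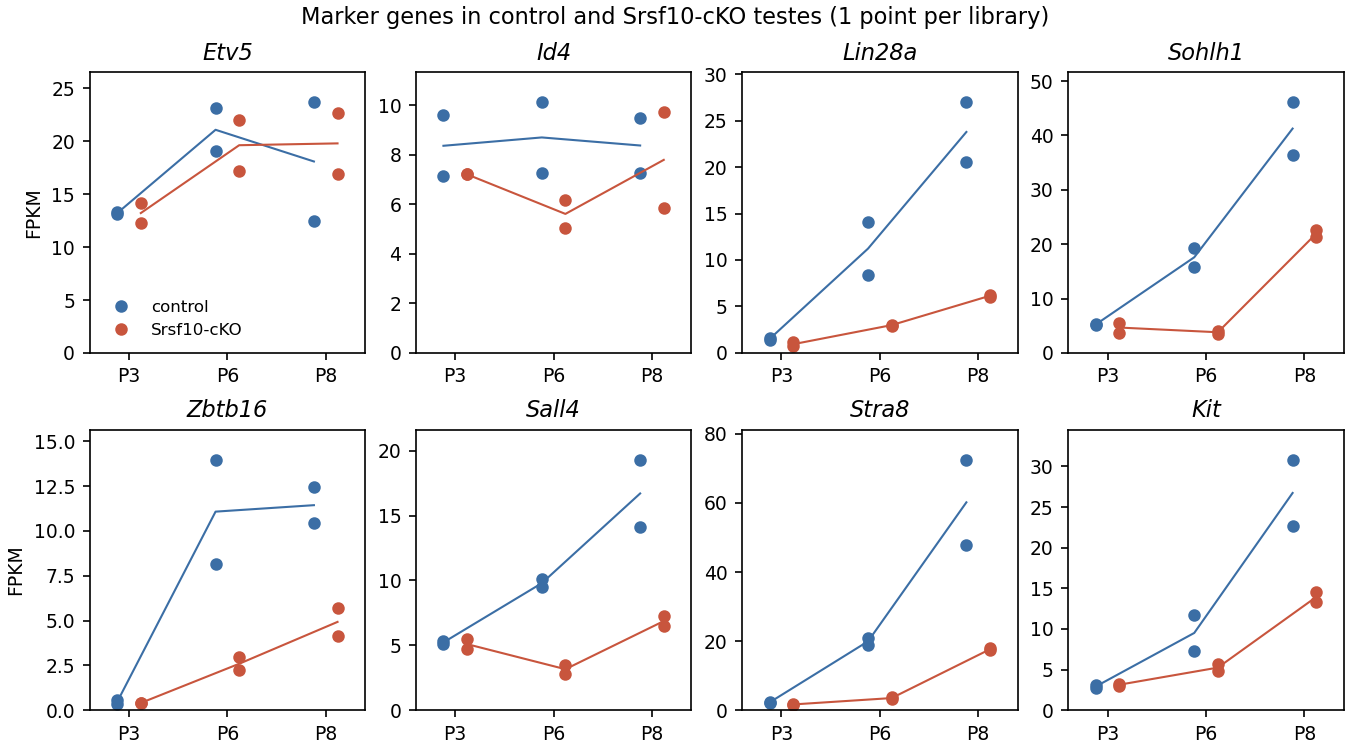
FPKM of 8 marker genes in control and *Srsf10*-cKO testes at P3, P6 and P8, with age on the horizontal axis and FPKM on the vertical axis. Each point is a library and the lines join the group means. *Stra8* stands at 60.2 FPKM in control and 17.6 FPKM in *Srsf10*-cKO testes at P8, and *Etv5* at 18.1 and 19.8 FPKM.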

The qRT-PCR results also confirmed that the expression of genes involved in the expansion and differentiation of progenitor cells was globally reduced in P6 *Srsf10*-cKO testes (Figure 4E). Taken together, these data suggest that *Srsf10* deficiency disturbs genes involved in progenitor spermatogonia and thus their expansion and differentiation.

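Progenitor genes were among the gene groups with the largest decreases at P6, with a median log2 change of −1.55 over 6 markers (adjusted p = 1.92e-12 from camera, adjusted p = 0.035 with an estimated correlation). Pan germ cell and piRNA genes had medians of −1.43 and −1.26. The paper shows the progenitor and differentiating markers for these same libraries, so the p-values of these lists are not independent evidence. The differentiating markers had a median of −0.93 (adjusted p = 1.81e-06, and adjusted p = 0.145 with an estimated correlation). At P8 the medians of these 2 lists were −0.86 and −0.88 (adjusted p = 0.000239 and 0.00032 from camera, adjusted p = 0.159 and 0.287 with an estimated correlation). At P3 none of the 6 progenitor and 5 differentiating markers passed limma, nor did any at an unadjusted p under 0.05. The change between P3 and P6 itself differed for *Stra8* (by −1.92, adjusted p = 0.0146 from the limma interaction), *Sohlh1* (by −1.79, 0.0175), *Zbtb16* (by −1.66, 0.0417) and *Sall4* (by −1.35, 0.0295), and did not pass for *Lin28a* (−1.19, adjusted p = 0.087) or *Kit* (−0.80, 0.177).
Genes of other cells moved with genotype as well: none of 13 Sertoli cell or 16 macrophage genes was called by limma at P6 (1 and 0 higher at an unadjusted p under 0.05), and members of both lists were higher at P8. At P6 camera called the macrophage (adjusted p = 0.048), stromal (0.0178), endothelial (0.041) and Leydig cell lists (0.0424) upward, with medians of 0.06 to 0.14. With an estimated correlation none of them passed (adjusted p = 0.504 for macrophage and 0.454 for the other lists). The Sertoli cell list did not pass camera (0.0696). In all, 151 genes differed in their change between P3 and P6 (limma interaction), 95 of them with a more negative change at P6. This count fell to between 1 and 12 without any single library other than P6 control replicate 1 (152), namely to 4, 6, 7 and 4 without the P3 control replicates 1 and 2 and *Srsf10*-cKO replicates 1 and 2, to 4 without P6 control replicate 2, and to 1 and 12 without P6 *Srsf10*-cKO replicates 1 and 2.
The paper describes most stem cell markers as little changed. From this and the fall of progenitor and differentiating markers, it proposes that loss of *Srsf10* disturbs progenitor genes and thereby the growth of this population and its differentiation.

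**Figure D2:**
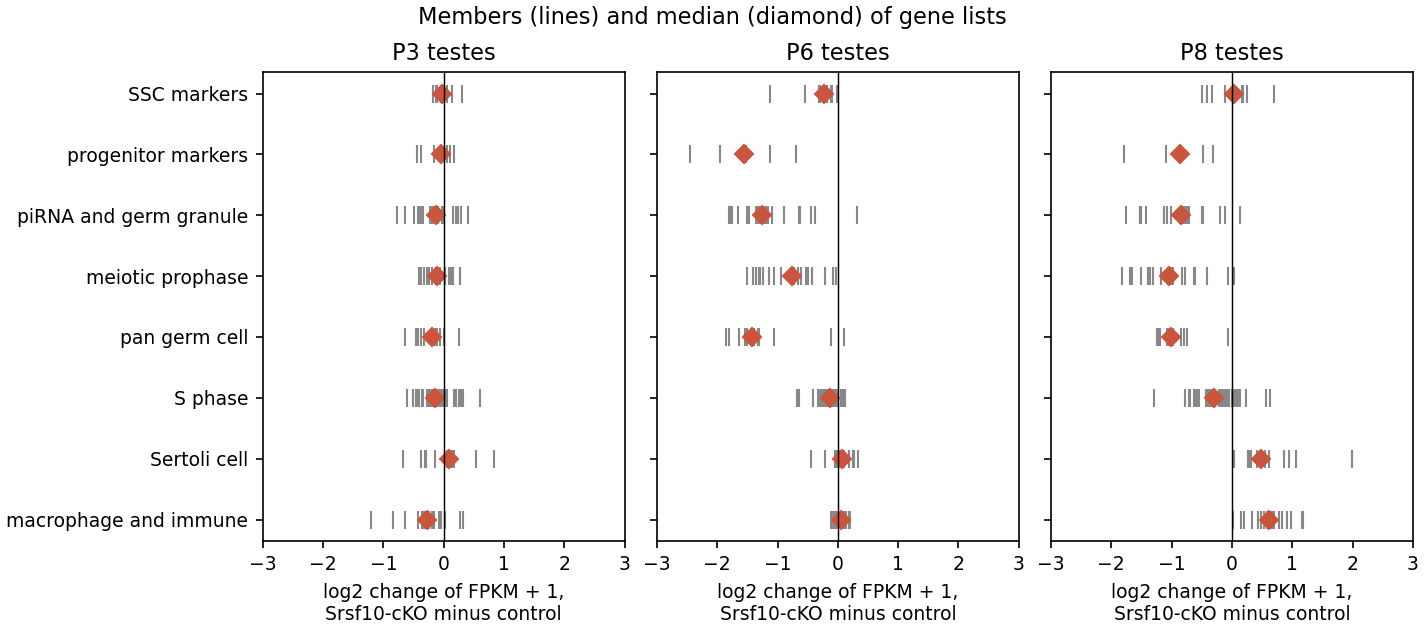
Log2 change in FPKM + 1, *Srsf10*-cKO against control testes, for the members of 8 gene lists at P3, P6 and P8, on the horizontal axis, with a panel per age. Each short line is a gene and each diamond the median of its list. The progenitor list has its lowest median, −1.55, at P6, and the Sertoli cell and macrophage lists have their highest, 0.48 and 0.62, at P8.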

### Single-cell RNA-seq reveals that the progenitor and differentiating spermatogonia are largely lost in *Srsf10*-cKO testes

To address the heterogeneity of spermatogonia after *Srsf10* depletion, we sought to enrich the undifferentiated and differentiating spermatogonia using their cell surface markers, THY1 (undifferentiated spermatogonia) and KIT (differentiating spermatogonia). We enriched THY1^+^ KIT^−^, THY1^−^KIT^+^, and THY1^+^ KIT^+^ spermatogonia from control (one replicate isolated from three different mice) and *Srsf10*-cKO testes (two replicates isolated from six different mice) using magnetic-activated cell sorting (MACS) with anti-THY1 and anti-KIT antibodies at P8 (Oatley et al., 2006). 

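The single-cell data are a matrix of molecule counts for 1923 cells and 23310 genes from P8 spermatogonia sorted by magnetic beads for THY1 and KIT, which the authors made with Cell Ranger and filtered before deposit. The matrix holds 27018417 UMIs, with a median of 14140 UMIs (2506 to 35472) and 4234 detected genes (1501 to 5999) per cell. Of these cells, 823 lie within the 200 to 4000 detected genes that the methods give as the filter. The paper used 1 control replicate and 2 *Srsf10*-cKO replicates, each from several mice, and gives 1157 control and 766 *Srsf10*-cKO cells. The cell names carry 3 set numbers and no genotype. The sets hold 1157, 366 and 400 cells, so that 1 set has as many cells as the paper's control group and the other 2 together as many as its *Srsf10*-cKO group. Sets were not assigned to a genotype by their number of cells, all cells were treated as 1 sample, and genotypes were not compared. Germ cell genes dominated the matrix, and genes of other testis cells were low: *C1qa* of macrophages stood at 0.0289, *Amh* of Sertoli cells at 0.00592 and *Col1a1* of stromal cells at 0.218 counts per 10000.
Counts were scaled to 10000 per cell and log-transformed in Seurat, and cells were clustered on 2000 variable genes and 16 principal components, as many as the paper used, at a resolution of 0.5. Clusters were named by comparison with fixed marker lists, a name requiring at least 3 markers at 1.5 or more times their level in the other cells. Scrublet called 9 cells (0.468%) doublets, and cells were kept as deposited.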

The isolated single cells were subjected to single-cell RNA-seq analysis using the 10× Genomics platform (Figure 5A). After filtering out low-quality cells, 1157 control and 766 *Srsf10*-cKO spermatogonial cells were used for further analysis. 

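Clustering gave 4 groups of cells, 3 of which carried enough markers for a name. DSPG2-like cells, with markers of later differentiating spermatogonia, were 634 of 1923 cells (33.0%, exact binomial 95% interval 30.9 to 35.1). USPG1-like cells, with markers of the stem cell end of undifferentiated spermatogonia, were 418 cells (21.7%, 19.9 to 23.6), and USPG2-like cells, with progenitor markers, were 391 cells (20.3%, 18.6 to 22.2). A group of 480 cells (23% to 27%) had no 3 markers of any type and stayed unnamed. It had a median of 5040 UMIs, against 14388 to 18375 in the named groups, and 0.994% mitochondrial counts against 3.89% to 3.98%. The intervals cover counting error only. The split of the undifferentiated cells depended on the settings: USPG1-like cells were 39.4% and no USPG2-like group was found at resolution 0.3 or with 30 principal components, and SCTransform gave 6 groups, with a DSPG1-like group and no USPG2-like group. At resolution 0.8 the shares were 33.0% and 9.36%.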

Clustering analysis identified five distinct spermatogonial subtypes/states as visualized using uniform manifold approximation and projection (UMAP; Becht et al., 2018; Figure 5B). Based on known cell type markers, we named these cell clusters USPG1 (undifferentiated spermatogonia 1), USPG2, DSPG1 (differentiating spermatogonia 1), DSPG2, and DSPG3 (Figure 5B). 

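USPG1-like cells were named from the stem cell markers *Id4*, *Lhx1*, *Etv5*, *Gfra1* and *Smoc2*, so the levels of these genes define the cluster and are not a result about it. *Lhx1*, a homeobox gene, stood at 0.921 counts per 10000 in USPG1-like cells, 4.70 times its level in the other cells, and *Id4* at 1.04, 3.62 times. *Etv5* stood at 0.955 (3.14 times), *Gfra1* at 0.897 (3.27 times) and *Smoc2* was 2.47 times as high as in the other cells. *Eomes*, a T-box gene, was rare, at 0.091 counts per 10000 and 1.71 times the level in other cells. The ratios carry an added 0.1 counts per 10000, which lowers them for rare genes. *Nefm*, a neurofilament gene, and *Fst*, the follistatin gene, led the cluster by ratio and were not among the markers. These values pool cells of both genotypes.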

USPG1 cells corresponded to SSCs, as they highly express SSC marker genes, including *Eomes, Id4, Lhx1, Etv5, Gfra1,* and *Smoc2* (Figure 5C and Figure 5—figure supplement 1). 

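The cluster named USPG2-like rests on *Nanos3*, *Zbtb16*, *Lin28a* and *Upp1* of the progenitor markers fixed for the single cells, which therefore define it. *Upp1* and *Ddit4*, both among its 10 genes with the highest ratio, stand in the list of other differentiation markers used for RNA-seq, so the name is less certain than its markers make it. *Nanos3* stood at 0.539 counts per 10000, 2.24 times its level in the other cells, *Zbtb16* at 1.42 (2.02 times), *Lin28a* at 0.72 (1.61 times) and *Upp1*, a uridine phosphorylase gene, at 0.298 (2.54 times). *Pou5f1* at 0.219 (1.47 times) and *Sox3* at 0.604 (0.925 times) stayed below the ratio required of a marker. Stem cell markers were lower in USPG2-like than in USPG1-like cells, with *Lhx1* at 0.318 and *Id4* at 0.449 counts per 10000. This cluster was not found as a separate group under several other settings of the clustering.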

USPG2 cells were highly enriched for *Nanos3, Pou5f1,* and *Zbtb16* (*Plzf*), with increased levels of *Sox3* and *Sohlh1*, but lower levels of SSC-associated markers and differentiation markers (Figure 5C and Figure 5—figure supplement 1), corresponding to early progenitor spermatogonia. By contrast, DSPG1 cells expressed high levels of early differentiation marker genes such as *Stra8, Sox3, Sohlh1, Sohlh2,* and *Dmrt1* and low levels of *Pou5f1, Nanos3,* and *Zbtb16* (Figure 5C and Figure 5—figure supplement 1), indicating that this cell population is likely late progenitor/early differentiating spermatogonia. 

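DSPG2-like cells, the largest cluster, had *Cited1*, *Kit*, *Dmrtb1* and *Lmo1* among the 10 genes with the highest ratio to the other cells. *Kit*, the gene of the sorted receptor, stood at 1.65 counts per 10000, 4.70 times its level in the other cells, *Cited1*, a transcriptional co-regulator gene, at 2.06 (4.95 times) and *Dmrtb1*, a transcription factor gene of the entry into differentiation, at 0.721 (3.71 times). *Stra8* was at 3.79 counts per 10000 in the same cells, 1.88 times its level in the other cells and the highest of the clusters. The paper describes lower *Stra8* in its own DSPG2 cells. These genes name the cluster, and *Kit* was also used for the sort. The stem cell markers *Lhx1*, *Gfra1* and *Id4* were at 0.0103, 0.0357 and 0.0461 counts per 10000 there. No cluster was named for the early differentiating type at the settings used here. DSPG2-like cells also carried early markers, with *Sox3* at 1.90, *Dnmt3b* at 2.57 and *Rhox13* at 1.82 times the level in the other cells. *Sohlh1* (1.32), *Sohlh2* (1.39) and *Dmrt1* (1.28) stayed below the ratio required of a marker. The name thus rests on later markers in cells that carry early ones as well.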

DSPG2 cells displayed lower *Stra8* expression but mainly expressed differentiation marker genes including *Kit, Dmrtb1, Cited1,* and *Dmrt1* (Figure 5C and Figure 5—figure supplement 1), implicating them as differentiated spermatogonia. The DSPG3 cluster was only observed from the *Srsf10*-cKO group. These cells express some differentiating markers such as *Stra8*, *Dmrt1*, *Sohlh2,* and *Kit*, but the expression level of *Stra8* and *Kit* was lower than DSPG1 and DSPG2, respectively (Figure 5C)*,* suggesting that DSPG3 cells might have differentiated but with abnormal development. The pseudotime analysis provided a trajectory indicating the development of germline cells from USPG1 to DSPG2 (Figure 5D).

**Figure 5.**
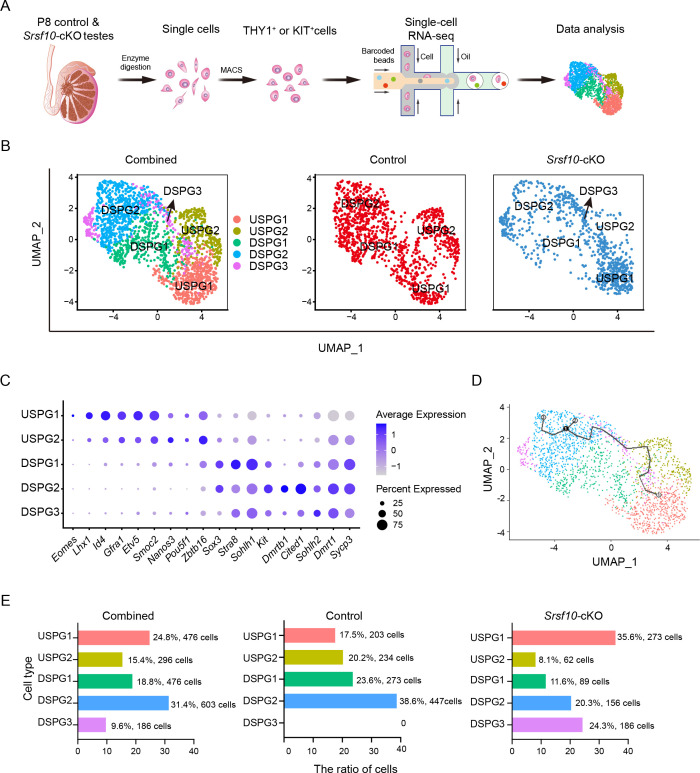
Single-cell RNA sequencing (scRNA-seq) defines the transcriptome-wide signatures of spermatogonia development in *Srsf10*-cKO testes at postnatal day 8 (P8). (**A**) Schematic illustration of the workflow for scRNA-seq analysis. (**B**) Uniform manifold approximation and projection (UMAP) clustering analysis of combined (left), control (middle), and *Srsf10*-cKO (right) spermatogonia. Five subtypes, including USPG1 (undifferentiated spermatogonia 1), USPG2, DSPG1 (differentiating spermatogonia 1), DSPG2, and DSPG3 are identified and color-coded in the left panel. (**C**) Dot plot showing the expression of selected marker genes across the five spermatogonia subtypes. (**D**) Pseudotime trajectory analysis of the indicated cell clusters. (**E**) Quantification of the number and percentage of spermatogonia in each subtype in combined, control, and *Srsf10*-cKO groups.

**Figure 5—figure supplement 1.**
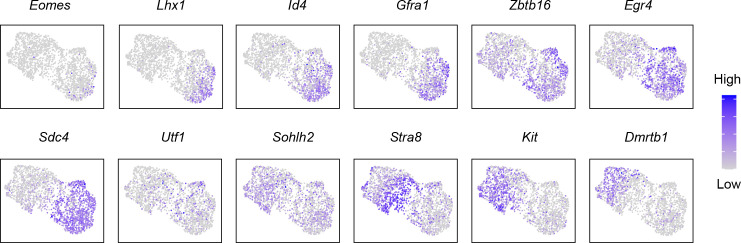
The expression pattern of spermatogonial marker genes in the subtypes of control and *Srsf10*-cKO samples. Gene expression patterns of marker genes corresponding to each cellular state on the uniform manifold approximation and projection plots.

We then asked whether and how the subtypes of spermatogonia changed after *Srsf10* depletion. We found that USPG1 (17.5%, 203 cells), USPG2 (20.2%, 234 cells), DSPG1 (23.6%, 273 cells), and DSPG2 cells (38.6%, 447 cells) were largely evenly distributed in the control group (Figure 5E). By contrast, the proportion in the *Srsf10*-cKO group was severely slanted, which was manifested by the dramatic decrease of USPG2 (8.1%, 62 cells), DSPG1 (11.6%, 89 cells), and DSPG2 (20.3%, 156 cells) subtypes, and the dominance of the USPG1 subtype (35.6%, 273 cells). On the other hand, 24.3% (186 cells) of the cells were sorted into the DSPG3 subtype, which was scattered in the other 4 spermatogonial subtypes (Figure 5E). These data suggest that *Srsf10* deficiency severely impairs the development of spermatogonia. Taken together, single-cell transcriptional analysis of spermatogonia shows that the progenitor and differentiating spermatogonia are largely lost in *Srsf10*-cKO testes at P8, further confirming the requirement of *Srsf10* for the expansion of progenitor spermatogonia.

### The cell cycle and proliferation of spermatogonia are impaired in *Srsf10*-cKO testes

We then analyzed the differentially expressed genes in the aforementioned four subtypes of cells between the control and *Srsf10*-cKO samples. In USPG1, 184 and 175 genes were downregulated and upregulated, respectively (|log2FC|>0.25 and p<0.01; Figure 6A). The downregulated genes were mainly enriched for cell cycle, chromosome segregation, mitotic spindle organization, spermatogenesis, and cell proliferation. The upregulated genes were enriched for G1/S transition of mitotic cell cycle, regulation of apoptotic process, and negative regulation of cell proliferation (Figure 6B). Consistently, *Top2a*, *Mki67*, *Cdc20*, *Ccnb1*, *Ccna2*, *Cenpe*, *Rad50, Kif11, Nusap1,* and *Prc1*, which are important for cell cycle and cell division, were significantly reduced in the USPG1 cells in the *Srsf10*-cKO sample (Figure 6B and C and Figure 6—figure supplement 1). *Dnaja1*, *Aspm*, *Ccnb1*, *Btg1*, *Racgap1*, *Sycp1*, *Sycp3,* and *Mns1,* which are required in spermatogenesis, were also significantly reduced in the USPG1 cells in the absence of *Srsf10* (Figure 6B and C and Figure 6—figure supplement 1). In the USPG2, DSPG1, and DSPG2, the downregulated genes were also enriched for cell cycle, cell division, and cell proliferation (Figure 6—figure supplement 2). These data indicate that depletion of *Srsf10* in germ cells likely disrupts the normal cell cycle and proliferation of spermatogonia.

**Figure 6.**
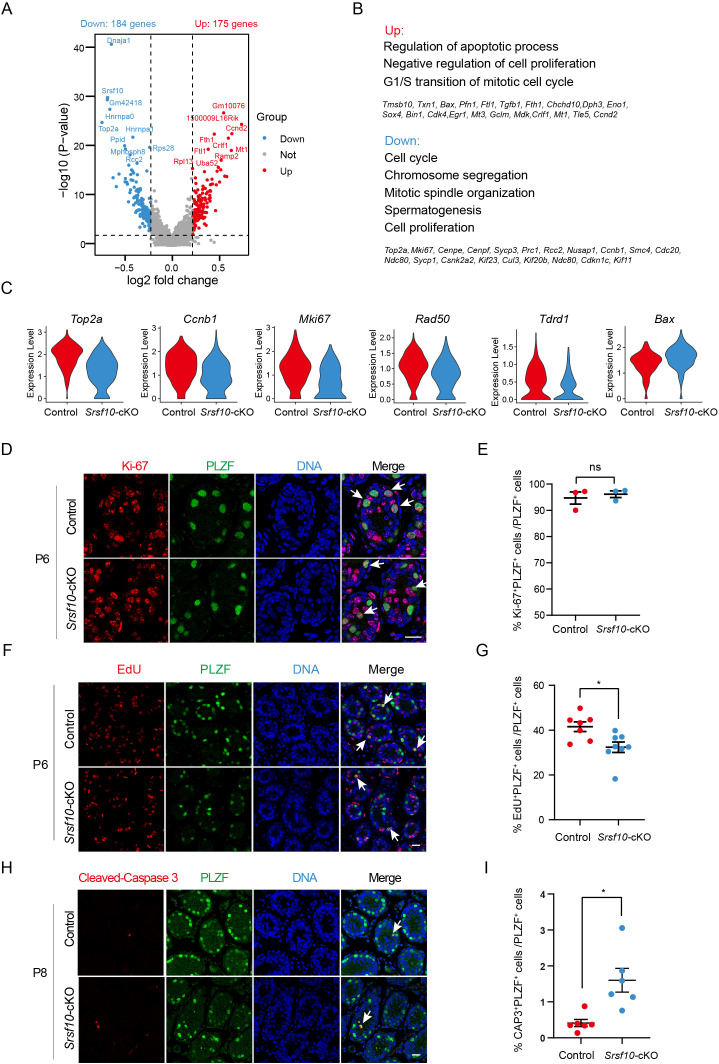
*Srsf10* depletion impairs the cell cycle and proliferation of undifferentiated spermatogonia. (**A**) Volcano plot showing the significantly differentially expressed transcripts in the USPG1 subtype in *Srsf10*-cKO compared with the control samples. Blue dots represent significantly downregulated transcripts, while red dots show significantly upregulated transcripts (|log2FC|>0.25 and p<0.01). Gray dots represent unchanged transcripts. (**B**) Gene ontology of upregulated and downregulated genes in *Srsf10*-cKO USPG1 subtype and representative genes in up- and downregulated groups are shown. (**C**) Violin plots showing the expression of functional genes involved in cell cycle and spermatogenesis in the USPG 1 subtype in control and *Srsf10*-cKO groups. (**D**) Immunofluorescence co-staining for the mitosis marker Ki-67 and PLZF in control and *Srsf10*-cKO testes at postnatal day 6 (P6). The DNA was stained with Hoechst 33342. Double-positive cells (Ki-67^+^PLZF^+^) are indicated by the white arrowhead. Scale bar, 50 μm. (**E**) Quantification of the ratio of Ki-67^+^PLZF^+^ cells in PLZF^+^ cells in control and *Srsf10*-cKO testes at P6. 841 PLZF^+^ cells were counted in control from 3 different mice. 624 PLZF^+^ cells were counted in *Srsf10*-cKO from 3 different mice. Two-tailed Student’s t-test was used for statistics. ns, no significance. Error bars represent s.e.m. (**F**) Immunofluorescence co-staining for the EdU and PLZF in control and *Srsf10*-cKO testes at P6. Control and *Srsf10*-cKO mice were treated with EdU for 4 hr. The DNA was stained with Hoechst 33342. White arrowheads indicate the representative EdU^+^PLZF^+^ cells. Scale bar, 20 μm. (**G**) Quantification of the ratio of EdU^+^PLZF^+^ cells in PLZF^+^ cells of control and *Srsf10*-cKO testes at P6. 4356 PLZF^+^ cells were counted in control from 7 different mice. 2739 PLZF^+^ cells were counted in *Srsf10*-cKO from 8 different mice. Two-tailed Student’s t-test was used for statistics. *p<0.05, Error bars represent s.e.m. (**H**) Immunofluorescence co-staining for the apoptosis marker cleaved caspase 3 (CAP3) and PLZF in control and *Srsf10*-cKO testes at P8. The DNA was stained with Hoechst 33342. Scale bar, 50 μm. (**I**) Quantification of the ratio of CAP3^+^PLZF^+^ cells in PLZF^+^ cells of control and *Srsf10*-cKO testes at P8. 8298 PLZF^+^ cells were counted in control from 6 different mice. 5031 PLZF^+^ cells were counted in *Srsf10*-cKO from 6 different mice. Two-tailed Student’s t-test was used for statistics. *p<0.05, Error bars represent s.e.m. Figure 6—source data 1.List of the differential expression genes in USPG1 and GO analysis of these differential expression genes. Figure 6—source data 2.Quantification of the ratio of KI67^+^PLZF^+^ cells, EdU^+^PLZF^+^ cells, and CAP3^+^PLZF^+^ cells in PLZF^+^ cells in control and *Srsf10*-cKO testes.

**Figure 6—figure supplement 1.**
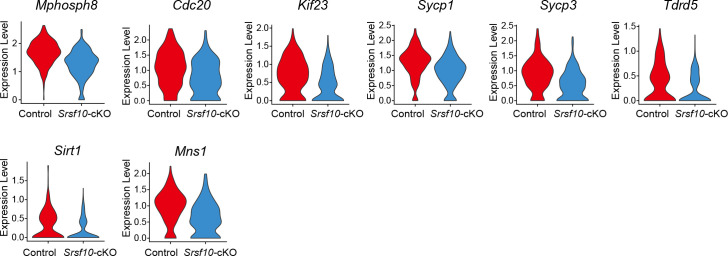
The expression pattern of key genes of the USPG1 subtype in control and *Srsf10*-cKO groups. The violin plots show the expression level of cell cycle key genes and spermatogenesis-related genes of the USPG1 subtype in the control and *Srsf10*-cKO groups.

**Figure 6—figure supplement 2.**
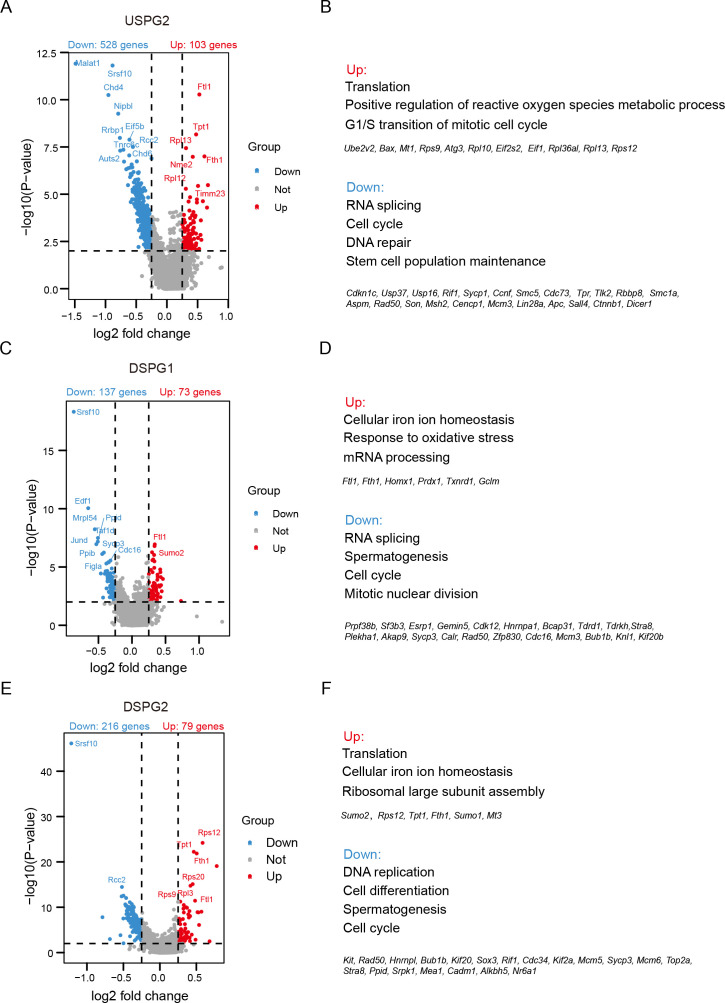
Identification of the differential expression genes (DEGs) and gene ontology (GO) analysis of DEGs in USPG2, DSPG1, and DSPG2 subtypes between control and *Srsf10*-cKO samples. (**A, C, and E**) Volcano plot of significantly differentially expressed transcripts of the USPG2, DSPG1, and DSPG2 subtype, respectively, in *Srsf10*-cKO sample compared with the control. Blue dots represent significantly downregulated transcripts, while red dots show significantly upregulated transcripts (|log2FC|>0.25 and p<0.01). Gray dots illustrated unchanged transcripts. (**B, D, and F**) GO of upregulated and downregulated genes in *Srsf10*-cKO USPG2, DSPG1, and DSPG2 subtype, respectively. Figure 6—figure supplement 2—source data 1.Lists of the differential expression genes in USPG2, DSPG1, and DSPG2 and GO analysis of these differential expression genes.

**Figure 6—figure supplement 3.**
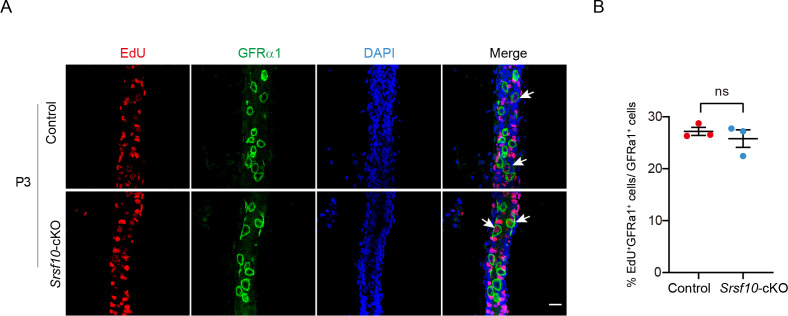
The proliferation of GFRα1-positive spermatogonial stem cells in control and *Srsf10*-cKO testes at P3. (**A**) Whole-mount staining for EdU and GFRα1 in control and *Srsf10*-cKO testes at postnatal day 3 (P3). Control and *Srsf10*-cKO mice were treated with EdU (5 mg/kg) for 4 hr. The DNA was stained with Hoechst 33342. White arrowheads indicate the representative EdU^+^GFRα1^+^ cells. Scale bar, 20 μm. (**B**) Quantification of the ratio of EdU^+^GFRα1^+^ cells in GFRα1^+^ cells of control and *Srsf10*-cKO testes at P3. 1492 GFRα1^+^ cells were counted in control from 3 different mice. 1406 GFRα1^+^ cells were counted in *Srsf10*-cKO from 8 different mice. Two-tailed Student’s t-test was used for statistics. *p<0.05, Error bars represent s.e.m. Figure 6—figure supplement 3—source data 1.Quantification of the ratio of EdU^+^GFRα1^+^ cells and in GFRα1^+^ cells in control and *Srsf10*-cKO testes at P3.

To test this idea, we first investigated the proliferation of spermatogonia in *Srsf10*-cKO testes by co-staining for PLZF and Ki-67 (labeling mitotic cells that are not in the G0 phase) to analyze the mitotic status of spermatogonia at P6. The immunofluorescence result showed nearly all PLZF^+^ cells were positive for Ki-67 in both control and *Srsf10*-cKO testes (Figure 6D). The number of Ki-67^+^PLZF^+^ cells was not significantly different between control and *Srsf10*-cKO testes (Figure 6E), suggesting that all the PLZF^+^ cells were in the mitotic status. We further tested the EdU incorporation of PLZF^+^ spermatogonia in the control and *Srsf10*-cKO testes at P6. EdU is a thymidine analog and can incorporate into the DNA molecule during S-phase. Control and *Srsf10*-cKO mice were intraperitoneally injected with EdU (5 mg/kg), and testes were collected 4 hr later for fixation and paraffin section. Co-staining for EdU and PLZF showed that the EdU incorporation was significantly reduced in *Srsf10*-cKO PLZF^+^ spermatogonia at P6 (Figure 6F and G). These results suggest that the proliferation of PLZF^+^ spermatogonia in *Srsf10*-cKO mice was significantly impaired. We also detected the EdU incorporation in spermatogonia expressing GFRα1 in the control and *Srsf10*-cKO testes at P3. Co-staining for EdU and GFRα1 showed that EdU incorporation of GFRα1^+^ cells was comparable in control and *Srsf10*-cKO P3 testes (Figure 6—figure supplement 3), suggesting that the proliferation of GFRα1^+^ SSCs was probably not much affected at P3.

As upregulation of apoptosis-related genes in the USPG1 and USPG2 cells, we also analyzed the apoptosis of PLZF^+^ spermatogonia. Double staining for cleaved caspase 3 (CAP3) and PLZF showed that the number of CAP3^+^PLZF^+^ spermatogonia was significantly higher in *Srsf10*-cKO testes compared to the control (Figure 6H and I), implying that the survival of spermatogonia was also impaired when *Srsf10* is depleted. In conclusion, *Srsf10* depletion might lead to abnormal cell cycle and mitotic division, and further affect the proliferation and survival of spermatogonia.

### Genome-wide analysis of SRSF10-binding genes in spermatogonia

We then sought to probe into how *Srsf10* depletion affects spermatogenesis at the molecular level. To this end, we collected the THY1^+^ spermatogonia using MACS from control and *Srsf10*-cKO testes at P6 to minimize the potential side effects (Oatley et al., 2006; Figure 7A). Flow cytometry and immunostaining analyses showed that the proportion of undifferentiated spermatogonia (THY1^+^ or PLZF^+^ cells) was significantly increased in the sorted group than that in the unsorted group (Figure 7—figure supplement 1A and B). We confirmed the dramatic decrease of *Srsf10* in the enriched spermatogonia of *Srsf10*-cKO testes at both RNA and protein levels (Figure 7—figure supplement 1C and D). 

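*Srsf10* transcripts themselves were recovered with SRSF10 in the binding data, at 62.5 and 39.6 FPKM in the 2 SRSF10 libraries and 12.2 FPKM in the IgG library. LACE-seq amplifies the complementary DNA ends of RNA that is precipitated with an antibody, so that few cells suffice to find the transcripts a protein binds. The data are FPKM per gene that the authors deposited for 2 SRSF10 libraries and 1 IgG control library of THY1+ spermatogonia at P6. The paper draws the workflow with wild-type testes, and the genotype label of all 3 libraries is wild type as well. A treatment label of the same samples also mentions control and *Srsf10*-cKO, and the cells are taken here as wild type. Of 22528 genes, 6891 were listed at 0 in all 3 libraries. The tables hold no read counts, so the depth is unknown and no interval can be given. SRSF10 was not tested against the 1 IgG library.
A gene was called bound at an FPKM of at least 10 and at least 2 times the IgG value in both SRSF10 libraries, as in the paper. Per-gene FPKM of different genes depend on how much of each transcript is present as well as on binding, and the median FPKM in THY1+ RNA-seq libraries was 22.2 for bound genes and 10.9 for the other expressed genes.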

Next, we performed the linear amplification of complementary DNA ends and sequencing (LACE-seq) (Figure 7A; Su et al., 2021), a low-input method for global profiling of RBP target sites, to profile the SRSF10 binding events in the enriched spermatogonia. 

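Across 22528 genes, the Pearson coefficient between the 2 SRSF10 libraries was 0.845 on linear FPKM, 0.917 on log2(FPKM + 1), and the Spearman coefficient was 0.837. SRSF10 replicate 1 had a Pearson coefficient of 0.488 with IgG, and replicate 2 of 0.0698, on linear FPKM. Over the 1246 genes called bound in both libraries, the coefficient between them was 0.929. *Rbm25*, a splicing factor gene, had the highest values of the genes named here, at 2655 and 5427 FPKM against 39.6 FPKM in IgG. *Hmgn5*, a nucleosome-binding protein gene, stood at 428 and 1498 FPKM against 7.66 FPKM, and *Eif5b*, a translation initiation factor gene, at 1388 and 1887 FPKM against 15.5 FPKM. Coefficients run across genes, which are not independent replicates.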

The LACE-seq data were highly reproducible between the two replications for SRSF10 (Pearson = 0.73) (Figure 7B, Figure 7—figure supplement 2A), which were pooled together for the following analyses. Most of the SRSF10 binding sites were in gene body regions, with 60.49% mapped to the exonic sequences (Figure 7C). SRSF10-binding peaks in mouse spermatogonia were significantly enriched for GA-rich consensus motif (GAAGAG) (Figure 7D), which was consistent with the motif analysis of RNA-seq data in chicken DT40 cells Zhou et al., 2014b. Further analysis showed that SRSF10 tended to bind exons and was enriched between 0 and 100 nt of the 5’ and 3’ exonic sequences flanking the constitutive splice sites (Figure 7E), presumably reflecting its roles in splicing. With a cutoff of FPKM ≥10, fold change ≥2 in both replicates, 1207 SRSF1-binding genes in THY1^+^ spermatogonia were identified (Figure 7—figure supplement 2B). These genes were significantly involved in chromatin organization, cell cycle, cellular response to DNA damage stimulus , stem cell population maintenance, spermatogenesis, and male meiosis (Figure 7F). These data indicate that SRSF10 functions as a crucial regulator by directly binding its targets in the development of spermatogonia.

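Of 22528 genes, 1246 met the FPKM and IgG ratio in both SRSF10 libraries. Among bound genes with an IgG value above 0, the largest ratios to IgG belonged to *Rhox8* (506 and 1048 FPKM against 3.25 in IgG), *Mphosph8*, a gene of a histone methylation reader (258 and 675 against 2.39), *Nemf*, of the ribosome quality control complex (106 and 186 against 0.928), and *Ccdc55* (308 and 1082 against 4.48). *Hsp90aa1*, a chaperone gene, stood at 1274 and 2132 FPKM against 19.7 in IgG. *Rhox8* is a Sertoli cell gene and was read at 2.42 FPKM in THY1+ RNA-seq libraries. The median of the mean ratio to IgG was 6.45 over the 1161 bound genes with an IgG value above 0, and 85 bound genes were listed at 0 in IgG. With an added FPKM of 1 in both values of the ratio, 1207 genes were bound, and with a ratio of at least 4, 825 genes.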

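Genes of the cell cycle and of meiosis were often bound. Of 52 expressed G2 and M phase genes, 20 were bound (38.5%), among them *Top2a*, the topoisomerase gene, *Mki67*, *Kif11* and *Tpx2*, genes of the mitotic spindle and chromosomes. Of 21 genes of meiotic prophase, 8 were bound (38.1%), including *Sycp1*, *Sycp2*, *Sycp3*, *Stag3* and *Smc1b*. Of 43 S phase genes 9 were bound (20.9%), among them *Nasp*, *Hells*, *Clspn* and *Pola1*. Of all 12910 genes with a mean FPKM of at least 1 in THY1+ RNA-seq libraries, which expressed means here, 9.56% were bound. Of 22 piRNA and germ granule genes 1 was bound (*Asz1*), of 12 pan germ cell genes 3 (*Taf7l*, *Tdrd3* and *Tex14*, named after their values were seen), and of the paper's 8 stem cell and 6 progenitor markers 0. These shares were not tested against that of all genes or against the expression level, and bound genes are more highly expressed.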

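*Stra8*, needed for the start of meiosis, was bound at 435 and 494 FPKM against 41.7 FPKM in IgG. *Rad50*, a DNA repair gene, was bound at 115 and 177 FPKM against 7.26 FPKM, and *Chd7*, a chromatin remodeller gene, at 61.6 and 55.5 FPKM against 2.65 FPKM. Genes of spermatogonial identity were not called, *Kit* at 2.17 and 1.28 FPKM against 7.90 FPKM in IgG, *Ret* at 2.83 and 2.67 against 2.79, and *Dazl* at 2.60 and 1.27 against 2.41. *Dazl* is not a weakly expressed gene, at 275 FPKM in the THY1+ RNA-seq libraries. From its binding data, the processes of the bound genes among them, the paper proposes that SRSF10 acts as a key regulator in these cells by binding its targets directly.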

**Figure 7.**
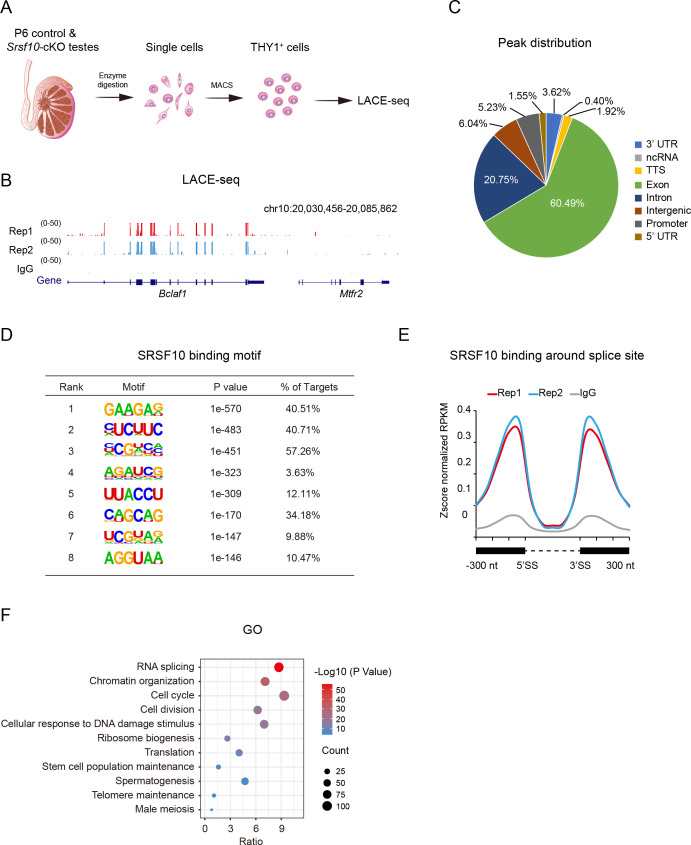
Genome-wide binding of SRSF10 in mouse spermatogonia. (**A**) Schematic showing the workflow for the enrichment of THY1^+^ spermatogonia from wide-type postnatal day 6 (P6) testes for linear amplification of complementary DNA ends and sequencing (LACE-seq). (**B**) The UCSC genome browser showing the reproducibility of SRSF10 LACE-seq data. IgG was used as a negative control. Note the binding of SRSF10 to *Bclaf1* but not the adjacent *Mtfr2*. (**C**) Pie chart showing the distribution of SRSF10 peaks in the genome. UTR, untranslated region; ncRNA, non-coding RNA; TTS, transcriptional termination site. (**D**) Enriched hexamer motifs bound by SRSF10. The top eight enriched motifs are shown. (**E**) Line chart showing the distribution of SRSF10 binding sites in the vicinity of the 5’ exon-intron and the 3’ intron-exon boundaries (300 nt upstream of 5’SS and 300 nt downstream of 3’SS). The black boxes denote exons, and the dotted line denotes intron. SS, splice site. (**F**) Gene ontology (GO) analysis of SFSR10 bound genes. The overrepresented terms, gene count, and p-value are shown. Figure 7—source data 1.List of SRSF10 binding targets of LACE-seq data and GO analysis of the SRSF10 binding targets of LACE-seq data.

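*Bclaf1*, the gene of a splicing-associated and apoptosis-related factor on chromosome 10 of mm9 from 20032275 to 20062307, stood at 186 and 247 FPKM in the 2 SRSF10 libraries and 11.5 FPKM in IgG, 16.2 and 21.4 times the IgG value. The neighbouring *Mtfr2*, a mitochondrial fission gene from 20067625 to 20081475 on the same chromosome, was listed at 0 in SRSF10 replicate 1, at 0.629 FPKM in replicate 2 and at 1.55 FPKM in IgG. *Mtfr2* was expressed in THY1+ RNA-seq libraries at 10.1 FPKM. These are values per gene and do not show where in a gene SRSF10 was bound.

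**Figure D3:**
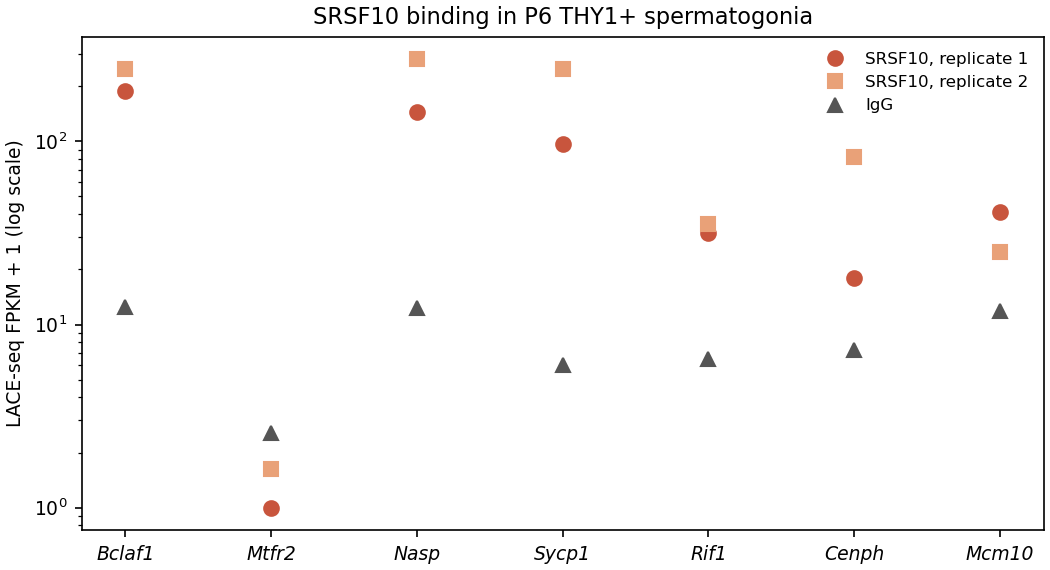
LACE-seq FPKM + 1, on a log vertical axis, of 7 genes in SRSF10 replicate 1, SRSF10 replicate 2 and IgG. Each symbol is a library. *Bclaf1* stands at 186 and 247 FPKM with SRSF10 and at 11.5 FPKM with IgG, and *Mcm10* at 40.1 and 23.8 FPKM with SRSF10 and 10.9 FPKM with IgG.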

**Figure 7—figure supplement 1.**
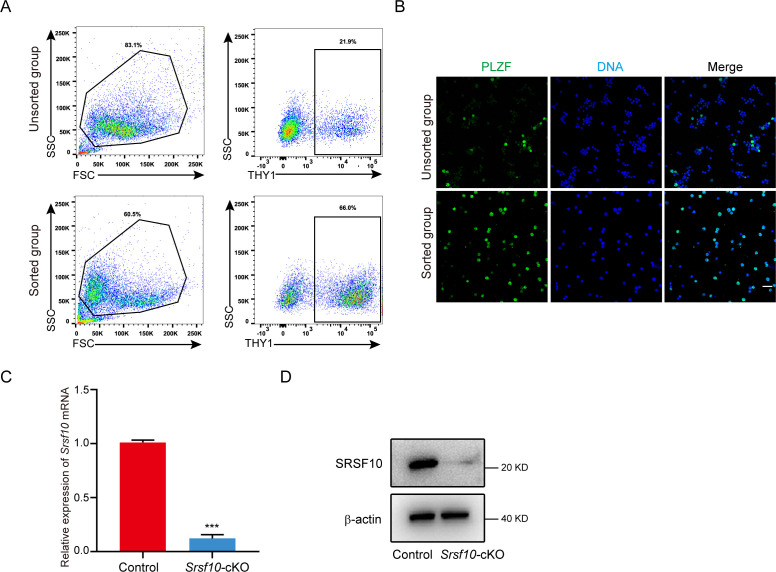
Sorting strategy for THY1^+^ spermatogonia in control and *Srsf10*-cKO testes at postnatal day 6 (P6). (**A**) Gating strategy for identifying THY1^+^ spermatogonia from P6 testes. Forward scatter (FSC) vs side scatter (SSC) gating was used to clean up the debris and dead cells. The percentage of THY1^+^ cells in the unsorted and sorted groups corresponds to 21.9 and 66.0%, respectively. (**B**) Immunofluorescence staining for PLZF in the unsorted and sorted groups. Scale bar, 20 µm. (**C**) Quantitative RT-PCR analysis of *Srsf10* expression in the sorted THY1^+^ spermatogonia from control and *Srsf10*-cKO testes at P6. β-actin was used as the internal control. Two-tailed Student’s t-test was used for statistics. ***p<0.001, Error bars represent s.e.m. (**D**) Western blot analyses of SRSF10 expression in the sorted THY1^+^ spermatogonia from control and *Srsf10*-cKO testes at P6. β-actin was used as the loading control. Figure 7—figure supplement 1—source data 1.Relative mRNA expression of *Srsf10* in enriched cells.

**Figure 7—figure supplement 2.**
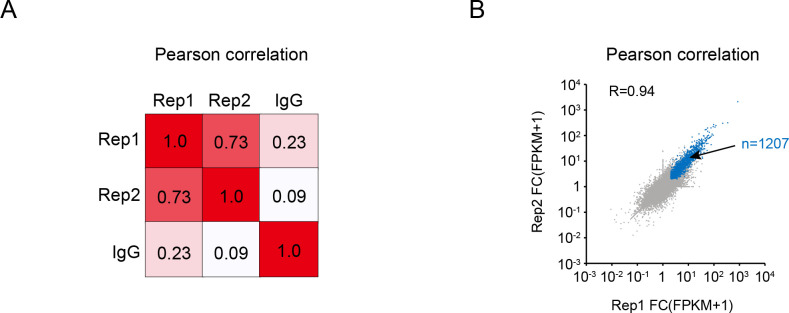
Reproducibility of linear amplification of complementary DNA ends and sequencing (LACE-seq) data. (**A**) Heap map showing the Pearson correlation between each LACE-seq sample. (**B**) Scatter plot showing the reproducibility between two replicates of SRSF10 LACE-seq data. The blue dots denote the 1207 shared binding targets between 2 replicates. Pearson coefficient is shown.

### *Srsf10* binds and regulates AS of functional genes in spermatogonia

To explore how SRSF10 is involved in gene regulation in spermatogonia development, we performed next-generation sequencing of the enriched THY1^+^ spermatogonia of P6 control and *Srsf10*-cKO testes (Figure 8A) and compared the transcriptome between them. 

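The targeted gene, *Srsf10*, was read at 80.3 ± 0.683 FPKM in control and 57.4 ± 6.15 FPKM in *Srsf10*-cKO THY1+ cells (SD, n = 2 libraries each), a log2 change of −0.48 (standard error 0.122, adjusted p = 0.0998 from limma). It passed without *Srsf10*-cKO replicate 2 (adjusted p = 0.0446) and in a fit with the testes libraries (0.0494; 0.0446 to 0.274 over its alternatives in limma). As in whole testes, the FPKM covers the whole gene, of which the deletion removes 1 exon, so it checks the labels little.
THY1+ cells of P6 testes were enriched with magnetic beads, and the data are 2 control and 2 *Srsf10*-cKO RNA-seq libraries with FPKM that the authors made as for whole testes. The Cufflinks intervals imply 15.1 and 16.2 M fragments in control and 18.0 and 15.4 M in *Srsf10*-cKO libraries. Of all genes, 13143 with an FPKM of at least 1 in at least 2 of the libraries were tested, in a limma fit of these 4 libraries alone with 2 residual degrees of freedom. Macrophage genes differed between the genotypes: of 17 measured macrophage and immune genes, 14 were higher and 0 lower in *Srsf10*-cKO cells (15 higher when adjusted over the list alone). Their median log2 change was 1.04 (adjusted p = 2.54e-28 from camera, adjusted p = 0.465 with an estimated correlation).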

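The largest increases in *Srsf10*-cKO THY1+ cells included genes of macrophages. *C1qa*, a complement gene of macrophages on chromosome 4 of mm9 from 136451831 to 136454759, was at 23.3 ± 2.46 FPKM in control and 60.2 ± 10.0 FPKM in *Srsf10*-cKO cells (SD, n = 2 each), a log2 change of 1.33 (standard error 0.139, adjusted p = 0.00318 from limma). *Pf4*, a chemokine gene, rose from 20.8 ± 0.738 to 66.4 ± 19.5 FPKM (log2 change 1.60, adjusted p = 0.00336 from limma). Among the decreases were *Rec8*, the meiotic cohesin gene, from 16.0 ± 1.03 to 6.82 ± 0.0706 FPKM (log2 change −1.12, adjusted p = 0.00318), and *Upp1*, a uridine phosphorylase gene, from 7.65 ± 1.75 to 2.403 ± 0.0634 FPKM (log2 change −1.33, adjusted p = 0.00462 from limma). At a mean FPKM of at least 5, a 2-fold ratio and an unadjusted p under 0.05, 57 genes were higher and 13 lower.
At an adjusted p under 0.05, 114 genes were higher and 49 lower in limma, 163 in all. With no filter on low values 0 genes passed limma, against 1699 at an unadjusted p under 0.05 with the filter and 133 called by limma-voom with it, so each call named here was lost in that setting (highest adjusted p 0.174 for *Rec8*, 0.191 for *C1qa*, 0.199 for *Pf4* and 0.209 for *Upp1*). In a joint fit with the testes libraries 62 genes passed, among them *C1qa*, *Pf4* and *Upp1* but not *Rec8* (adjusted p = 0.124; 5.57e-06 to 0.174 over its alternatives in limma). The total was 358 without *Srsf10*-cKO replicate 1 and 285 without *Srsf10*-cKO replicate 2.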

RNA-seq analyses identified only 11 downregulated genes and 60 upregulated genes in *Srsf10*-cKO spermatogonia compared with the control using a commonly used cutoff (FPKM ≥5, |log2FC|≥1, and p<0.05). But if a lower cutoff (FPKM ≥2, |log2FC|≥0.5, and p<0.05) was used, 206 downregulated genes can be identified that were significantly enriched for spermatogenesis, meiotic cell cycle, cell differentiation, and male germline stem cell asymmetric division (Figure 8—figure supplement 1A). 

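With the lower thresholds, of a mean FPKM of at least 2, an absolute log2 ratio of at least 0.5 and an unadjusted p under 0.05, 224 genes were lower and 415 higher in *Srsf10*-cKO THY1+ cells. Without *Srsf10*-cKO replicate 1 the lower genes became 369. Of these 639, 157 had an adjusted p under 0.05 from limma. *Bcl6b* and *Lhx1*, transcription factor genes of the GDNF response in stem cells, were higher, at 20.2 ± 2.65 and 34.4 ± 0.875 FPKM (log2 change 0.74, adjusted p = 0.0221 from limma) and at 6.23 ± 0.247 and 10.7 ± 0.199 FPKM (log2 change 0.69, adjusted p = 0.0229; SD, n = 2 each). They were the 2 of 8 stem cell markers of the paper, and the 2 of 14 genes of the GDNF and FGF response, that passed upward, with 0 passing downward (3 higher in each when adjusted over the list alone). The medians of these lists were 0.24 (adjusted p = 0.00317 from camera, adjusted p = 0.465 with an estimated correlation) and 0.28 (adjusted p = 0.000508, and adjusted p = 0.576 with an estimated correlation). Other stem cell and undifferentiated markers went the other way, with 1 of 12 lower and 0 higher (4 lower over the list alone). Their median was −0.20 (adjusted p = 0.0139 from camera, adjusted p = 0.611 with an estimated correlation).
Of 22 piRNA and germ granule genes 1 was lower and 0 higher (3 lower over the list alone), at an adjusted p of 0.00491 from camera and an adjusted p of 0.638 with an estimated correlation, and of 21 genes of meiotic prophase 1 was lower and 0 higher (1 lower and 1 higher over the list alone, adjusted p = 0.187 from camera). No list passed fry, and the macrophage genes of the same libraries were higher, as given above. The calls of *Bcl6b* and *Lhx1* ended in the joint fit with the testes libraries (adjusted p = 0.168 and 0.141, over 0.00274 to 0.209 and 0.00617 to 0.209 in limma), and that of *Lhx1* without control replicate 1 (0.0591).

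**Figure D4:**
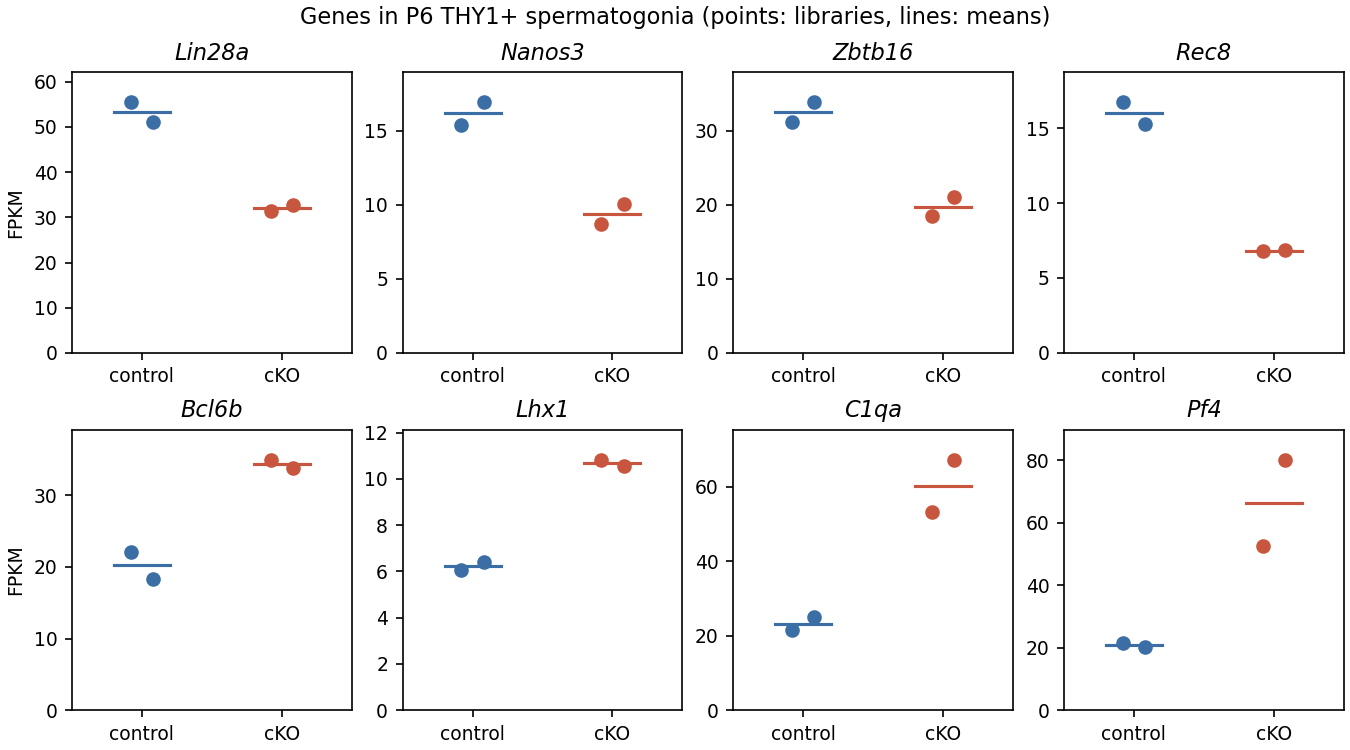
FPKM of 8 genes in control and *Srsf10*-cKO THY1+ libraries at P6, with genotype on the horizontal axis and FPKM on the vertical axis. Each point is a library and the lines mark group means. *Bcl6b* has means of 20.2 and 34.4 FPKM and *Lin28a* of 53.3 and 32.1 FPKM in control and *Srsf10*-cKO cells.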

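*Lin28a*, at 53.3 ± 3.01 FPKM in control and 32.1 ± 0.832 FPKM in *Srsf10*-cKO THY1+ cells (SD, n = 2 each), had a log2 change of −0.71 (standard error 0.111, adjusted p = 0.0174 from limma). *Nanos3* fell from 16.2 ± 1.07 to 9.37 ± 0.971 FPKM (log2 change −0.73, adjusted p = 0.0229) and *Zbtb16* from 32.5 ± 1.90 to 19.8 ± 1.86 FPKM (log2 change −0.69, adjusted p = 0.024 from limma). *Neurog3*, a helix-loop-helix gene of early differentiation, was at 2.00 ± 0.205 and 0.722 ± 0.323 FPKM (log2 change −0.81, adjusted p = 0.0609), and *Sox3* at 55.1 ± 18.8 and 39.9 ± 3.58 FPKM (log2 change −0.42, adjusted p = 0.405), and neither passed limma. Of 6 progenitor markers of the paper, 2 were lower and 0 higher (3 lower when adjusted over the list alone). Their median log2 change was −0.57 (adjusted p = 2.98e-05 from camera, adjusted p = 0.465 with an estimated correlation), in libraries where macrophage genes were higher.
*Sox3* passed without control replicate 2 (adjusted p = 0.017, 0.017 to 0.949 over its alternatives) and *Neurog3* without *Srsf10*-cKO replicate 2 (0.00543, 0.00543 to 0.239 in limma). The calls of *Lin28a*, *Nanos3* and *Zbtb16* ended in the joint fit with the testes libraries (adjusted p = 0.152, 0.341 and 0.208 from limma) and that of *Nanos3* also without control replicate 2 (0.0561), over 0.00483 to 0.191, 0.000814 to 0.341 and 0.0018 to 0.209.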

Among the 206 down-regulated genes were the markers of progenitor spermatogonia, such as *Nanos3, Sox3, Lin28a,* and *Neurog3* (Figure 8—figure supplement 1A), presumably due to the absence of the progenitor spermatogonia, as observed in the scRNA-seq data. 

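Of the genes called in THY1+ cells at the lower thresholds, 26 were also called bound by SRSF10. They were 26 of 624 called genes that the LACE-seq table holds, while 1232 of its 13047 tested genes were bound, so that independent lists would share 58.9 (Fisher's exact test, odds ratio 0.404, one-sided p for a larger overlap = 1). Among 10000 random lists matched on expression in THY1+ cells, the mean overlap was 38.6, and 9915 lists held at least as many bound genes. *Stra8*, *Rad50*, *Brdt*, *Spag5*, *Agtpbp1* and *Chd7* were lower and bound, and *Nefm*, *Baz1a* and *Lpl* were higher and bound, named as members of the overlap after it was seen. *Spag5*, a mitotic spindle gene, fell from 11.9 ± 0.263 to 6.74 ± 0.0434 FPKM (SD, n = 2 each, log2 change −0.74, adjusted p = 0.0171 from limma), and *Stra8* from 83.6 ± 14.5 to 57.4 ± 7.27 FPKM in the mean, without passing over all genes (adjusted p = 0.132). *Nefm* rose from 15.5 ± 0.00771 to 28.5 ± 1.36 FPKM (log2 change 0.83, adjusted p = 0.0077 from limma). With a ratio to IgG of at least 4, 19 genes were shared and 38.9 expected. *Stra8* passed without control replicate 1 (adjusted p = 0.0401) or *Srsf10*-cKO replicate 2 (0.0288), over 0.0288 to 0.392 in limma, and the call of *Nefm* ended in the joint fit with the testes libraries (0.168, over 0.000296 to 0.191). From the small overlap, the paper proposes that SRSF10 may act on gene expression indirectly.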

We compared the differentially expressed genes with 1207 targets in LACE-seq data and found that only 24 genes were overlapped (Figure 8—figure supplement 1B), suggesting that changes in gene expression might be regulated indirectly by SRSF10.

**Figure 8.**
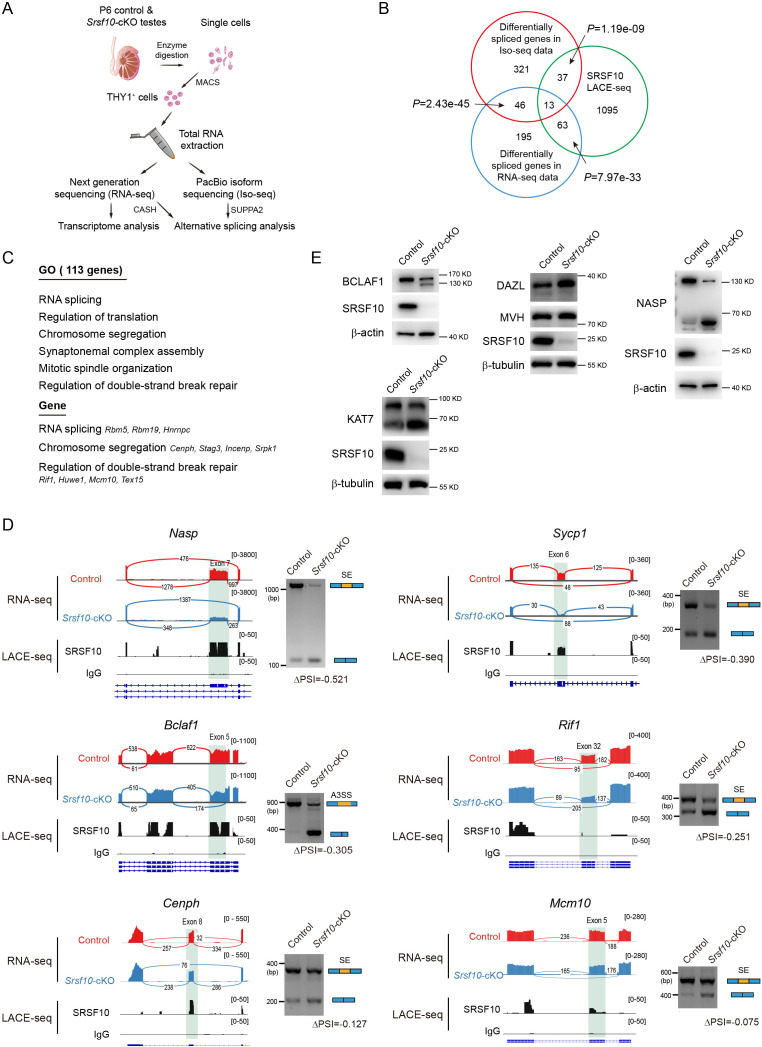
*Srsf10* is required for normal splicing of functional genes in spermatogonia. (**A**) Schematic illustration of the workflow for the enrichment of THY1^+^ spermatogonia for transcriptome analysis and alternative splicing (AS) analysis using isoform sequencing (Iso-seq). (**B**) Venn diagram showing the overlapped gene between differentially spliced genes (675 genes including 417 genes in Iso-seq and 317 genes in RNA-seq) and linear amplification of complementary DNA ends and sequencing (LACE-seq; 1207 genes) data. (**C**) Gene ontology (GO) terms for 113 genes directly bound by SRSF10 with significantly affected AS events and representative genes are shown. (**D**) Visualization and validation of the differentially spliced genes in control and *Srsf10* depleted spermatogonia, and the SRSF10-binding peaks are shown. Tracks from integrative genomics viewer and the SRSF10-binding peaks for selected candidate genes (left). Differentially spliced exons are shaded. Gels images show that RT-PCR analysis of AS patterns of the changed splicing genes in control and *Srsf10*-cKO spermatogonia. The specific primers for RT-PCR validation were supplied in Supplementary file 2. Schematics of AS events are shown (blue and yellow rectangles) (right). Changes in ‘percent spliced in (PSI)’ between control and *Srsf10*-cKO spermatogonia are shown below splicing schematics (ΔPSI). SE, skipped exon; A3SS, alternative 3’ splice sites. (**E**) The protein level of NASP, BCLAF1, DAZL, and KAT7 was determined in control and *Srsf10*-cKO THY1^+^ spermatogonia by western blot. β-actin and β-tubulin were used as the internal control. Figure 8—source data 1.Differential alternative splicing events in the Iso-seq data using SUPPA2 analysis and RNA-seq data using comprehensive AS Hunting analysis and raw GO analysis data of all 675 differential alternative splicing genes. Figure 8—source data 2.Raw GO terms for 113 genes directly bound by SRSF10 with significantly affected AS events. Figure 8—source data 3.Raw RT-PCR gel for *Bclaf1*, *Nasp*, *Sycp1*, *Cenph*, *Rif1,* and *Mcm10*. Figure 8—source data 4.Raw western blot for BCLAF1, NASP, DAZL, and KAT7.

**Figure 8—figure supplement 1.**
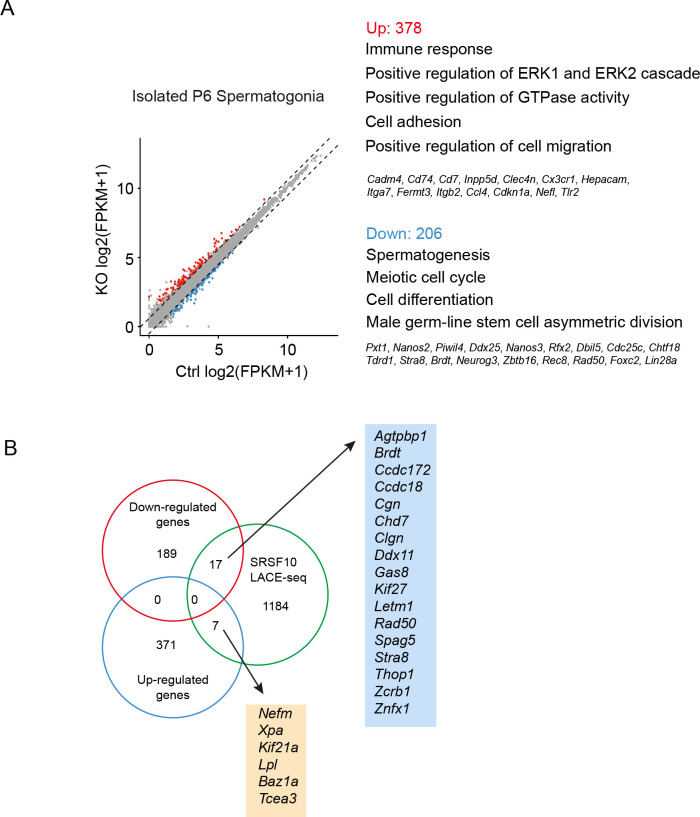
Comparison between RNA-seq and linear amplification of complementary DNA ends and sequencing (LACE-seq) data of THY1^+^ spermatogonia enriched from control and *Srsf10*-cKO testes at postnatal day 6 (P6). (**A**) Left, scatter plots showing the expression of genes in THY1^+^ spermatogonia enriched from control and *Srsf10*-cKO testes at P6. Blue dots represent significantly downregulated genes, while red dots show significantly upregulated genes ( fragments per kilobase of exon per million reads mapped [FPKM] ≥2, |log2FC|≥0.5, and p<0.05). Gray dots represent unchanged genes. Right, gene ontology of upregulated and downregulated genes in *Srsf10*-cKO THY1^+^ spermatogonia. (**B**) Venn diagram showing the overlapped gene between differentially expressed genes (206 downregulated genes and 378 upregulated genes) and 1207 binding targets of SRSF10 in LACE-seq data. Figure 8—figure supplement 1—source data 1.Lists of the differential expression genes in isolated THY1^+^ spermatogonia in control and *Srsf10*-cKO at P6.

**Figure 8—figure supplement 2.**
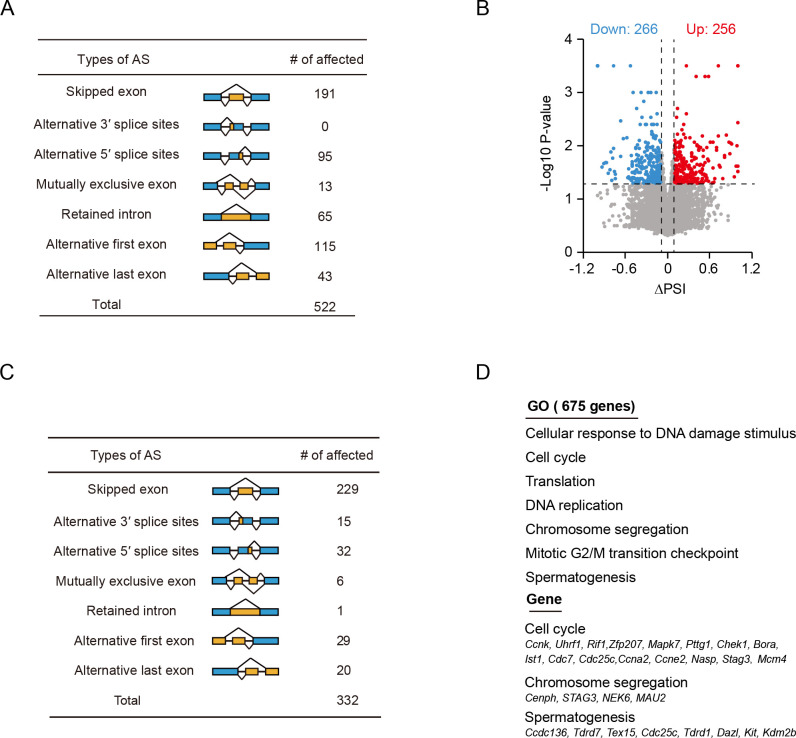
The differentially alternative splicing (AS) analysis of isoform-sequencing and RNA-seq data. (**A**) Seven AS events were significantly affected by the depletion of *Srsf10* in the spermatogonia at postnatal day 6 (P6) in Iso-seq data. Splicing events affected by depletion of *Srsf10* were analyzed using SUPPA2 software (p<0.05 and |ΔPSI|≥0.1). (**B**) Scatter plot showing the significantly affected AS events (color-coded) in the absence of *Srsf10* at P6. Blue dots represent significantly downregulated AS events (ΔPSI ≤–0.1), while red dots show significantly upregulated AS events (ΔPSI ≥0.1). (**C**) Seven AS events were significantly affected by depletion of *Srsf10* in the RNA-seq data using Comprehensive AS Hunting software analysis (p<0.05). (**D**) Gene ontology (GO) terms for all 675 differentially spliced genes and representative genes involved in cell cycle, chromosome segregation and spermatogenesis are shown.

**Figure 8—figure supplement 3.**
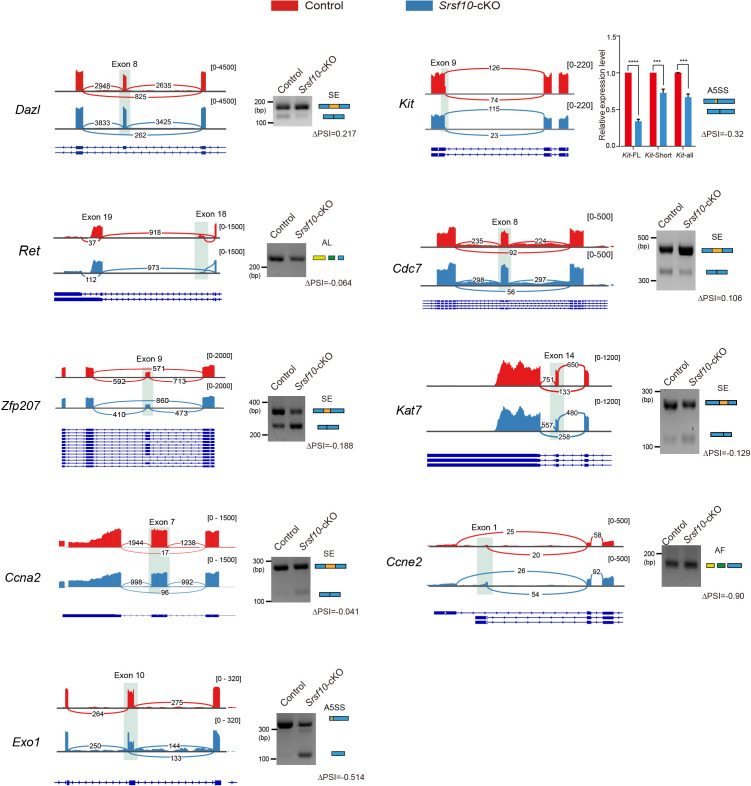
Visualization and validation of some differentially spliced functional genes in control- and *Srsf10*-depleted spermatogonia. Visualization and validation of the differentially spliced genes in control- and *Srsf10*-depleted spermatogonia. Tracks from integrative genomics viewer are shown for selected candidate genes (left). Differentially spliced exons are shaded. Gel images show that RT-PCR analysis of alternative splicing (AS) patterns of the changed splicing genes in control and *Srsf10*-cKO spermatogonia. The specific primers for RT-PCR validation were supplied in Supplementary file 2. Schematics of AS events are shown (blue and yellow rectangles) (right). Changes in ‘percent spliced in (PSI)’ between control and *Srsf10*-cKO spermatogonia are shown below splicing schematics (ΔPSI). SE, skipped exon, A5SS, alternative 5’ splice sites, AF, alternative first exon, AL, alternative last exon. Figure 8—figure supplement 3—source data 1.Raw RT-PCR gel for *Dazl*, *Kat7*, *Zfp207*, *Exo1*, *Ret*, *Ccna2*, *Ccne2,* and *Cdc7*. Figure 8—figure supplement 3—source data 2.Relative expression of *Kit* in control and *Srsf10*-cKO spermatogonia.

*Srsf10* is an SR protein and is involved in AS. We asked whether depletion of *Srsf10* would affect the splicing and AS in spermatogonia. 

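Full-length transcripts of control and *Srsf10*-cKO THY1+ cells at P6 were sequenced on the PacBio platform, with 1 library per genotype. The authors computed the share of transcripts that include each alternative part (percent spliced in, PSI) and its p-value with SUPPA2 and deposited them per event, and these values were read as given. The authors' deposited table has 20471 events, 18918 of them with all values, in 5499 genes. Its p-values are not adjusted and compare 2 libraries, not 2 groups of mice, and its read depth per event is unknown. An event was called spliced at p under 0.05 and an absolute difference in PSI over 0.1, the thresholds of the paper. Coordinates are those of mm9, in which 91.9% of the skipped exons of the authors' deposited table match an annotated exon, and 99.1% lie between AG and GT or GC in the genome sequence.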

THY1^+^ spermatogonia at P6 were collected and subjected to PacBio isoform sequencing (Iso-seq) (Figure 8A), which can generate and capture the full-length cDNAs and present more accurate information about isoforms, alternatively spliced exons, and fused transcripts. We then analyzed the Iso-seq data for identification of the differentially spliced events (DSEs) between control and *Srsf10*-cKO spermatogonia using SUPPA2 software (Trincado et al., 2018). 

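In the authors' deposited table, 522 events in 417 genes passed both thresholds, 2.76% of the events with all values. Skipped exons were the most frequent kind, with 191 of 5890 events, followed in the authors' deposited table by alternative first exons (115 of 6488), alternative 5′ splice sites (95 of 2879), retained introns (65 of 2243), alternative last exons (43 of 1149) and mutually exclusive exons (13 of 269). Among the events with all values in the authors' deposited table, 0 were alternative 3′ splice sites. Relative to the number of events tested, alternative first exons passed least often (1.77%) and mutually exclusive exons most often (4.83%) in the authors' deposited table, and skipped exons passed at 3.24%. The median absolute difference in PSI in the authors' deposited table was 0.183 for skipped exons and 0.391 for alternative first exons. *Hnrnpl* and *U2af1l4*, genes of splicing factors, and *Prdx6*, *Sphk1* and *Angel2* were among the genes with the largest differences in it. In the authors' deposited table 67 of the events had a PSI of 0 or 1 in a library, 455 remained without them, 83 passed at p under 0.01, and 12 at an adjusted p under 0.05.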

522 DSEs in 417 genes were identified (p<0.05 and |ΔPSI|>0.1), the majority of which were exon skipping (191) (Figure 8—figure supplement 2A). Among the 522 DSEs, 266 AS events had negative ΔPSI values, and 256 had positive ΔPSI values, indicating that *Srsf10* has no bias in the regulation of exon inclusion or exclusion (Figure 8—figure supplement 2B). Additionally, the RNA-seq data were analyzed for AS using Comprehensive AS Hunting (CASH) software, which is an AS event detecting method with a high rate of validation (Wu et al., 2018). 

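Of the 522 events, 266 had a lower and 256 a higher PSI in *Srsf10*-cKO cells in the authors' deposited table. Skipped exons were included less in 106 events and more in 85, alternative 5′ splice sites in 52 and 43, and retained introns in 29 and 36 events of the authors' deposited table. Alternative last exons had a lower PSI in 15 and a higher one in 28 events of the authors' deposited table, where the sign depends on which of the exons SUPPA2 names as the included form. Spliced skipped exons had a length divisible by 3 in 54.5% of cases in the authors' deposited table. Among the 4506 other skipped exons whose difference in PSI was not 0, it was 46.6% (Fisher's exact test, two-sided, odds ratio 1.37, p = 0.0381, with events of 1 gene not independent).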

332 DSEs involved in 317 genes were identified (p<0.05), the majority of which were exon skipping (229) (Figure 8—figure supplement 2C). Combining the Iso-seq and RNA-seq data, we identified 675 abnormally spliced genes in the *Srsf10*-cKO spermatogonia (Figure 8B). 

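The 675 genes are the union of 417 genes with an event past the thresholds in the authors' deposited table and of the junction-based list in the paper's supplement, 332 events in 317 genes as the paper gives them. The lists share 59 genes. The junction reads behind the second list were not analysed here. *Nasp*, *Cenph*, *Dazl* and *Kat7* carry an event past the thresholds in the authors' deposited table. *Sycp1*, *Rif1*, *Mcm10*, *Ret*, *Zfp207* and *Exo1* carry none in the authors' deposited table.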

GO analysis of the 675 genes showed that these genes were involved in cellular response to DNA damage stimulus, cell cycle, translation, mitotic G2/M transition checkpoint, DNA replication, and spermatogenesis (Figure 8—figure supplement 2D). These data indicate that SRSF10 functions as an important splicing regulator in mouse spermatogenesis. However, the functional consequences of these DSEs for genes themselves and specific cellular or developmental events warrant further investigation experimentally.

We then asked how these differentially spliced genes were regulated by SRSF10. Among the 675 differentially spliced genes, 113 genes were bound by SRSF10 as identified in LACE-seq (Figure 8B), indicating that these genes are probably the direct targets of SRSF10. 

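Of the 417 genes with a spliced event in the authors' deposited table, 52 were called bound by SRSF10, *Nasp*, *Bclaf1* and *Cenph* among them. Among 5208 genes present in both tables, 403 were spliced and 619 bound, and independent lists would share 47.9 (Fisher's exact test, odds ratio 1.11, one-sided p = 0.278). Random lists matched on expression in THY1+ cells shared 51.6 on average (permutation p = 0.495 over 10000 lists). For skipped exons alone the overlap was 27 genes against 20.8 (p = 0.0866 from the same exact test). Of the junction-based genes of the paper's supplement, 79 of 306 tested genes were bound, against 28.9 for independent lists (Fisher's exact test, odds ratio 3.5, one-sided p = 3.32e-17) and 39.8 for lists matched on expression (p = 0.0001, the smallest that 10000 lists can give). Of the union of 675 genes, 117 were bound. With a ratio to IgG of at least 4 the overlap of the 417 genes fell to 30, and with an absolute difference in PSI over 0.2 to 29. Genes are not independent replicates.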

The 113 genes were involved in RNA splicing, regulation of translation, chromosome segregation, synaptonemal complex assembly, mitotic spindle organization, and regulation of double-strand break repair (Figure 8C). Importantly, we successfully verified that loss of SRSF10 in spermatogonia resulted in differential splicing of exon 7 in *Nasp* (increased exon skipping), exon 6 in *Sycp1* (increased exon skipping), alternative 3’ splice sites of exon 5 in *Bclaf1*, exon 32 in *Rif1* (increased exon skipping), exon 8 in *Cenph* (increased exon skipping), and exon 5 in *Mcm10* (increased exon skipping) (Figure 8D). 

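*Nasp*, a histone chaperone gene, skipped exon 7 of 16 more often in *Srsf10*-cKO cells, with a PSI of 0.733 in control and 0.212 in *Srsf10*-cKO cells in the authors' deposited table (difference −0.521, p listed at 0). The exon has 975 bases, keeps the reading frame and lies on chromosome 4 of mm9 from 116283008 to 116283982 on the minus strand. The sequence around its start is CATGTTCTTTAACCATGTAGAGGAAGCAAG, 20 intron bases and 10 exon bases, and that around its end is GAGGGTGAAGGTAACCGGGATATGATAGAG. *Cenph*, a kinetochore gene, skipped exon 8 of 9 more often, with PSI of 0.875 and 0.748 (difference −0.128, p = 0.0185) in the authors' deposited table, an exon of 164 bases on chromosome 13 from 101531716 to 101531879. Its start reads TTTTGGTTTTAACCTAACAGAACTAAAGCA. *Bclaf1* had lower inclusion of exon 11 of 13, of 147 bases on chromosome 10 from 20054305 to 20054451, with PSI of 0.496 and 0.393 (difference −0.103, p = 0.015) in the authors' deposited table.
All 6 genes were called bound by SRSF10. *Nasp* stood at 144 and 280 FPKM in the SRSF10 libraries against 11.3 in IgG, *Sycp1* at 95.8 and 246 against 5.05, *Rif1* at 30.4 and 34.3 against 5.51 and *Cenph* at 16.8 and 81.4 against 6.30. *Mcm10*, a replication gene, had the lowest ratio of the 6 in a library, at 3.68 and 2.18 times its IgG value.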

The remaining 562 differentially spliced genes were not detectably bound by SRSF10 (Figure 8B), suggesting their altered splicing might be an indirect effect of SRSF10 depletion, for example, a secondary result of altered splicing of other splicing factors (e.g. RBM5, RBM19, and HNRNPC) in the absence of SRSF10 (Figure 8C). Some genes involved in important spermatogonia-related processes, including cell cycle and germ cell development were also successfully verified. For example, loss of *Srsf10* resulted in differential splicing of exon 8 in *Dazl* (increased exon inclusion), alternative last exon in *Ret*, alternative 5’ splice sites of exon 9 in *Kit* (absence of four amino acids), exon 8 in *Cdc7* (increased exon inclusion), exon 9 in *Zfp207* (increased exon skipping), exon 14 in *Kat7* (increased exon skipping), exon 7 in *Ccna* (increased exon skipping), alternative first exon in *Ccne2*, and alternative 5’ splice sites of exon 10 in *Exo1* (Figure 8—figure supplement 3). Furthermore, we confirmed the corresponding changes at the protein level of the direct targets (*Nasp* and *Bclaf1*) and indirect targets (*Dazl* and *Kat7*) (Figure 8E). These data suggest that SRSF10 is required for the correct splicing of functional genes, thus maintaining the homeostasis of AS during spermatogenesis.

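*Dazl* included exon 8 of 11 more often in *Srsf10*-cKO cells, with a PSI of 0.803 in control and 0.942 in *Srsf10*-cKO cells in the authors' deposited table (difference 0.139, p = 0.002). The exon has 51 bases and lies on chromosome 17 of mm9 from 50424321 to 50424371 on the minus strand, and its start reads CTTTGTTTCCTTTTCTTAAGATGCCACCGC. A retained intron event of *Dazl*, listed from 50423676 to 50425576, had PSI of 0.157 and 0.382 (p = 0.00599) in the authors' deposited table. That stretch contains exon 8, so this event is not independent of the exon, and its higher PSI need not mean more retained intron. *Kat7*, a histone acetyltransferase gene, skipped exon 14 of 15 more often, with PSI of 0.726 and 0.597 (p = 0.024), and *Cdc7*, a replication kinase gene, included exon 7 of 13 more often, with PSI of 0.742 and 0.848 (p = 0.0475), in the authors' deposited table. The *Cdc7* exon number counts the exons of a transcript of the mm9 annotation. *Kit* shifted between 5′ splice sites at positions 76035171 and 76035183 of chromosome 5, with PSI of 0.405 and 0.0842 (p = 0.0195), and *Ccne2*, the cyclin E2 gene, changed its first exon, with PSI of 0.905 and 0.00467 (p = 0.0215), in the authors' deposited table. Exon 7 of 8 of *Ccna2*, the cyclin A2 gene, had PSI of 0.984 and 0.903, a difference of −0.0813 below the threshold, in the authors' deposited table.
*Dazl*, *Kit*, *Ret*, *Cdc7*, *Kat7*, *Ccna2*, *Ccne2*, *Zfp207* and *Exo1* were not called bound by SRSF10 in the LACE-seq table.

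**Figure D5:**
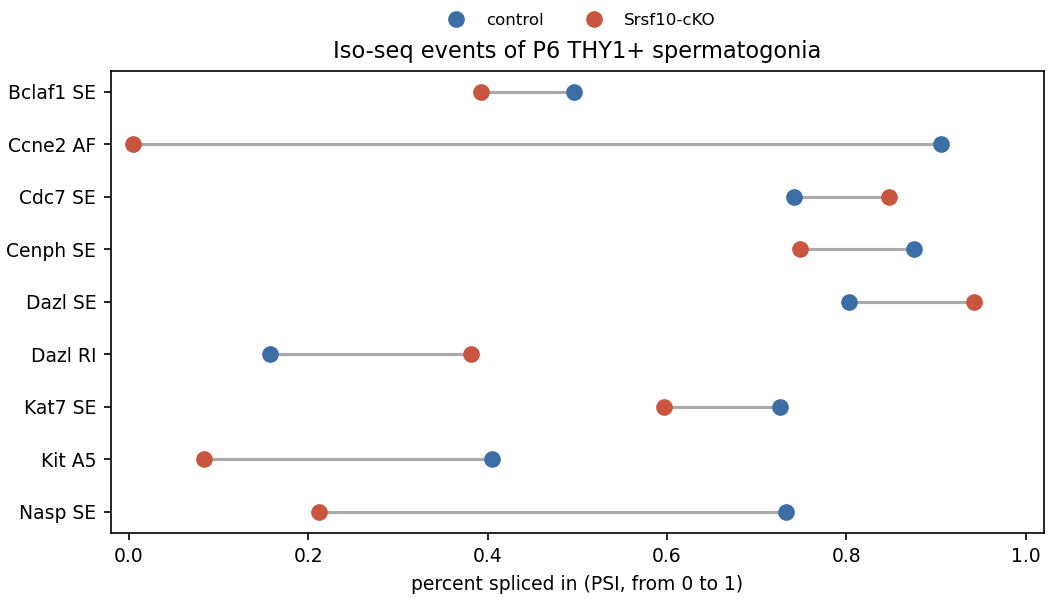
PSI in control and *Srsf10*-cKO THY1+ cells from the authors' deposited table for 9 events, on a horizontal axis from 0 to 1, with skipped exons (SE), an alternative first exon (AF), a retained intron (RI) and an alternative 5′ splice site (A5). Each point is 1 library and grey lines join the genotypes. The *Nasp* exon falls from 0.733 to 0.212 and the *Dazl* exon rises from 0.803 to 0.942.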

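In the authors' deposited table the differences in PSI of the events shown here for genes that the paper names ran from −0.9 for the first exon of *Ccne2* to 0.225 for the retained intron event of *Dazl*. Of 146 genes called at the lower thresholds of THY1+ RNA-seq that have an event, 14 were spliced, against 11.3 for independent lists (Fisher's exact test, odds ratio 1.27, one-sided p = 0.239) and 8.96 for lists matched on expression (permutation p = 0.0594 over 10000 random lists). A small overlap follows from the sizes of these lists and does not show that changed splicing and changed expression fall on separate genes. With 1 Iso-seq library per genotype no event has a replicate check. From these events and its checks of single genes, the paper proposes that SRSF10 is needed for correct splicing of genes that spermatogenesis relies on.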

## Discussion

The foundation of spermatogenesis is SSCs which can self-renew to maintain the stem cell pool or undergo differentiation into spermatogonial progenitors that expand and further differentiate. Therefore, fully understanding the regulation of proliferation and differentiation of SSCs is of great importance. Recently, the importance of AS as a post-transcriptional regulatory mechanism involved in spermatogonia development is just beginning to be unraveled (Schmid et al., 2013; Elliott and Grellscheid, 2006). However, the knowledge is still very limited regarding how the splicing machinery, including specific splicing factors that are involved in this process. By illustrating the function and mechanism of *Srsf10* in mouse spermatogenesis (Figure 9), our study highlights the complexity and requirements of AS regulation in spermatogonia expansion and meiosis initiation.

**Figure 9.**
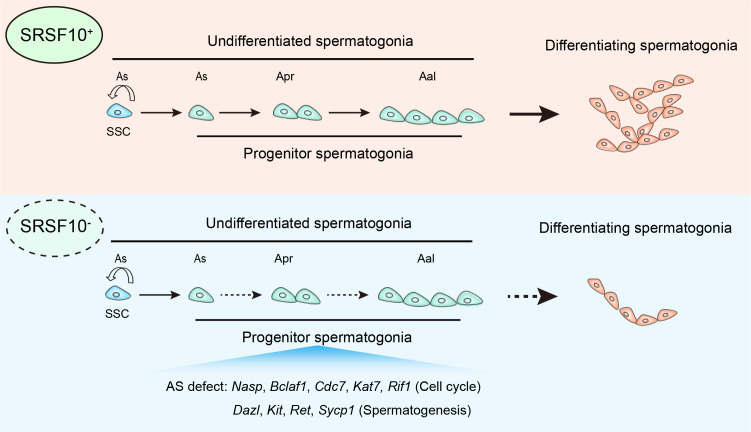
Model of SRSF10-mediated alternative splicing (AS) regulation in the development of undifferentiated spermatogonia. In the control testes, SRSF10 promotes the expansion of progenitor spermatogonia and subsequent differentiation of spermatogonia. In the absence of SRSF10, the AS defects of key genes involved in cell cycle, chromosome segregation, and spermatogenesis impair the expansion of progenitor spermatogonia, leading to the decreased number of undifferentiated spermatogonia and nearly absence of differentiating spermatogonia.

### Depletion of *Srsf10* leads to inefficient spermatogonia expansion

In adult testes, *Srsf10* depletion mediated by Vasa-Cre leads to the absence of differentiating spermatogonia, with the existence of only fewer PLZF^+^ undifferentiated spermatogonia in adult testes, suggesting that the undifferentiated spermatogonia cannot undergo efficient expansion during SSC-dependent spermatogenesis. In the neonatal mice testes, the number of PLZF^+^ undifferentiated spermatogonia increases but at a much slower pace from P6 to P12, and differentiating spermatogonia and spermatocytes can barely be observed. This phenotype is much earlier and more severe than that of the depletion of genes that are important for the maintenance of SSCs (*Etv5*, *Bcl6b*, *Id4,* and *Taf4b*; Oatley et al., 2006; Oatley et al., 2011; Chen et al., 2005; Falender et al., 2005) or differentiation of spermatogonia (*Sohlh1* and *Sohlh2*; Hao et al., 2008; Ballow et al., 2006). The former does not lead to infertility until adulthood and exhibits an age-dependent progressive loss of germ cells, while the latter leads to loss of differentiating spermatogonia but with limited effect on undifferentiated spermatogonia. So, the defects of *Srsf10*-cKO testes might mainly be due to failed self-renewal of SSCs and expansion of the progenitor spermatogonia population.

The number of GFRα1^+^ cells was decreased in P6 *Srsf10*-cKO testes, and SSC markers expression was not upregulated from P3 to P8, suggesting that loss of SRSF10 in spermatogonia might not cause the accumulation of SSCs. Although the ratio of USPG1 (SSCs) was increased in *Srsf10*-cKO samples as detected in the scRNA-seq data, it is more likely a result of the loss of progenitors (USPG2) and differentiating cells (DSPG1 and DSPG2).

scRNA-seq data showed that the expression of genes associated with the cell cycle in USPG1 (corresponding to SSCs) and USPG2 (corresponding to progenitor cells) was abnormal in *Srsf10*-cKO testes. However, EdU incorporation was reduced in PLZF^+^ spermatogonia in P6 *Srsf10*-cKO testes but was comparable between control and *Srsf10*-cKO GFRα1^+^ cells in P3 testes, suggesting that the cell cycle defect was more severe in the progenitor cells than in SSCs. This might be due to the faster proliferation rate of progenitor spermatogonia than SSCs which are normally quiescent and exhibit a very slow cell cycle rate (de Rooij and Russell, 2000). Additionally, the PLZF^+^ spermatogonia gradually increased, but at a slower pace, in *Srsf10*-cKO testes from P3 to P12, and the expression of genes involved in the expansion and early differentiation of progenitor spermatogonia was also somewhat upregulated from P6 to P8 *Srsf10*-cKO testes. Although we cannot fully exclude the possibility that the cell cycle defect in SSCs impedes the transition to progenitors, the significantly decreased undifferentiated spermatogonia is more likely a result of abnormal cell cycle or proliferation of progenitor cells.

### Depletion of *Srsf10* leads to failure of the first round of spermatogenesis

In neonatal mice, the first round of spermatogenesis initiates directly from prospermatogonia to KIT^+^ differentiating spermatogonia, which continue to develop and produce the first wave of spermatozoa (Yoshida et al., 2006; Law et al., 2019). Meanwhile, another set of prospermatogonia become SSCs which are capable of self-renewal or differentiate into progenitors to initiate spermatogenesis and support the continuity of steady-state spermatogenesis (Yoshida et al., 2006). In P3 *Srsf10*-cKO testes, despite the drastic loss of SRSF10 protein, the number of MVH^+^ germ cells was comparable to that in control, suggesting that prospermatogonia can probably develop into KIT^+^ differentiating spermatogonia. However, the meiosis initiation was still impaired in the P8-P15 *Srsf10*-cKO testes during the first wave of spermatogenesis. This suggests that loss of SRSF10 might lead to developmental arrest of KIT^+^ differentiating spermatogonia or SRSF10 might be also involved in the initiation of meiosis. In 2-month-old *Srsf10*-cKO testes, differentiating spermatogonia cannot be detected, indicating that the inefficient expansion of PLZF^+^ undifferentiated spermatogonia may lead to failure of differentiation during the subsequent rounds of SSC-dependent spermatogenesis.

### A unique cluster of cells in *Srsf10*-cKO spermatogonia

In the absence of SRSF10, it is interesting that a unique cluster of cells, the DSPG3 was only observed in the scRNA-seq data of the *Srsf10*-cKO group. These cells express the differentiated markers *Stra8*, *Kit,* and *Sohlh1*, but at a lower level than that in the DSPG1 and DSPG2. We speculate that these cells might be directly transited from the fetal prospermatogonia in the first round of spermatogonia (Yoshida et al., 2006), or a population of abnormally differentiated cells in the process of spermatogonia differentiation, but later cell cycle defects of these cells lead to developmental arrest.

### Srsf10 depletion leads to extensive AS alterations of functional genes in mouse spermatogonia

As a splicing factor, SRSF10 depletion in spermatogonia affected the splicing of several hundreds of genes, among which were 113 genes that were directly bound by SRSF10 as detected by LACE-seq. These targets are involved in many fundamental biological processes, such as regulation of double-strand break repair, chromosome segregation, and mitotic spindle organization. Importantly, aberrant splicing of some functional genes can be successfully verified experimentally at both the mRNA and protein levels. For example, *Nasp*, which encodes a histone chaperone that preferentially transports H1 histones into nuclei and exchanges H1 histones with DNA (Richardson et al., 2006), preferentially skips exon 7 in the absence of SRSF10 in the spermatogonia. This leads to a dramatic decrease of the long isoform (also known as testicular NASP or tNASP; Richardson et al., 2000) and an increase of a shorter isoform. Notably, depletion of tNASP reportedly inhibits proliferation in prostate cancer PC-3 cells and renal cell carcinoma cells (Alekseev et al., 2011; Fang et al., 2015), echoing the cell cycle defects of *Srsf10*-cKO spermatogonia. *Bclaf1* is a known target of SRSF10, and the inclusion of *Bclaf1* exon5a was directly regulated by SRSF10 (Zhou et al., 2014a). In colorectal cancer cells, knockdown of the BCLAF1-L isoform (exon 5 a included) inhibited growth, and overexpression of the BCLAF1-L isoform increased tumorigenic potential (Zhou et al., 2014a). In *Srsf10*-cKO-enriched spermatogonia, the inclusion of *Bclaf1* exon5a was decreased at both the RNA and protein levels, leading to downregulation of BCLAF1-L isoform and thus proliferation defects. Therefore, the negative effects on cell proliferation of *Srsf10*-depleted spermatogonia might be due to abnormal AS of abundant functional genes (Figure 8). However, how the aberrant splicing of these genes affects their functions in spermatogonia needs to be further clarified.

Besides the factors that are involved in fundamental cellular events, we found and verified the aberrant splicing of many genes that play critical roles in male germ cells, including *Dazl*, *Kit*, *Ret,* and *Sycp1,* in *Srsf10*-deficient spermatogonia (Figure 9). Although the functions of specific isoforms and the effects of isoform switches in these genes in spermatogonia are unclear at the moment, specific targets or functions of different isoforms are reported in other cell lines (Yoshinaga et al., 1991; Caruana et al., 1999; Crosier et al., 1993; Hofmann, 2008; Naughton et al., 2006; Parker et al., 2014). For example, the specific mRNA targets for both DAZL isoforms (the exon 8-included long isoform is increased in *Srsf10*-cKO testes) were identified in ESCs, implying the potential functional divergence of these two isoforms in spermatogenesis (Xu et al., 2013). We speculate that the splicing of these genes should be precisely regulated to keep the balance of their isoforms and exert normal functions in spermatogenesis. However, it should be noted that these genes are not directly bound by SRSF10, indicating that their abnormal splicing may be a secondary effect of *Srsf10* depletion.

Interestingly, besides changes in gene splicing as expected, depletion of *Srsf10* in spermatogonia leads to changes in gene expression, especially when lower the cutoff (378 upregulated and 206 downregulated). However, almost none of these genes were the direct targets of SRSF10 (24 genes in 1207 genes, 0.041% overlap), and nearly no DSEs were observed (27 genes in 675 genes, 4% overlap). 

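Of the 26 genes called in THY1+ RNA-seq and bound by SRSF10, 20 were lower and 6 higher in *Srsf10*-cKO cells. The 20 lower genes compare with 21.0 for independent lists and 14.1 for lists matched on expression (one-sided permutation p for a larger overlap = 0.0743 over 10000 random lists). The 6 higher genes compare with 38.0 and 24.7, and all 10000 matched lists held at least as many bound genes. The higher genes were thus bound less often than genes of like mean FPKM over the THY1+ libraries of both genotypes. LACE-seq used wild-type cells, so this match sets higher genes against genes with more RNA in control cells, and lower genes against genes with less. Of 16 expressed macrophage and immune genes 0 were bound, and such genes were not set apart among the higher ones. Among the lower genes that were bound are *Brdt*, a bromodomain gene of male germ cells, *Kif27*, *Kif5a* and *Gas8*, genes of microtubule motors and axonemes, and *Ddx11*, a helicase gene, and among the higher ones *Mid1*, *Tcea3* and *Xpa*, all named after the overlap was seen. Of the union of 675 spliced genes, 29 were also called in THY1+ RNA-seq.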

Considering the altered cell types (e.g. the loss of progenitors and differentiating spermatogonia) and gene splicing in the absence of SRSF10, changes in gene expression might be regulated indirectly by SRSF10.

## Materials and methods

### Mice

All mice were maintained under specific-pathogen-free conditions and the illumination time, temperature, and humidity were all in accord with the guidelines of the Institutional Animal Care and Use Committee of the Institute of Zoology at the Chinese Academy of Sciences (CAS; SYXK 2018–0021). The procedures for care and use of animals were approved by the Ethics Committee of the Institute of Zoology at the Chinese Academy of Sciences (IOZ20180083). The *Srsf10*^Floxed/Floxed^ (*Srsf10*^F/F^) mice were purchased from Shanghai Model Organisms Center, Inc. The *Srsf10*^F/F^ male mice were mated with *Vasa-Cre* transgenic females to obtain the mouse model with *Srsf10* specific deletion in the germ cell lines. The purchased *Srsf10*^F/F^ mice are on C57BL/6 J genetic background, while the Vasa-Cre mice are on a mixed background. *Srsf10*^F/+^;Vasa-Cre males (the floxed allele in mature sperm will be deleted by Vasa-Cre and thus generate a knockout allele [‘-’]), and *Srsf10*^F/F^ females were used for breeding. Four genotypes in the progeny, including *Srsf10*^F/+^, *Srsf10*^F/−^, *Srsf10^F/+^;Vasa-Cre,* and *Srsf10^F/−^;Vasa-Cre* can be identified. The genotype of *Srsf10^F/−^;Vasa-Cre* was used as mutants and was referred to as *Srsf10*-cKO. The genotypes of *Srsf10^F/+^;Vasa-Cre* were used as control. Genotyping of *Srsf10* was performed by PCR of mice tail genomic DNA. Forward primer: 5-AACATTTAGCACATTTGAGGAT-3, and reverse primer: 5-AACAGCCATATTAACCCGTCTTG-3 were used to detect the wild-type allele (615 bp) and the floxed allele (467 bp). Forward primer: 5-AGCATGCCTATCTTGTGT-3, and reverse primer: 5-TAACCCGTCTTGTAGTAAATCT-3 were used to detect the mutant allele (300 bp). The *Vasa-Cre* was genotyped with forward primer (5-CACGTGCAGCCGTTTAAGCCGCGT-3) and reverse primer (5-TTCCCATTCTAAACAACACCCTGAA-3) with the product was 240 bp. The annealing temperature of all primers was 58℃.

### Fertility test of male mice

Each control and *Srsf10*-cKO male mice (8–12 weeks, n=8) were caged with two 8-week-old wild-type ICR females, and vaginal plugs were checked every morning. Once a vaginal plug was identified (day 1 postcoitus), the male was allowed to rest for 2 days. Two days later, another two females were placed in the cage for another round of mating until two to three plugged females for each male mouse were obtained. The plugged females were separated and monitored for their pregnancy. The fertility test lasted for at least 4 weeks.

### Histological analysis, immunostaining, and imaging

For histological analysis, testes from control and *Srsf10*-cKO were isolated and fixed in Bouin’s solution (saturated picric acid: 37% formaldehyde:glacial acetic acid = 15:5:1) overnight at room temperature (RT). These testes were dehydrated through a graded ethanol (30, 50, 70, 80, 90, 100, and 100%) 1 hr for each step, xylene three times, 1 hr for each, paraffin (65°C), two changes, 2 hr each, and embedded testes in paraffin. Then, paraffin-embedded samples were cut into sections of 5 μm thickness. After dewaxing and hydration, the sections were stained with hematoxylin and 1% eosin and imaged with a Nikon ECLIPSE Ti microscope.

For immunostaining, testes from control and *Srsf10*-cKO mice were isolated and fixed in 4% PFA overnight at 4℃. Following dehydration, the testes were embedded in paraffin and cut into sections of 5 μm thickness. After dewaxing and hydration, the sections were boiled in citrate antigen retrieval solution (0.01 M citric acid/sodium citrate, pH 6.0) for 20 mins in the microwave oven. After free cooling, the sections were washed with PBS (pH 7.4) three times and blocked with 5% BSA in PBS for 1 hr at RT. Then, the sections were incubated with primary antibody diluted with 1% BSA overnight at 4℃. On the second day, we washed the sections with PBS three times and incubated them with the secondary antibody diluted with 1% BSA for 1 hr at RT.

After washing in PBS three times, the sections were incubated with 2 µg/ml of Hoechst 33342 (Sigma, B2261) diluted with PBS for 15 min at RT. Finally, the sections were washed with PBS two times and mounted with Fluoromount-G medium (Southern Biotech, 0100–01). The immunoﬂuorescence staining was imaged with a laser scanning confocal microscope LSM880 (Carl Zeiss, Germany).

The primary antibodies used were listed as follows: rabbit anti-SRSF10 polyclonal antibody (ab254935, Abcam, 1:200); goat anti-PLZF polyclonal antibody (AF2944, R&D, 1:200); goat anti-KIT polyclonal antibody (AF1356, R&D, 1:200); goat anti-GFRα1 polyclonal antibody (AF560, R&D, 1:200); rabbit anti-DDX4/MVH polyclonal antibody (ab13840, Abcam, 1:200); rabbit anti-phospho-Histone H2A.X (Ser139/Tyr142) antibody (#5438, Cell Signaling Technology, 1:200); mouse anti-SCP3 antibody (mouse monoclonal) (ab97672, Abcam, 1:200); rabbit anti-Cleaved Caspase-3 (Asp175) antibody (#9661, Cell Signaling Technology, 1:200); and rabbit anti-Ki67 polyclonal antibody (ab15580, Abcam, 1:200).

The secondary antibodies used were listed as follows: Alexa Fluor 488 donkey anti-rabbit (Jackson, 1:500); Alexa Fluor 549 donkey anti-rabbit (Jackson, 1:500); Alexa Fluor 488 donkey anti-mouse (Jackson, 1:500); Alexa Fluor 549 donkey anti-mouse (Jackson, 1:500); and Alexa Fluor 488 donkey anti-goat (Jackson, 1:500).

### RNA extraction and qRT-PCR

Total RNA was extracted from whole testes or enriched cells using RNAzol RT (Molecular Research Center. Inc, RN 190) following the manufacturer’s instructions. After removing the residual genomic DNA with the DNase I Kit (Promega, M6101), 500 ng of total RNA was reverse-transcribed into cDNAs using the PrimeScript RT Reagent Kit (TaKaRa, RR037A) according to the manufacturer’s protocol. qRT-PCR was performed using an Eva Green 2× qPCR MasterMix-No Dye kit (Abm, MasterMix-S) on a LightCycler 480 instrument (Roche). Relative gene expression was analyzed based on the 2^−ΔΔCt^ method with *β-actin* as internal controls. At least three independent experiments were analyzed. All primers were listed in Supplementary file 1.

### Western blot

The protein from testes or enriched cells was extracted using Radio-Immunoprecipitation Assay (RIPA) lysis buffer (50 mM Tris–HCl (pH 7.5), 150 mM NaCl, 1% sodium deoxycholate, 1% Triton X-100, 0.1% Sodium dodecyl sulfate (SDS), 5 mM EDTA, 1 mM Na_3_VO_4_, and 5–10 mM NaF) containing a protease inhibitor cocktail (Roche, 04693132001), and the protein lysis buffers were incubated on ice for 20 min. After the ultrasound, the protein lysis buffers were centrifuged at 4°C, 12,000 rpm for 20 min, and quantified using a BCA reagent kit (Beyotime, P0012-1). After being boiled at 95°C for 6 min, equal amounts of total protein lysates were used for immunoblotting analysis. Different molecular weight proteins were separated in a 10% SDS–PAGE gel and transferred onto polyvinylidene fluoride (PVDF) membranes. After blocking with 5% non-fat milk dissolved with Tris Buffered Saline with Tween 20 (TBST, pH 7.4) for 1 hr at RT, the membranes were incubated with diluted primary antibodies diluted with 1% BSA at 4°C overnight. After three washes with TBST, the membranes were incubated with secondary antibodies diluted with TBST at RT for 1 hr. The signals were developed with Pierce ECL Substrate (Thermo Fisher Scientific, #34080), detected with Bio-RAD ChemiDocTMXRs+, and analyzed with Quantity One software (Bio-Rad Laboratories). All primary antibodies were listed as follows, rabbit anti-SRSF10 polyclonal antibody (NB110-93598, Novus Biologicals, 1:1,000); goat anti-PLZF polyclonal antibody (AF2944, R&D, 1:1,000); rabbit anti-DDX4/MVH polyclonal antibody (ab13840, Abcam, 1:1,000); rabbit anti-phospho-Histone H2A.X (Ser139/Tyr142) antibody (#5438, Cell Signaling Technology, 1:1,000); mouse anti-human DAZL monoclonal antibody (MCA23336, Bio-Rad, 1:500); BCLAF1 rabbit polyclonal antibody (26809–1-AP, Proteintech, 1:1000); NASP rabbit polyclonal antibody (11323–1-AP, Proteintech, 1:1000); and KAT7 rabbit polyclonal antibody (13751–1-AP, Proteintech, 1:1000).

The secondary antibodies used were listed as follows: Goat Anti-Rabbit IgG (H+L), HRP Conjugated (EASYBIO, BE0101, 1:3000); Goat Anti-Mouse IgG (H+L)-HRP Conjugated (EASYBIO, BE0102, 1:3000); Rabbit Anti-Goat IgG (H+L)-HRP Conjugated (ZSGB-BIO, ZB-2306, 1:3000).

### Whole-mount immunostaining

The testes were collected and dissected to remove the tunica albuginea. Seminiferous tubules were dispersed with tweezers and fixed at 4% PFA overnight at 4 °C. The tubules were washed three times with PBST (pH 7.4) for 10 min each and permeated with 0.1% TritonX-100 for 4 h at RT. Then, the tubules were washed three times with PBST and blocked with 5% BSA in PBST for 2 h at RT. The tubules were incubated with primary antibodies diluted with 1% BSA at 4 °C overnight. After washing with PBST and the tubules were incubated with secondary antibodies diluted with PBST for 4 h at RT. With the washing of PBST, the tubules were stained with Hoechst diluted with PBST for 30 min at RT. After simply washing, the tubules were mounted with Fluoromount-G medium (Southern Biotech, 0100–01). The imaging of whole-mount staining followed the protocol described above.

### RNA sequencing

Testes samples were collected from P3, P6, and P8 control and *Srsf10*-cKO mice. THY1^+^ spermatogonia were isolated from P6 control and *Srsf10*-cKO mice. The RNA-seq experiment was performed in two biological replications of P3, P6, and P8 testes and isolated THY1^+^ spermatogonia in control and *Srsf10*-cKO mice. Total RNA was isolated using the RNAzol RT (Molecular Research Center. Inc, RN 190) according to the manufacturer’s protocol and treated with DNase I to remove residual genomic DNA. A total amount of 1 μg of RNA per sample was used to prepare cDNA libraries generated using the NEBNext Ultra RNA Library Prep Kit for Illumina (NEB) following the manufacturer’s instructions. 6 G base pairs (raw data) were generated by Illumina Novaseq 6000 for each cDNA library. The adaptor sequence and sequences with a high content of unknown bases or low-quality reads were removed to produce the clean reads used for bioinformatic analysis.

### RNA-seq bioinformatic analyses

After initial quality control, the clean reads were aligned to the mouse reference genome (mm 9) using Tophat v2.1.1 (Trapnell et al., 2009). Next, the gene expression was calculated by Cufflinks v2.2.1. The normalization of gene expression values was based on theFPKM.

### EdU incorporation assay

EdU (RiboBio, C00053) dissolved in PBS was injected intraperitoneally at 5 mg/kg of body weight. Testes were collected from control and *Srsf10*-cKO mice 4 hr later following EdU incorporation. For the EdU and PLZF co-staining, the testes were fixed in 4% PFA overnight at 4°C, embedded in paraffin, and then performed according to the protocol of Cell-Light Apollo567 Stain Kit (100T) (RiboBio, C10310-1). Briefly, paraffin-embedded samples were cut into sections of 5 μm thickness. After dewaxing and hydration, the sections were washed with 2 mg/ml glycine for 10 min, incubated with 0.5% TrionX-100 in PBS for 10 min, and then washed with PBS for 5 min. Next, the section was stained with fresh 1×Apollo reaction solution for 30 min at RT. The section was washed with 0.5% TrionX-100 three times for 10 min each time, washed with methanol two times for 5 min each time, and PBS two times for 5 min each. Then, the sections were blocked with 5% BSA in PBS for 1 hr at RT, incubated with primary antibody diluted with 1% BSA overnight at 4 ℃. On the second day, we washed the sections with PBS three times and incubated them with secondary antibody diluted with 1% BSA for 1 hr at RT. After washing in PBS three times, the sections were incubated with 2 µg/ml of Hoechst 33342 (Sigma, B2261) diluted with PBS for 15 min at RT. Finally, the sections were washed with PBS two times and mounted with Fluoromount-G medium (Southern Biotech, 0100–01). The immunoﬂuorescence staining was imaged with a laser scanning confocal microscope LSM880 (Carl Zeiss, Germany).

### Testes digestion and generation of cell suspensions

Testes from P6 mice were used to generate single-cell suspensions following enzymatic digestion as described previously (Oatley and Brinster, 2006). In brief, testes were collected from P6 or P8 control and *Srsf10*-cKO mice in Hanks’ balanced salt solution, and the tunica albuginea was removed. Then, the testes were digested with 4.5 ml 0.25% trypsin/EDTA and 0.5 ml 7 mg/ml DNase I solution (Sigma, d5025) for 6 min at 37°C. After gently pipetting, another 0.5 ml DNase I solution was added to the cell suspension to digest for another 2–3 min at 37°C and followed by the addition of 1 ml 10% FBS. Single-cell suspensions were made by gently repeated pipetting and passed through a 40-μm pore size cell strainer. The cells are centrifugated at 600 g for 7 min at 4°C and resuspended with 180 μl running buffer (Miltenyi Biotec, 130-091-221) for MACS selection.

### THY1^+^ spermatogonia isolation

We added 20 μl THY1 antibody-conjugated microbeads (anti-mouse CD90.2 [Thy1.2] MicroBeads; Miltenyi Biotech, 130-121-278) to the single-cell suspensions and mixed well, then incubated for 20 min at 4°C. After incubation, 2 ml running buffer was added to the cells and centrifugated at 600 g for 7 min at 4°C. The pellet was then resuspended in 500 μl of running buffer for magnetic cell separation. The LS columns (Miltenyi Biotec, 130-042-401) were placed in the magnetic field of the MACS Separator and prewashed with 0.5 ml of running buffer followed by the addition of the THY1-labeled cell suspension. Wash the LS columns three times with 3 ml running buffer, and the unlabeled THY1^−^ cells were eluted. Then, the LS columns were removed from the separator and placed on new 15 ml centrifuge tubes. The THY1^+^ cells were eluted from the LS columns in a 5-ml running buffer and centrifuged at 600 g for 7 min at 4°C. After centrifugation, the supernatant is removed, and the pellet of THY1^+^ cells was stored at –80°C for subsequent sequencing analysis and validation.

### Droplet-based single-cell RNA sequencing

THY1^+^ KIT^-^, KIT^+^ THY1^−^, and THY1^+^KIT^+^ spermatogonia collection: Testes collected from P8 control and *Srsf10*-cKO mice were digested, and the single-cell suspensions were generated following the protocol described above. We added 20 μl THY1 antibody-conjugated microbeads (anti-mouse CD90 [Thy1.2] MicroBeads; Miltenyi Biotech, 130-121-278) and 40-μl KIT antibody-conjugated microbeads (anti-mouse CD117 MicroBeads; Miltenyi Biotech, 130-091-224) to the single-cell suspensions for 20 min at 4°C, and followed the protocol described above to get the THY1^+^ KIT^−^, KIT^+^ THY1^−^, and THY1^+^KIT^+^ spermatogonia.

The single-cell RNA-seq experiment was performed with one replicate of control that was collected from three mice, and two replications of *Srsf10*-cKO that were collected from six mice, respectively. Single cells were suspended in PBS containing 0.04% BSA and loaded onto the Chromium 3' v3 platform (10× Genomics) to generate single-cell libraries according to the manufacturer’s protocol. Briefly, single cells were partitioned into Gel Bead-In-EMulsions (GEMs) in the 10× Chromium Controller instrument followed by cell lysis and barcoded reverse transcription using a unique molecular identifier (UMI). The cDNA was generated and then amplified, and the libraries were finally sequenced using an Illumina Novaseq 6000 sequencer with a sequencing depth of at least 100,000 reads per cell with a pair-end 150 bp (PE150) reading strategy (performed by CapitalBio Technology, Beijing).

### Data processing of scRNA-seq

Raw data were processed using the Cell Ranger Software (version 4.0.0). Briefly, the raw files were converted to demultiplexed fastq files through the Cell Ranger mkfastq pipeline. The fastq files were then aligned to the mouse reference genome (mm 10) using the STAR aligner. Next, the reads were further filtered for valid cell barcodes and UMIs to produce a count matrix. Finally, the count matrix was imported into the R package Seurat, and quality control was performed to remove outlier cells and genes. Cells with 200–4000 detected genes were retained. Genes were retained in the data if they were expressed in ≥3 cells. After applying these quality control criteria, 1923 cells and 23,310 genes remained for further analysis. Additional normalization was performed in Seurat on the filtered matrix to obtain the normalized count. Highly variable genes across single cells were identified, and principal components analysis was performed to reduce the dimensionality. Then the top 16 principal components were used for cluster/subtype identification and UMAP visualization (Becht et al., 2018). Known cell type-specific markers were used to match each cell type.

### Pseudotime analysis of single-cell transcriptomes

Germ cell lineage trajectories were constructed according to the procedure recommended in the Monocle3 documentation (Trapnell et al., 2014, https://cole-trapnell-lab.github.io/monocle3/docs/starting/). Briefly, the top differentially expressed genes were selected as ‘ordering genes’ to recover lineage trajectories in Monocle3 using default parameters. After pseudotime was determined, differentially expressed genes were clustered to verify the fidelity of lineage trajectories.

### Linear amplification of complementary DNA ends and sequencing

SRSF10 LACE-seq was performed based on a previously described protocol with some modifications. Briefly, THY1^+^ cells were collected into 1.5 ml LoBind microcentrifuge tubes (Eppendorf, 022431021) with 5 µl of 1×PBS (pH 7.4). The cells were irradiated twice with 0.40 J cm−2 UV light (254 nm) in a CL-1000 ultraviolet crosslinker (UVP). 10 µl of protein A/G magnetic beads (per sample, Thermo Scientific, 26162) were washed twice with BSA/PBS solution (0.1% BSA in 1×PBS) and incubated with 200 µl blocking buffer (1×PBS, 0.2 mg/ml glycogen, 0.2 mg/ml BSA) at RT for 1 hr. The blocked beads were then washed once with 0.1 M Na-phosphate buffer (93.2 mM Na_2_HPO_4_, 6.8 mM NaH_2_PO_4_, 0.05% tween 20, pH 8.0) and then resuspended in 40 µl of 0.1 M Na-phosphate buffer containing 5 µg SRSF10 antibody (Cat No.) or IgG (Cat No.), incubating at RT for 1 hr. The antibody-coupled beads were washed twice with wash buffer (1×PBS, 0.1% SDS, 0.5% NP-40, 0.5% sodium deoxycholate) and resuspended in 10 µl of wash buffer per sample. The cross-linked samples were lysed on ice with 50 µl of wash buffer for 10 min. After removal of genomic DNA with 4 µl of RQ1 DNase (Promega, M6101) in the presence of 1 µl of RNase inhibitor (Thermo Scientific, EO0381), 10 µl of antibody-coupled beads were added to the lysate and incubated for 1 hr at 4°C. Bead-bound antibody-RNA complexes were then washed twice with wash buffer, once with high-salt wash buffer (5×PBS, 0.1% SDS, 0.5% NP-40, 0.5% sodium deoxycholate), and once with PNK buffer (50 mM Tris-HCl, pH 7.4, 10 mM MgCl_2_, 0.5% NP-40). The immunoprecipitated RNAs were then fragmented with 1×10^–5^ U of micrococcal nuclease (MNase, New England BioLabs, M0247S) in 1×MN reaction buffer (50 mM Tris-HCl, pH 8.0, 5 mM CaCl_2_) for 3 min at 37°C. After another round of extensive washing (twice with 1×PNK + EGTA buffer [50 mM Tris-HCl, pH 7.4, 20 mM EGTA, 0.5% NP-40], twice with wash buffer, and twice with PNK buffer), the RNA 3’ ends were dephosphorylated on beads with FastAP alkaline phosphatase (Thermo Scientific, EF0651) for 15 min in FastAP buffer. After washing beads twice with 1×PNK + EGTA buffer, twice with 1×PNK buffer, and twice with BSA solution (0.2 mg/ml BSA in DEPC water), the 3’ linker was ligated with T4 RNA ligase 2 (New England BioLabs, M0242) for 2.5 hr at RT. After washing beads three times with 1×PNK buffer, the RNA was reverse transcribed with Superscript II reverse transcriptase (Thermo Scientific,18064014) according to the manufacturer’s instruction. Then excess T7-RT primer was digested with Exonuclease I (New England BioLabs, M0293), first-strand cDNA was released from Protein A/G beads by treatment with RNase H (Thermo Scientific, EN0202) and captured by streptavidin C1 beads (Thermo Scientific, 650002). After washing beads twice with 1×B & W buffer (5 mM Tris-HCl, pH 7.5, 0.5 mM EDTA, 1 M NaCl), once with BSA solution, the cDNA 3’ linker was ligated with T4 RNA ligase 1 (New England BioLabs, M0437) overnight at RT. Then cDNA was pre-amplified using KAPA HiFi HotStart ReadyMix (KAPA Biosystems, KK2601), and PCR products were purified with Ampure XP beads (Beckman Coulter, A63881). Then in vitro transcription was performed, the DNA template was removed with TURBO DNase (Thermo Scientific, AM2238), and the RNA was purified with Agencourt RNA Clean beads (Beckman Coulter, A63987). After reverse transcription and indexed PCR, the PCR products were size-selected on a 2% agarose gel, and regions corresponding to 250–500 bp were purified using Gel Extraction Kit (Qiagen, 28604). The LACE-seq library was paired-end sequenced using Illumina NovaSeq 6000 at Novogene.

### LACE-seq data processing

The first 4 nt at 5’ end of read1 and read2 were extracted as UMI and then the adaptor sequences, poly(A) tails at the 3’ end and low-quality reads were removed using fastp (Chen et al., 2018) with parameters ‘--detect_adapter_for_pe -m -e 20 l 18 -y -Y 10 c --overlap_len_require 10 --overlap_diff_percent_limit 10 U --umi_loc per_read --umi_len 4--poly_x_min_len 5’. Clean reads were then first mapped to mouse pre-rRNA using Bowtie2 software (v.2.1.0; Langmead and Salzberg, 2012), and the remaining unmapped reads were aligned to mouse mm9 genome using HISAT2 (Kim et al., 2015). PureCLIP (Krakau et al., 2017) was used to identify peaks with default parameters. For motif analysis, LACE-seq peaks were firstly extended 20 nt to the 5’ upstream, and the overrepresented hexamers were identified using the resultant peaks with Homer Heinz et al., 2010. The enrichment of mRNA in each sample was calculated using cufflinks 2.2.1 and expressed as FPKM.

### PacBio isoform sequencing

THY1^+^ spermatogonia were isolated from P6 control and *Srsf10*-cKO mice. Total RNA was isolated using the RNAzol RT (Molecular Research Center. Inc, RN 190) according to the manufacturer’s protocol and treated with DNase I to remove residual genomic DNA. 5 μg of total RNA per sample was used to prepare the Iso-Seq library using the Clontech SMARTer cDNA synthesis kit and the BluePippin Size Selection System protocol as described by Pacific Biosciences (PN 100-092-800-03).

After running the Iso-Seq pipeline, sequence data were processed using the SMRTlink 5.0 software. A circular consensus sequence was generated from subread BAM files. Additional nucleotide errors in consensus reads were corrected using the Illumina RNAseq data with the software LoRDEC. Then all the consensus reads were aligned to the mouse reference genome (mm 9) using Hisat2.

### Differential splicing analysis and validation

Differential splicing events of Iso-seq data were analyzed using SUPPA2 software with the standard protocol. The SUPPA2 software can identify the seven common modes of AS events and obtain accurate splicing change quantification between control and *Srsf10*-cKO samples. We used p<0.05 and |ΔPSI |>0.1 as the threshold to filter for significantly differential splicing events. Differential splicing events of NGS data were analyzed using CASH software with the standard protocol using p<0.05 as the threshold for filtering. For validation, we first imported the differentially spliced sites of interesting functional genes analyzed by SUPPA2 and CASH into the integrative genomics viewer tool to efficiently and flexibly visualize and explore spliced sites between control and *Srsf10*-cKO samples. The primers for differentially spliced exons were designed using Primer5. Primers were designed within constitutive exons flanking the differentially spliced exons. Standard PCR for analysis by gel electrophoresis was performed according to the manufacturers’ instructions and visualized by running on a 2% agarose gel. All primers were listed in Supplementary file 2.

### Statistical analysis

All experiments were performed at least three independent times. At least three independent biological samples were collected for the quantitative experiments. Quantification of positively stained cells was counted from at least three independent fields of view. Paired two-tailed Student’s t-test was used for statistical analysis, and data were presented as mean ± SEM. *** represent p<0.001, ** represent p<0.01, and * represent p<0.05. p<0.05 was considered with a significant difference level. Equal variances were not formally tested. No statistical method was used to predetermine sample sizes.

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE190646. Our work did not generate any datasets or use any previously published datasets. Source data for Figures 1, 2, 3, 4, 6, 7 and figure supplement of Figures 1, 3, 7 have been provided. The following dataset was generated: LiuW LuX ZhaoZ-H LiuJ 2022SRSF10 is essential for progenitor spermatogonia expansion by regulating alternative splicingNCBI Gene Expression OmnibusGSE19064610.7554/eLife.78211PMC964897236355419

## Additional files

Transparent reporting form

Supplementary file 1. Primers for quantitative PCR validation.

Supplementary file 2. Primers for validation of differential splicing changes.

# Supplementary material for: SRSF10 is essential for progenitor spermatogonia expansion by regulating alternative splicing
**Source:** eLife. 2022 Nov 10;11:e78211. doi: 10.7554/eLife.78211
**Supplement:** Supplementary file 1.

Table S1 Primers for quantitative PCR validation

| Gene name | Forward (5'-3') | Reverse (5'-3') |
| --- | --- | --- |
| *Bmil* | ATCCCCACTTAATGTGTGTCCT | CTTGCTGGTCTCCAAGTAACG |
| *Bcl6b* | GGCTACGTCCGAGAGTTCAC | CTTGTGCGCTCTTAGGGGT |
| *Etv5* | CAAGTCCCTTTTATGGTCCCAG | ACTCTTCAGAATCGTGAGCCA |
| *Lhx1* | TTCCTCTTGAACGTGTTGGAC | TCGGTCAGGTTGCATTTACATT |
| *Cd82* | TGGACATCATTCGCAACTACAC | GCATGGGTAAGTGGTCTTGGTA |
| *Id4* | CAGTGCGATATGAACGACTGC | GACTTTCTTGTTGGGCGGGAT |
| *GFRa1* | CACTCCTGGATTTGCTGATGT | AGTGTGCGGTACTTGGTGC |
| *Lin28a* | TGGTGTGTTCTGTATTGGGAGT | AGTTGTAGCACCTGTCTCCTTT |
| *Nanos3* | ATGGGGACTTTCAATCTTTGGAC | GTTTGCAGAATGAACATAAGCGT |
| *Neurog3* | CCAAGAGCGAGTTGGCACT | CGGGCCATAGAAGCTGTGG |
| *Sohlh1* | CGGGCCAATGAGGATTACAGA | TCCTGCGTTCTCTCTCGCT |
| *Sall4* | CCCTGGGAACTGCGATGAAG | TCAGAGAGACTAAAGAACTCGGC |
| *Zbtb16* | CTGGGACTTTGTGCGATGTG | CGGTGGAAGAGGATCTCAAACA |
| *Srsf10* | GCGTCAGATTGAAATCCAGTTCG | CGAGAGCGTCTATATCGGTCAT |
| *β-actin* | ATGCTCCCCGGGCTGTAT | CATAGGAGTCCTTCTGACCCATTC |
| *Kit* | TCATCGAGTGTGATGGGAAA | GGTGACTTGTTTCAGGCACA |

# Supplementary material for: SRSF10 is essential for progenitor spermatogonia expansion by regulating alternative splicing
**Source:** eLife. 2022 Nov 10;11:e78211. doi: 10.7554/eLife.78211
**Supplement:** Supplementary file 2.

**Supplementary file 2** Primers for validation of differential splicing changes

| Gene name | Forward (5'-3') | Reverse (5'-3') |
| --- | --- | --- |
| *Dazl* | TCCTCCTTATCCAAGTTCACCA | TCAGCTCCTGGATCAACTTCAC |
| *Gapdh* | ACCACAGTCCATGCCATCAC | TCCACCACCCTGTTGCTGTA |
| *Kit-*all | TCATCGAGTGTGATGGGAAA | GGTGACTTGTTTCAGGCACA |
| *Kit*-Full | CTTTGCATTTAAAGGTAACAACAAAG | CGACAACCTTCCATTGTACTTCATA |
| *Kit-*short | TGCATTTAAAGAGCAAATCCAGG | CGACAACCTTCCATTGTACTTCATA |
| *Cdc7* | ATGCCTTGGTGGACTTCGG | GTTTCCCTCATCACGCTGTTC |
| *Kat7* | CATAAGCTACCGCAGCTACTGG | GGCCTCTTTGGCTATCCACTC |
| *Cenph* | CAGTTGCACTTCGGGATAACA | GTCCTCTGCCCAGTTGGTTT |
| *Rif1* | CAAGCAGGATTGGCAGATGA | GGAGAACGGATAGGCAGAGTTT |
| *Nasp* | GGAGTGTTGGGAAATGCCTTAG | TTCCTCTGAGCCTTCAGTTTCTT |
| *Ccne2* | AGCTGAGCCGAGCTGTGG | GGCCTGAATTATCTGGGTT |
| *Ret* | TGGTCCTTTGGAGTGCTGCT | ATCGCTGGGAGCCAAGAC |
| *Zfp207* | TTCCTCCAATGACTCAAG | CTGTAGACTGTGTATAAGC |
| *Bclaf1* | TGGGTCTGGTTCTGTTGGAAAT | AGCAAGCAGCCTGTCTTTAGTC |
| *Exo1* | CCCACTCAAGAAGCCACA | GGGCAGGACTTGGACATT |
| *Mcm10* | GAAGAGGCTGGCAGTGGAGA | GGAACAGCTTGAGGTGAGGGT |
| *Sycp1* | TGCTAATTCTGGCAGTTG | GCACAGGTTTCCTTGAGT |
| *Ccna2* | ACTGAGTTTGATAGATGCTGAC | TCTGGTGGGTTGAGAAGA |

How the deposited data were processed for this re-analysis (not part of the article)

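The deposited files used here are RNA-seq of whole control and *Srsf10*-cKO testes at P3, P6 and P8 (2 libraries per group, 12 in all), RNA-seq of THY1+ cells of P6 testes (2 libraries per genotype), Iso-seq of such cells (1 library per genotype), LACE-seq of such cells (2 SRSF10 libraries and 1 IgG library) and a pooled single-cell matrix of P8 spermatogonia. For the 16 RNA-seq libraries, the authors aligned reads to mm9 with TopHat and deposited the FPKM of each gene from Cufflinks. For LACE-seq the authors trimmed reads with fastp, aligned them with Bowtie2 and HISAT2 and deposited FPKM from Cufflinks for each library. For Iso-seq the authors deposited, per event, the share of transcripts that include an alternative part as a fraction in each library, computed with SUPPA2 after SMRTlink and LoRDEC. The same deposited table holds a score from −1 to 1, the fraction in *Srsf10*-cKO cells minus that in control cells. It also holds the p-value that the authors took from SUPPA2, which is not adjusted. That file has no header, and its columns were named from the paper's Figure 8 source data, which lists part of the same table. For single cells the authors deposited molecule counts per gene and cell, made with Cell Ranger and filtered before deposit.

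Each FPKM table of the RNA-seq libraries has 24527 entries. Where a symbol stood at more than 1 locus (281 genes), 1 locus was kept, which left 24019 genes, 11 of them with a Cufflinks failure mark in a library. Symbols were matched to an mm9 annotation for 20814 genes, and 99.1% of these overlap the annotated gene. The tables give no fragment counts. The Cufflinks intervals imply 11.97 to 18.07 M fragments per library (median 14.36 M). Fragment numbers computed from them were whole within 0.05 for 65.2% to 67.9% of values of up to 20 fragments, so counts were not recovered and no count model was the main test. The 16 columns with the lower bound of the Cufflinks interval, 1 per library, were not used.

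FPKM were analysed as log2(FPKM + 1) with limma with a mean-variance trend, over genes with an FPKM of at least 1 in at least 2 libraries of the fit, and p-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. The testes fit took all 12 libraries, so that the 6 groups share 1 estimate of the spread with 6 residual degrees of freedom, and tested 13739 genes. The THY1+ fit took the 4 THY1+ libraries, with 2 residual degrees of freedom, and tested 13143 genes. The difference of the genotype effect between ages was tested by interaction contrasts. Counts at the thresholds of the paper used the p of the same fits. The paper's statistics section names a paired two-tailed Student's t-test for the whole paper and does not say whether it gave the p behind the thresholds of the sequencing data. The 24 gene lists were tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry. Of the tested genes, 98.4% in testes and 98.6% in THY1+ libraries had a transcript length for the length correction. Where 1 library was left out, the lone library of its group was assumed to vary like the other groups.

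Genes named in the text were chosen by a fixed rule. It takes *Srsf10*, every gene the paper names for a comparison (values in the paper's tables count as seen), and the 10 largest increases and 10 largest decreases among genes past the adjusted threshold with every *Srsf10*-cKO library beyond every control library. It adds the 2 members of each list with the smallest p. For LACE-seq and Iso-seq the rule takes the genes the paper names and the 10 bound genes with the largest ratio to IgG or the 10 events with the largest difference. For single cells it takes the genes the paper names. Genes named outside the rule are said to be so.

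Overlaps of gene sets were tested with Fisher's exact test and against 10000 random lists matched on expression, and differences of medians with 100000 permutations. Expression for the match was the mean FPKM of the THY1+ libraries of both genotypes. Single cells were clustered with Seurat, doublets were called with Scrublet, and confidence intervals of shares are exact binomial intervals at a level of 95%. Cells were not compared between genotypes, and the test planned for genes that differ between genotypes in single cells was left out, because the cell names give no genotype and sets of cells were not assigned to one by their number of cells. Alternatives were another pseudocount, no filter on low values, median-ratio scaling, removal of the trend with transcript length, the replicate number as a block, limma without trend, other sets of libraries in the fit, each library left out in turn, limma-voom, and other thresholds and clustering settings.

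The limma fits were tested on simulated data with 200 changed genes. At log2 changes of 0.5, 1 and 2, the P6 comparison recovered 28.4%, 95.5% and 100% of them with 13 false calls (8.02% of calls), and the THY1+ comparison recovered 56.7%, 100% and 100% with 25 false calls (12.8%). The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and scanpy 1.11.5, and R 4.3.3 with limma 3.58.1, edgeR 4.0.16, Seurat 5.3.0, Matrix 1.6.5 and data.table 1.17.8.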

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

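The tests of a lower share of germ cells, of more macrophages in the sort or in the testis, and of gene length or scaling at P6 and P8 were chosen after the results were seen.

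The effect of the genotype differed between ages. Between P6 and P3 it differed for 151 genes (limma interaction, adjusted p under 0.05; 2439 at an unadjusted p under 0.05), and between P8 and P6 for 338 genes (2507 unadjusted). Among named genes, the change at P6 was more negative than at P3 for *Egr4* (difference of log2 changes −2.32), *Stra8* (−1.92), *Sohlh1* (−1.79), *Zbtb16* (−1.66), *Tdrd1* (−1.58), *Dazl* (−1.54), *Stag3* (−1.52), *Sall4* (−1.35), *Mov10l1* (−1.32), *Ddx4* (−1.31), *Tdrd5* (−1.12), *Foxc2* (−1.11), *Dnmt3b* (−1.08) and *Hormad1* (−0.98), with adjusted p of 0.0146 (*Stra8*) to 0.043 (*Dnmt3b*) from limma. *Egr4* was higher in P3 *Srsf10*-cKO testes (log2 change 1.28) and lower at P6 (−1.03). In limma the first call ended without any single P3 library (adjusted p = 0.0839, 0.0704, 0.0617 and 0.0615 without control replicates 1 and 2 and *Srsf10*-cKO replicates 1 and 2, over 0.0111 to 0.0839) and the second without P6 control replicate 1 (0.257) or 2 (0.144) or *Srsf10*-cKO replicate 1 (0.467, over 0.0284 to 0.467). Its change at P8 lay 1.89 above that at P6. For *Sohlh1* the change at P8 lay 1.08 above that at P6. The count of 151 fell to 4, 6, 7 and 4 without P3 control replicates 1 and 2 and *Srsf10*-cKO replicates 1 and 2, to 4, 1 and 12 without P6 control replicate 2 and *Srsf10*-cKO replicates 1 and 2, and stood at 152 without P6 control replicate 1. The count of 338 became 52, 515, 2 and 2 without the P6 control and *Srsf10*-cKO libraries in the same order, and 48, 792, 52 and 45 without those of P8. With median-ratio scaling it was 113 and with the length trend removed 55.

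Genes of cells other than germ cells, which the paper does not discuss, changed in these libraries. These cells carry the inherited knockout allele in *Srsf10*-cKO mice and not in control mice, so their own genotype differs as well. Its effect on them was not tested and cannot be told apart here from effects of the germ cells. At P3, 6 of 8 peritubular myoid genes were lower (median −0.69 with median-ratio scaling), a count that became 1, 2 and 1 without control replicates 1 and 2 and *Srsf10*-cKO replicate 2. At P8, 6 of 13 Sertoli cell genes and 8 of 16 macrophage and immune genes were higher, and their medians stayed positive with median-ratio scaling (0.36 and 0.53), with 5 of the macrophage genes called without P8 control replicate 1. In THY1+ cells, 14 of 17 macrophage and immune genes were higher, and 2 of 4 erythroid genes, *Hbb-b1* and *Hbb-bt*, the only members that passed in limma with the filter on low values. *Hbb-b1* was at 7.22 ± 0.586 FPKM in control and 15.8 ± 2.61 FPKM in *Srsf10*-cKO cells (SD, n = 2 each; adjusted p = 0.00794 from limma). Both globin calls ended in the joint fit with the testes libraries (adjusted p = 0.612 for *Hbb-b1*, 3.12e-06 to 0.612 over its alternatives, and 0.793 for *Hbb-bt*, 0.000433 to 0.793), with no filter on low values (0.209 and 0.225) and in limma-voom (0.0765 and 0.234).

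The higher macrophage genes in THY1+ *Srsf10*-cKO cells were weighed against 4 explanations. A lower share of germ cells would raise genes of all other cells alike, but the median log2 change of 17 macrophage members (1.04, interquartile range 0.863 to 1.2) lay 0.969 above that of 51 members of the Sertoli, Leydig, myoid, endothelial and stromal lists (0.08, −0.0551 to 0.228; two-sided permutation p = 1e-05, the smallest that 100000 permutations can give). The erythroid list was left out of this comparison. Its 4 measured genes all had log2 changes above 0, with a median of 1.08, so macrophage genes were not alone in standing apart. Immune genes switched on inside germ cells are argued against, for most members, by the P8 single cells, which pool both genotypes. There 16 of the members had a median of 0.0809 of the level of other genes of the same FPKM in P6 THY1+ *Srsf10*-cKO cells. The range was 0.0314 to 0.854, and 10 of them lay under 0.1. More macrophages in the whole testis at P6, enough for such a rise, are argued against by the P6 testes libraries, where 16 members had a median log2 change of 0.0609 (interquartile range −0.00313 to 0.136, none above 0.196). Camera called this list upward there (adjusted p = 0.048, adjusted p = 0.504 with an estimated correlation), so a small rise stays open. A candidate explanation that stays open is a larger share of macrophages carried through the bead sort of *Srsf10*-cKO testes. The log2 changes of *C1qa*, *C1qb* and *C1qc* ran over a range of 0.114, which does not decide it, since these genes were picked once their rise was known.

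The lower germ cell genes of P6 *Srsf10*-cKO testes were weighed against a loss of the same share of every kind of germ cell and against length and scaling. Among genes at least 3 times as high in control THY1+ cells as in control P6 testes, 10 stem cell and undifferentiated genes had a median log2 change of −0.56 (interquartile range −1.07 to −0.347). That of 25 pan germ cell and piRNA genes was −1.43 (−1.53 to −1.31), a difference of 0.861 (two-sided permutation p = 2e-05, with genes as units). An even loss alone would give like changes, but the 1 added to FPKM shrinks the changes of low genes such as *T*. The groups were not matched on FPKM, so an even loss is not excluded. Of 36 germline genes called lower, 91.7% were called again both with the length trend removed and with median-ratio scaling. The median log2 change of all measured pan germ cell, piRNA and meiotic genes, called or not, was −1.18 and became −1.14 under each. Of all genes called at P6, 75.8% and 76.6% were called again under these settings. An even loss stays open, and an uneven loss of germ cells and a change of expression within them were not tested. The paper counted fewer PLZF+ and GFRα1+ cells in P6 *Srsf10*-cKO testes. In sorted P6 THY1+ cells the piRNA, pan germ cell and meiotic lists had median log2 changes of −0.10, −0.12 and −0.09. In P6 testes they were −1.26, −1.43 and −0.76. This argues against a fall of that size within the sorted cells, which need not stand for all germ cells.

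The excess of higher over lower genes in P8 *Srsf10*-cKO testes may come from gene length or scaling: 66.6% of the called genes were higher, against 45.9% with median-ratio scaling and 46.1% with the length trend removed. Gene length as the whole cause of the germ cell and Sertoli cell changes is argued against, because with the length trend removed the median of 55 germline genes went from −1.01 (interquartile range −1.31 to −0.89) to −1.15 and that of 13 Sertoli cell genes from 0.48 (0.214 to 0.831) to 0.272. A loss of germ cells, which would raise the share of other cells, was not tested for this pattern.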

How the results depend on the processing

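The tests with limma-voom, with the replicate numbers crossed at P8 and with adjusted p-values in the Iso-seq table were chosen after the data were seen. Where a value below moved, the cause was not tested, except that a stricter threshold lowers a count by construction.

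At the thresholds of the paper the counts stayed within 1.5 times their value of 74 at P3 (63 to 105), 127 at P6 (93 to 167), 422 at P8 (383 to 619) and 639 in THY1+ cells (515 to 920), as did the 51 genes lower at both ages (37 to 62) and the ratio of distances of 0.575 (0.504 to 0.751). By direction they moved more at P3, from 27 to 45 higher without *Srsf10*-cKO replicate 2, at P8, from 303 higher and 119 lower to 539 and 80 without control replicate 2, 232 and 189 without control replicate 1 and 201 and 182 with median-ratio scaling, and in THY1+ cells, from 224 to 369 lower without *Srsf10*-cKO replicate 1. At P6, 1 gene was higher, and 0 to 6 over the alternatives (6 and 3 without control replicate 1 and *Srsf10*-cKO replicate 1). The counts at an adjusted p under 0.05 moved more. Of 787 genes at P3, limma without trend called 507 and P3 fitted alone 450, and leaving out 1 library left 17 to 193 (118, 17, 185 and 193 without control replicates 1 and 2 and *Srsf10*-cKO replicates 1 and 2). Of 244 at P6, 119 were called with no filter on low values and 27 to 184 with 1 library left out (44, 27 and 77 without control replicate 2 and *Srsf10*-cKO replicates 1 and 2). Of 3169 at P8, 1062 were called with P8 fitted alone and 1651 to 2712 with 1 library left out (2100, 1651 and 1897 without control replicate 1 and *Srsf10*-cKO replicates 1 and 2). The share of higher genes at P8 moved from 66.6% to 45.9% with median-ratio scaling, 46.1% with the length trend removed and 46.7% in limma-voom. Of 163 in THY1+ cells, 62 were called in the joint fit with the testes libraries and 190 to 358 with 1 library left out (358 and 285 without *Srsf10*-cKO replicates 1 and 2). With no filter limma called 0 genes in THY1+ cells, where 1699 had an unadjusted p under 0.05 with the filter and limma-voom called 133. The interaction of P6 and P3 gave 151 genes, 31 with no filter and 1 to 152 with 1 library left out. That of P8 and P6 gave 338, 47 with no filter, 113 with median-ratio scaling, 55 with the length trend removed and 2 to 792 with 1 library left out.

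Replicate numbers were taken as a block once. The deviations of libraries with the same number had correlations of 0.0579 at P3, 0.137 at P6, −0.493 at P8 and 0.196 in THY1+ cells, and no source says that a number marks a shared litter or day, so the numbers are not known to pair the libraries. With the block 10 genes were called at P3, 105 at P6, 1751 at P8 and 870 in THY1+ cells (11, 101, 1438 and 829 with the length trend also removed), and the interactions gave 0 and 4 genes, against 2439 and 2507 at an unadjusted p under 0.05 in limma without it. With the block 4 gene lists passed at P3. With the numbers crossed at P8, limma called 3035 genes higher and 1521 lower.

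Of the gene lists, camera called 2 at P3, 17 at P6, 10 at P8 and 15 in THY1+ cells, and 0, 3, 0 and 0 with an estimated correlation. Fry called 2, 8, 11 and 0. With 1 library left out camera called 1 to 5 (1 and 5 without P3 control replicate 1 and *Srsf10*-cKO replicate 1), 12 to 15, 9 to 11 and 9 to 16 (9 without THY1+ *Srsf10*-cKO replicate 1).

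Named genes were followed through the same settings. At P3, 1150 of 1318 values for 102 genes stayed on their side of the threshold, 155 lost and 13 gained a call. At P6 it was 947 of 1176 (216 lost and 13 gained), at P8 1215 of 1351 (122 and 12) and in THY1+ cells 895 of 1108 (131 and 82). The sign of the change turned for *Fth1* and *Srsf3* at P8, to −0.146 and −0.225 in limma-voom (adjusted p = 0.342, 0.0017 to 0.342 over its alternatives, and 0.153, 0.0279 to 0.159).

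In LACE-seq, 1246 genes were bound, 825 at a ratio to IgG of at least 4, and 850 and 1676 at an FPKM of at least 20 and 5, and 1512 and 1590 without SRSF10 replicates 1 and 2. The coefficient of 0.845 was 0.917 on log2 values and 0.837 by Spearman's method. In the authors' deposited Iso-seq table, 83 of 522 events passed at p under 0.01, 325 at an absolute difference over 0.2 and 12 at an adjusted p under 0.05. The overlap of 52 spliced and bound genes became 30 at a ratio of at least 4 and 29 at a difference over 0.2, and that of changed and bound genes 19 instead of 26.

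In the single cells, DSPG2-like cells were 33.0% and became 35.7% at resolution 0.3 and with 30 principal components, and the unnamed cells became 14.9% with SCTransform. USPG1-like cells went from 21.7% to 39.4% at resolution 0.3, 33.0% at resolution 0.8, 39.4% with 30 principal components and 38.0% with SCTransform, and USPG2-like cells from 20.3% to 0%, 9.36%, 0% and 0%. S phase genes held 0.598% of counts in USPG1-like cells (0.572% and 0.562% at resolutions 0.3 and 0.8) and G2 and M phase genes 1.14% (1.01% and 0.992%). In USPG2-like cells they held 0.555% (0.64% at resolution 0.8, 0.547% with cell cycle genes left out of the variable genes) and 0.808% (1.01% and 0.816%). The planned test of genes between genotypes in single cells, and its alternatives, were not run, since sets of cells were not assigned to genotypes by their number of cells. LACE-seq and Iso-seq depths are unknown, and the RNA-seq depths are known only as implied by the Cufflinks intervals.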

Differences from the paper's values

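The test with limma-voom was chosen after the data were seen. At P3, with mean FPKM of at least 5, a 2-fold ratio and an unadjusted p under 0.01 from limma, 27 genes were higher, and the paper's count is 10. At the same thresholds 47 were lower, and the paper's count is 9. None of the alternatives set before the data were examined closes either gap, with 21 to 45 genes higher and 40 to 69 lower, and limma-voom gave 28 and 44. Of the paper's 10 higher genes 4 were called here and 7 had the same direction, and of its 9 lower genes 3 were called and 4 had the same direction.

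The Pearson coefficient of the SRSF10 replicates in LACE-seq was 0.845 on linear FPKM, and the paper's value is 0.73. The alternatives set before the data were examined, log2 values (0.917) and Spearman's coefficient (0.837), do not close the gap. Ratios to IgG, another measure and not among these alternatives, gave 0.842 on log2 values and 0.746 by Spearman's method.

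The paper counts *Dmrtb1*, *Kit*, *Prdm9* and *Neurog3* among the marker genes that were lower at P6. It shows them in a heatmap, names no threshold for them and adds qRT-PCR of marker genes at P6. In limma 9 of the 13 progenitor, undifferentiated and differentiating markers passed at P6 and these 4 did not (adjusted p = 0.237, 0.136, 0.999 and 0.34). All 6 progenitor and all 5 differentiating markers had log2 changes below 0 at P6 and at P8, the direction the paper gives. Without control replicate 1, *Dmrtb1* (adjusted p = 0.0472), *Kit* (0.0332) and *Neurog3* (0.0423) passed in limma, while *Prdm9* had adjusted p of 0.96 to 1.0 over its alternatives. The paper gives the same markers as lower at P8, where 9 of 13 passed limma and *Dmrtb1* (adjusted p = 0.995, 0.486 to 1.0 over its alternatives), *Sox3* (0.616, 0.223 to 0.882), *Pou5f1* (0.122) and *Nanos3* (0.0611) did not. With the length trend removed *Pou5f1* (0.0341, 0.0341 to 0.49 over its alternatives in limma) and *Nanos3* (0.0199, 0.0199 to 0.293) passed, and *Nanos3* also with median-ratio scaling (0.039) and in the fits with crossed replicate numbers, chosen after the values were seen, or with the length trend removed and the replicate number as a block. The paper places the decrease of *Sycp3* and *Sycp2* at P8 alone. At the paper's thresholds *Sycp3* was called at P6 also (unadjusted p = 0.000875 from limma) and *Sycp2*, with a control mean of 3.38 FPKM, was not. At P6 their adjusted p of 0.0493 and 0.0484 from limma rose above 0.05 without control replicate 2 (0.376 and 0.346), *Srsf10*-cKO replicate 1 (0.433 and 0.42) or *Srsf10*-cKO replicate 2 (0.147 and 0.185), over 0.00697 to 0.433 and 0.00631 to 0.42. The paper describes *Kit*, *Sycp3* and *Sycp2* as barely rising in *Srsf10*-cKO testes from P6 to P8, and there they rose by 1.26, 1.28 and 0.84 on the log2 scale (adjusted p = 0.006, 0.0259 and 0.0302 from limma), while *Atm* and *Rec8* did not pass.

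In THY1+ cells the paper counts *Neurog3* and *Sox3* among the lower genes, and neither passed limma (adjusted p = 0.0609 and 0.405) or the thresholds of the paper's longer list, where *Neurog3* had a control mean of 1.999 FPKM and *Sox3* an unadjusted p of 0.0564 in limma, while *Lin28a*, *Nanos3* and *Zbtb16* did. *Neurog3* passed in limma without trend (0.044) and without *Srsf10*-cKO replicate 2 (0.00543), *Sox3* without control replicate 2 (0.017), and both with the replicate numbers as a block.

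The paper divides the single cells into more clusters than the 4 found here, including an early differentiating type. Resolution 0.8 gave 8 clusters, SCTransform 6, one of them DSPG1-like, and leaving the cell cycle genes out of the variable genes 5. The names were rebuilt here from fixed markers.

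In the authors' deposited Iso-seq table, *Sycp1*, *Rif1*, *Mcm10*, *Ret*, *Zfp207* and *Exo1*, which the paper names as spliced targets, carried no event past the thresholds, nor did *Ccna2* (difference −0.0813). The paper's junction-based list is the other source of its targets. For *Bclaf1* the paper describes an alternative 3′ splice site. The events with all values in the authors' deposited table include 0 of that kind and, for *Bclaf1*, a passing skipped exon, 11 of 13. The paper's exon number for *Cdc7* differs from the 7 of 13 counted in an annotated mm9 transcript.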

Other observations

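The tests of the share of splicing factor genes bound by SRSF10 and those with limma-voom were chosen after the data were seen.

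At P8, some genes of the cell cycle were lower in *Srsf10*-cKO testes. Of 43 S phase genes 16 were lower and 1 higher in limma (19 and 1 when adjusted over the list alone), with a median log2 change of −0.29 (−0.40 with median-ratio scaling; adjusted p = 1.72e-08 from camera, adjusted p = 0.159 with an estimated correlation). *Hells*, a chromatin remodeller gene, fell from 86.7 ± 1.75 to 34.8 ± 2.33 FPKM (SD, n = 2 each; adjusted p = 0.000482 from limma). Of 52 G2 and M phase genes 15 were lower and 2 higher (16 and 3 over the list alone), with a median of −0.20 (−0.31 with median-ratio scaling; adjusted p = 8.35e-07 from camera, adjusted p = 0.212 with an estimated correlation), and *Cenpf*, a kinetochore gene, fell from 20.1 ± 2.08 to 9.70 ± 0.199 FPKM (adjusted p = 0.00143 from limma). Without *Srsf10*-cKO replicate 1, 9 genes were lower in each list. The higher genes were *Gins2*, *Cdk1* and *Cks1b*, named after their values were seen, and their number was 0 without either *Srsf10*-cKO library and 2 without control replicate 2 for S phase, and 1 without *Srsf10*-cKO replicate 2 for G2 and M phase. In the same libraries 11 of 13 pan germ cell genes were lower (median −1.01) and 6 of 13 Sertoli cell genes higher (median 0.48), and the cell cycle genes were not tested apart from this shift between cell types.

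Among 19 p53 and apoptosis genes at P8, 4 were higher and 0 lower in limma (4 and 2 when adjusted over the list alone, 5 and 2 at an unadjusted p under 0.05), namely *Bak1*, *Bbc3*, *Phlda3* and *Cdkn1a*, the last 2 named after their values were seen. *Bbc3*, the gene of PUMA, was at 0.863 ± 0.00999 and 2.85 ± 0.317 FPKM (SD, n = 2 each; log2 change 1.04, adjusted p = 0.0017 from limma). The list did not pass camera (adjusted p = 0.387) and passed fry (adjusted p = 0.0042), which does not compare it with other genes. Of 12 stromal and interstitial genes at P8, 4 were higher and 0 lower (6 higher over the list alone and at an unadjusted p under 0.05; 2 with median-ratio scaling), and 1 without control replicate 2 and 0 without *Srsf10*-cKO replicate 2, where the list also lost its camera call (adjusted p = 0.0288, and 0.466 and 0.373 without these libraries; adjusted p = 0.619 with an estimated correlation).

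In THY1+ cells, 2 of 13 metal and oxidative stress genes, *Mt3* and *Nqo1*, were higher and 0 lower in limma (5 higher over the list alone, 7 higher and 0 lower at an unadjusted p under 0.05), with a median log2 change of 0.36 (adjusted p = 2.89e-07 from camera, adjusted p = 0.465 with an estimated correlation), in libraries where 14 of 17 macrophage and immune genes were higher (median 1.04). *Mt3*, a metallothionein gene, was at 9.24 ± 0.322 and 18.9 ± 1.75 FPKM (SD, n = 2 each; adjusted p = 0.00614 from limma). Its call ended with no filter on low values (0.191), with the length trend removed (0.0523) and in limma-voom (0.0765; 2.11e-05 to 0.191 over its alternatives), and with the length trend removed 0 members of the list passed limma. *Nqo1* did not pass without control replicate 1 (0.0756) or 2 (0.066), over 0.00373 to 0.225 in limma.

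Of 32 expressed SR and hnRNP splicing factor genes, 10 were bound by SRSF10 in LACE-seq, against 3.06 for independent lists (Fisher's exact test, one-sided p = 0.000556) and 4.93 for lists matched on expression (permutation p = 0.0156 over 10000 random lists). They were *Hnrnpa1*, *Hnrnpc*, *Hnrnpd*, *Hnrnpk*, *Hnrnpm*, *Hnrnpu*, *Rbm39*, *Srsf11*, *Srsf4* and *Tra2a*, listed as the members of the overlap.

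The motif GAAGAG was tested in skipped exons of the authors' deposited Iso-seq table against exons of the same length that did not pass. Of 102 exons with lower inclusion in *Srsf10*-cKO cells, 16 (15.7%) held it, against 13.9 expected (13.7%; one-sided permutation p = 0.305 over 10000 random lists). Of 82 exons with higher inclusion, 11 (13.4%) held it, against 7.39 expected (9.01%; one-sided permutation p = 0.111). The bound set beforehand, a p of at least 0.05, was the wrong one to exclude an excess, since with so few exons a p above it leaves a smaller excess open, so an excess and chance cannot be told apart here.

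A delay of somatic cells, which would keep genes that fall with age high in P8 *Srsf10*-cKO testes, was tested on somatic genes by their course from P3 to P6 in control testes. The 82 falling genes had a median P8 log2 change of 0.41 (interquartile range 0.183 to 0.553) and the 237 rising genes of 0.34 (0.136 to 0.585), a difference of 0.0706 (two-sided permutation p = 0.18), and of −0.11 with the length trend removed. The bound set beforehand, a difference under 0.1, was the wrong one to exclude a delay, since the course up to P6 does not stand for the later one. Of 595 somatic genes 175 fell from P6 to P8 in control testes (limma, adjusted p under 0.05), of which 27 were among the falling and 57 among the rising genes. *Amh*, in neither group, stood at 411 FPKM in P6 control, 96.0 in P8 control and 383 in P8 *Srsf10*-cKO testes. A delay after P6 and its absence cannot be told apart by this test.

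In the single-cell matrix, S phase genes held 0.598% of counts in USPG1-like cells (0.592 to 0.603, exact Poisson interval) and 0.555% in USPG2-like cells (0.549 to 0.561), and G2 and M phase genes 1.14% (1.13 to 1.15) and 0.808% (0.801 to 0.815). These intervals cover counting error only, and the order depends on the clustering: at resolution 0.8 S phase genes held 0.562% in USPG1-like and 0.64% in USPG2-like cells, and G2 and M phase genes 0.992% and 1.01%. The cell names of the matrix fall into 3 sets of 1157, 366 and 400 cells and give no genotype. The paper's numbers are 1157 control and 766 *Srsf10*-cKO cells, the sizes of the first set and of the other 2 together, and the sets were not assigned to a genotype by this match of sizes. USPG1-like cells were 13.8%, 34.2% and 33.2% of the sets, USPG2-like cells 29.6%, 9.84% and 3.00%, DSPG2-like cells 38.5%, 21.0% and 27.8%, and the unnamed cells 18.0%, 35.0% and 36.0%, with median UMIs per cell of 14159, 14530 and 13541. Cells in a set are not replicates, and no test was made between the sets.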
